# Nigrostriatal degeneration determines dynamics of glial inflammatory and phagocytic activity

**DOI:** 10.1186/s12974-024-03091-x

**Published:** 2024-04-12

**Authors:** Leyre Ayerra, Miguel Angel Abellanas, Leyre Basurco, Ibon Tamayo, Enrique Conde, Adriana Tavira, Amaya Trigo, Clara Vidaurre, Amaia Vilas, Patxi San Martin-Uriz, Esther Luquin, Pedro Clavero, Elisa Mengual, Sandra Hervás-Stubbs, Maria S. Aymerich

**Keywords:** Parkinson´s disease, Microglia, Neurodegeneration, Phagocytosis

## Abstract

Glial cells are key players in the initiation of innate immunity in neurodegeneration. Upon damage, they switch their basal activation state and acquire new functions in a context and time-dependent manner. Since modulation of neuroinflammation is becoming an interesting approach for the treatment of neurodegenerative diseases, it is crucial to understand the specific contribution of these cells to the inflammatory reaction and to select experimental models that recapitulate what occurs in the human disease. Previously, we have characterized a region-specific activation pattern of CD11b^+^ cells and astrocytes in the α-synuclein overexpression mouse model of Parkinson´s disease (PD). In this study we hypothesized that the time and the intensity of dopaminergic neuronal death would promote different glial activation states. Dopaminergic degeneration was induced with two administration regimens of the neurotoxin 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP), subacute (sMPTP) and chronic (cMPTP). Our results show that in the sMPTP mouse model, the pro-inflammatory phenotype of striatal CD11b^+^ cells was counteracted by an anti-inflammatory astrocytic profile. In the midbrain the roles were inverted, CD11b^+^ cells exhibited an anti-inflammatory profile and astrocytes were pro-inflammatory. The overall response generated resulted in decreased CD4 T cell infiltration in both regions. Chronic MPTP exposure resulted in a mild and prolonged neuronal degeneration that generated a pro-inflammatory response and increased CD4 T cell infiltration in both regions. At the onset of the neurodegenerative process, microglia and astrocytes cooperated in the removal of dopaminergic terminals. With time, only microglia maintained the phagocytic activity. In the ventral midbrain, astrocytes were the main phagocytic mediators at early stages of degeneration while microglia were the major phagocytic cells in the chronic state. In this scenario, we questioned which activation pattern recapitulates better the features of glial activation in PD. Glial activation in the cMPTP mouse model reflects many pathways of their corresponding counterparts in the human brain with advanced PD. Altogether, our results point toward a context-dependent cooperativity of microglia/myeloid cells and astrocytes in response to neuronal damage and the relevance of selecting the right experimental models for the study of neuroinflammation.

**Graphical abstract:**

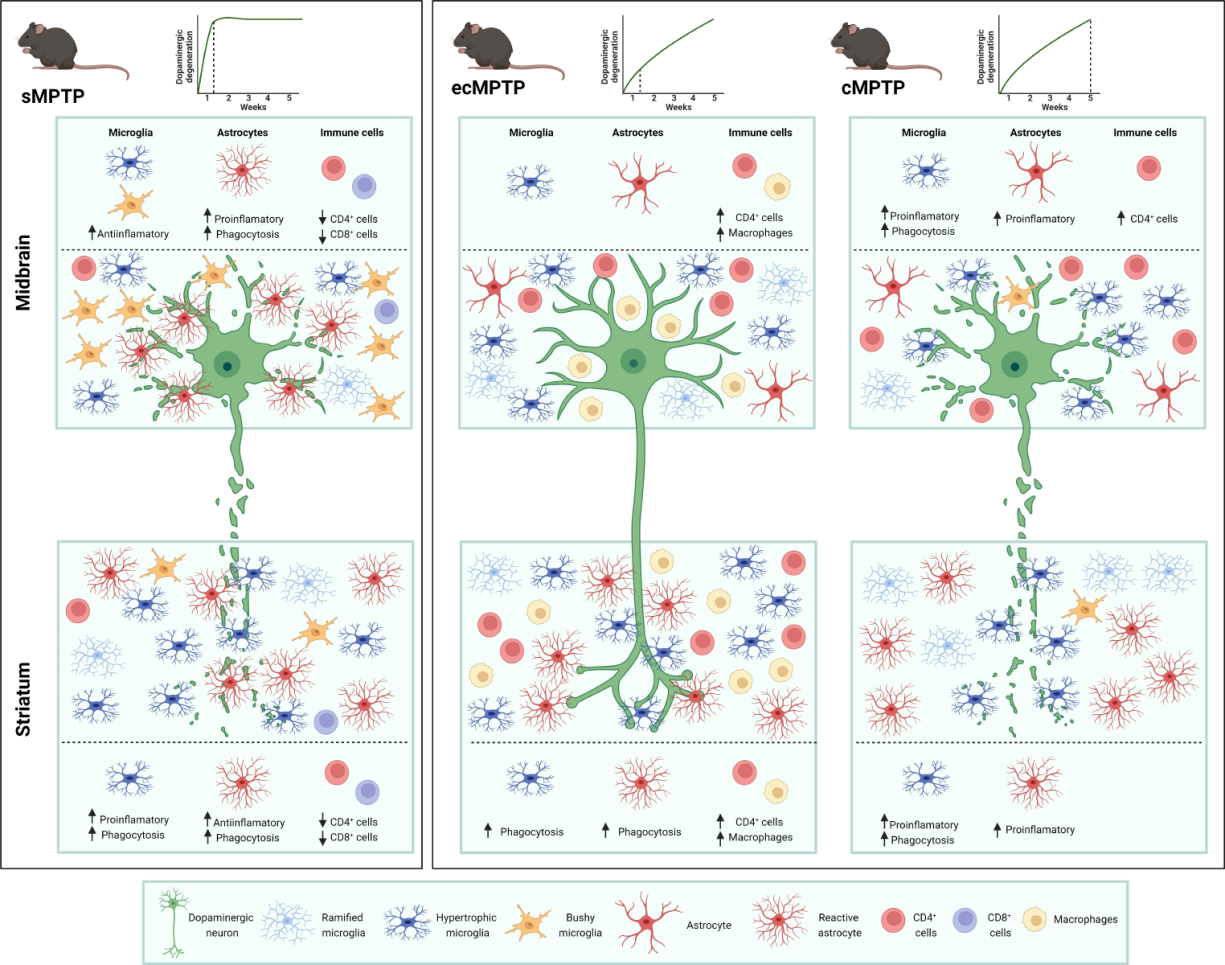

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-024-03091-x.

## Background

Glial cells are key players in response to brain damage. During neurodegeneration, the beneficial or detrimental effect exerted by these cells over neurons depends on time, duration, context and type of stimulus. Microglia and astrocytes express toll-like receptors (TLRs) that under pathological conditions can be activated by non-infectious ligands to initiate innate immune responses [1–4]. A switch in their basal activation state generates a pronounced transformation characterized by morphological changes, gene expression, cytokine release or acquisition of a phagocytic phenotype. Throughout these processes, they have the ability to restrict or propagate inflammatory responses in the brain parenchyma [5].

The transcriptional profile of microglia shows spatial diversity, and non-uniform and region-dependent aging, being the immunoregulatory and metabolic pathways the major sources of heterogeneity [6]. Under steady-state conditions, microglia in the ventral tegmental area (VTA) and nucleus accumbens (NAc) share the immune gene profile and differ in genes involved in cell metabolism and phagocytosis that were downregulated and upregulated, respectively, in VTA microglia [7]. The ventral midbrain presents a high immune-alert state, not observed in the striatum, that includes two unique microglial subpopulations, one with antigen-presenting properties and another one expressing TLR4, and a higher proportion of infiltrated T cells [8]. In these regions, astrocytes play a relevant role in the maintenance of dopaminergic systems. They contribute to monoamine metabolism by taking up extrasynaptic dopamine [9] and by releasing neurotrophic factors necessary for survival of dopaminergic neurons [10–13]. Loss of homeostasis caused by dopamine neuron impairment will modify local microenvironment driving glial cells to the acquisition of new context-specific functions, in detriment of their physiological activities.

The first evidence for the involvement of microglial cells in Parkinson´s disease (PD) pathogenesis arise after the discovery of human leukocyte antigen-DR isotype (HLA-DR)-positive microglia/macrophages in post-mortem substantia nigra pars compacta (SNpc) [14]. Since then, the expression of different pro-inflammatory mediators in microglia, including tumor necrosis factor alpha (TNFα), interleukin 1 beta (IL1β), IL6, interferon-γ (IFNγ), nitric oxide synthase and cyclo-oxygenase, has been reported [15–19]. Genome-wide association studies (GWAS) have identified several single-nucleotide polymorphisms associated with PD risk, many of them linked to inflammation [20, 21] and a conveying risk of both, PD and autoimmune diseases [22, 23]. A higher incidence of PD is observed in patients with inflammatory bowel disease and it can be reduced with early anti-TNF therapy [24]. Astrocytes derived from induced pluripotent stem cells of PD patients show an exacerbated pro-inflammatory tone under inflammatory conditions [25]. A single-cell sequencing study of midbrain nuclei shows a pro-inflammatory profile and an increase in microglia and astrocytes fractions in this region, reinforcing the relevance of neuroinflammation in idiopathic PD [26]. Reactive glial cells exhibit a bidirectional communication in which microglia can trigger the induction of neurotoxic reactive astrocytes with reduced phagocytic capacity [27] and reactive astrocytes can prevent secretion of pro-inflammatory mediators by microglia [28]. Although a growing body of evidence suggests that glial cells likely contribute to PD pathogenesis, the reactivity of microglia and astrocytes in PD is still poorly understood. Microglial response occurs early in PD and might contribute to disease progression. However, whether the immune response is deleterious in each state of the disease remains to be defined [29].

In our previous studies using an adeno-associated viral system to overexpress α-synuclein in the SNpc, we observed that, during the active phase of degeneration, reactive glial cells showed a complementary activation and region-dependent phenotype. In the ventral midbrain, myeloid cells exhibited a phagocytic and anti-inflammatory profile, while astrocytes were the main contributors to the pro-inflammatory reaction. By contrast, myeloid cells expressed a pro-inflammatory profile in the striatum [30]. Since modulation of the inflammatory response is an interesting alternative for the treatment of dopaminergic neurodegeneration, we questioned whether the mechanism and the dynamics of dopamine neuronal death could affect glial reactivity and the inflammatory reaction. In this study, dopaminergic degeneration was induced with the neurotoxin 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP). Considering that the onset and progression of disease represent distinct phases of the neurodegenerative process, we have selected two MPTP intoxication regimens, the widely used subacute (sMPTP) and the chronic (cMPTP) pattern, to analyze microglial/myeloid cell and astrocyte reactivity in the ventral midbrain and in the striatum. The transcriptomic profile obtained from the glial cells of each experimental model has been compared to their human counterparts [26].

## Materials and methods

### Animals

Adult male 3 or 4-month-old C57BL6J (20–30 g) mice were obtained from Envigo (Barcelona, Spain). Mice were housed at 21 °C on a 12 h light/dark cycle in a humidity-controlled environment with *ad libitum* access to food with standard rodent pellet diet (Envigo) and free access to water. All procedures involving animals were carried out in accordance with the Spanish National Research Council’s guide for the care and use of laboratory animals. The experimental designs were approved by the Ethical Committee for Animal Testing at the University of Navarra (Ref. 109 − 18).

### MPTP intoxication

Different patterns of MPTP (MedChemExpress, Shanghai, China) intoxication were used. In the subacute MPTP (sMPTP) regimen, 30 mg/kg of MPTP dissolved in saline was administered intraperitoneal (i.p.) for 5 consecutive days. Control mice for this group received saline at the same time. In the chronic MPTP (cMPTP) regimen, mice received 10 i.p. injections of MPTP (20 mg/kg in saline) together with probenecid (250 mg/kg in saline; Life Technologies, Eugene, OR, USA) to retard the renal clearance of toxic metabolites of MPTP. Both compounds were injected twice a week for 5 weeks in two consecutive injections separated 30–60 min. To generate an early stage of the chronic MPTP mouse model (ecMPTP), mice received 3 i.p. injections of MPTP (20 mg/kg) plus probenecid (250 mg/kg). Control mice were prepared administering only the probenecid injection at the corresponding days.

### Motor behavior

Motor behavior was analyzed in the rotarod, pole and bar test under low light conditions. The pole and the bar test were performed 4 h after the last MPTP injection and the rotarod 16 h later. In the pole test, animals were placed heading up on the top of a vertical wooden pole of 50 cm height and 1 cm in diameter covered with a bandage. Animals were pre-trained before the first MPTP dose until they were able to turn their head down and to descend from the pole in less than 5 s. The average time to turn the head down and to descend the pole was measured in two consecutive trials with a resting time of 15 min between them. The results represent the average of the two trials. In the bar test, animals were placed with the forepaws on a bar parallel to the ground at 4 cm height. The average time to move the forepaws to the ground was measured in three consecutive trials. In the rotarod (LE8200, Panlab, Barcelona, Spain) test, animals were placed over a rod programmed to increase speed from 4 r.p.m to 40 r.p.m. in 5 min. All animals were pre-trained before MPTP intoxication for 2 consecutive days until they were able to remain in the rod for a minimum of 1 min. The average time each mouse stayed on the rod was recorded in two trials with a resting time of 30 min between them.

### Preparation of brain cell suspensions

Adult mice were anesthetized with i.p. ketamine/xylazine and perfused transcardially with ice-cold phosphate-buffered saline (PBS, Lonza, Verviers, Belgium). The striatum and midbrain were dissected on ice and digested with a collagenase D mix (400 units/mL, Roche, Mannheim, Germany) or a papain mix (2 mg/mL, Roche, Mannheim, Germany) containing DNase-I (50 µg/mL, Sigma-Aldrich) in Dulbecco’s PBS (DPBS, Lonza, Walkersville, MO, USA). The tissue was digested at 37 °C under rotation, for 15 min for collagenase D or 30 min for papain. To stop the reaction, the samples were transferred at 4 °C and 10 µL of EDTA 500 mM (Invitrogen, Grand Island, NY, USA) were added. Finally, the brain tissue was dissociated mechanically with a glass pipette, filtered through a 70 μm nylon cell strainer humidified with cold DPBS and centrifuged at 300 *g* for 15 min at 4 °C. The pellet was resuspended with 25% Percoll (GE Healthcare, Uppsala, Sweden) and centrifuged at 1000 *g* for 10 min at RT to remove cell debris and myelin. The fat-containing white layer was carefully removed and the cell pellet was resuspended in the appropriate buffer for RNA sequencing (RNA-seq) or flow cytometry.

### RNA sequencing and analysis

As described previously [30], cells suspensions were incubated with FcR Blocking Reagent (1:10, Miltenyi Biotec, Bergisch Gladbach, Germany) and anti-CD11b MicroBeads (1:10, Miltenyi Biotec) in 100 µL of cytometry buffer (CB): 5 mM EDTA, 0.5% FBS (Gibco, Paisley), 100 U/ml penicillin G (Gibco), 100 µg/ml streptomycin (Gibco) in PBS for 15 min at 4 °C. CD11b^+^ cells were separated in an autoMACS Pro Separator (Miltenyi Biotec). The CD11b^−^ fraction was collected and incubated with FcR Blocking Reagent (1:10) and anti-ACSA2 MicroBeads (1:10, Miltenyi Biotec) in CB for 15 min at 4 °C and separated in an autoMACS to isolate astrocytes. CD11b^+^ and ACSA2^+^ cells were pelleted and resuspended in the lysis buffer from the Dynabeads mRNA Direct Kit (Ambion, Foster City, CA, USA). Samples were stored at -80 °C. RNA-seq was performed using MARS-seq adapted for bulk RNA-seq Include this Ref PMID24531970 and PMID28475900 with minor modifications. Poly-A RNA was extracted with Dynabeads Oligo (dT) (Thermo Fisher Scientific) and reverse transcribed with AffinityScript Multiple Temperature Reverse Transcriptase (Agilent Technologies, Santa Clara, CA, USA) using poly-dT oligos carrying a 7-base pair (bp) index. Upon indexing, samples were pooled and subjected to linear amplification using HiScribe T7 High Yield RNA Synthesis Kit (New England Biolabs, Ipswich, MA, USA). Then, the antisense RNA was fragmented into 250–350 bp fragments using RNA Fragmentation Reagents (Thermo Fisher Scientific) and dephosphorylated for 15 min at 37 °C with 1 U FastAP (Thermo Fisher Scientific). Partial Illumina adaptor sequences PMID24531970 were ligated to the fragments with T4 RNA Ligase 1 (New England Biolabs, Ipswich, MA, USA) and reverse transcription was repeated. Full Illumina adaptor sequences were added during library amplification with KAPA HiFi DNA Polymerase (Kapa Biosystems, Wilmington, MA, USA). The libraries were then quantified using a Qubit 3.0 Fluorometer (Life Technologies) and their size profiles were examined in an Agilent 4200 TapeStation System. Libraries were sequenced in an Illumina NextSeq 500 instrument at a sequence depth of 10 × 10^6^ reads/sample. The Kallisto pseudoaligner (version 0.46) was applied for *Mus musculus* transcriptome quantification. First, the fasta file of the GRCm38.p6 assembly was used to create the index file. Then, measurement of the expression was carried out with quant mode. Applied parameters were: single-end, 100 bootstrap, length = 68 and standard deviation = 20. Differentially expressed transcripts were identified through sleuth. A cut off *p*-value < 0.01 was applied to select the most relevant transcripts.

Ingenuity Pathway Analysis (IPA) software (Qiagen) was used to generate a network of biological functions, pathways and upstream regulators predicted to be altered for each differentially displayed gene set as follows. Differentially expressed transcripts generated from MPTP mouse models and human data PD downloaded from Smajić et al., 2022 [31] were imported as new “core analysis” selecting the options “flexible format” and “Ensembl” transcript identification. Next, expression *p*-value and b value of each transcript were uploaded and “expression analysis” classification (expr log ratio) was selected. The reference set was defined as the “Ingenuity Knowledge Bases genes” and the option “direct and indirect relationships” was chosen. Networks of pathways, upstream regulators and biological functions were generated using the activation Z-scores (z < 1 or z > 1) and differentially expressed genes (*p* < 0.01). For Ingenuity Comparison Analysis data obtained from IPA “expression analysis” corresponding to the midbrain were used. Murine data sets were also subjected to a gene set enrichment analysis (GSEA). The data are publicly available in NCBI’s Gene Expression Omnibus (GEO) [32] and are accessible through GEO Series accession number GSE191131.

### Flow cytometry

Cell pellets obtained from the striatum and midbrain were resuspended in 100 µL of CB and incubated for 5 min at RT with Zombie NIR Dye (BioLegend, San Diego, CA, USA) to assess cell viability (50 µL/sample; 1:2000 dilution in PBS). After quenching with CB, cells were centrifuged at 2000 rpm for 1 min, and labeled with BV510 anti-CD11b (1:500, M1/70, BioLegend), BV421 anti-CD45 (1:1000, 30F11, BioLegend), PE-Cy7 anti-CD8a (1:400, 53 − 6.7, BioLegend) or BUV395 anti-CD8a (1:200, 53 − 6.7, BD Bioscience), and FITC anti-CD4 (1:1000, GK1.5, BioLegend) or BV711 anti-CD4 (1:200, GK1.5, BioLegend) diluted in CB and the FcR Blocking Reagent (1:50; Miltenyi Biotec, Bergisch Gladbach, Germany) during 15 min at 4 °C in the dark. For intracellular staining, cells were incubated with fixation/permeabilization solution (Invitrogen) during 7 min at 4 °C in the dark and washed with PermWASH solution (Invitrogen) and incubated with FITC anti-Ki67 (1:500, 11F6, BioLegend) diluted in PermWASH solution during 15 min at 4 °C in the dark. Once labeled, samples were centrifuged, resuspended in CB and data was acquired using a CytoFLEX LX Flow Cytometer (Beckman Coulter, Brea, CA). The analysis was performed using the CytExpert 2.3 (Beckman Coulter) and the FlowJo 10.0.7r2 (BD Biosciences, Franklin Lakes, NJ) softwares.

### Histological techniques

Animals were anesthetized with i.p. ketamine/xylazine and perfused transcardially during 5 min with Ringer’s solution (145.4 mM NaCl, 3.4 mM KCl, 2.4 mM NaHCO_3_;, pH 7.4) at a rate of 9.5 mL/min and during 10 min with 4% para formaldehyde (PFA; Panreac, Barcelona, Spain) in 0.125 M PBS, pH 7.4 at the same rate, followed by 3 additional min at 16 mL/min. Brains were removed, post-fixed during 24 h in 4% PFA and stored in 30% sucrose/PBS. Coronal 40 μm thick sections were obtained using a Leica SM2000R sliding microtome (Leica, Wetzlar, Germany). Free-floating sections were washed with PBS and endogenous peroxidase activity was inactivated for 30 min with 0.03% H_2_O_2_ (Sigma-Aldrich)/methanol (Panreac). After washing the tissue with PBS, sections were incubated with the blocking solution: 4% normal goat serum and/or normal donkey serum, 0.05% Triton X-100 (Sigma Aldrich) and 4% BSA (Merck, Darmstadt, Germany) in PBS during 40 min. Then, the tissue was incubated overnight with the primary antibodies diluted in blocking solution at RT. The primary antibodies used were: rabbit anti-tyrosine hydroxylase (TH, 1:1000; Merck Millipore), sheep anti-TH (1:1000; Abcam, Cambridge), guinea pig anti-Iba1 (1:1000; Synaptic Systems, Göttingen, Germany) and mouse anti-GFAP (1:500; Cell Signaling Technology, Danvers, MA). For immunofluorescence staining, antibody binding was detected by incubating sections with the secondary antibodies diluted in blocking solution for 2 h at RT: Alexa Fluor 488 donkey anti-sheep (1:500; Jackson ImmunoResearch), Alexa Fluor 568 donkey anti-mouse (1:500; Thermo Fisher Scientific), Alexa Fluor 488 donkey anti-rabbit (1:250; Invitrogen) and Alexa Fluor 594 goat anti-guinea pig (1:500; Invitrogen, Carlsbad, CA). Finally, the tissue was stained with DAPI (1:50,000; Sigma-Aldrich). Sections were mounted on glass slides in a 0.2% solution of gelatin in 0.05 M Tris–HCl buffer (pH 7.6) (Sigma-Aldrich), dried and dehydrated in toluene (Panreac) for 12 min before coverslipping with DPX (BDH Chemicals, Poole).

### Image analysis

Confocal images of the double staining TH/Iba1 and TH/GFAP were acquired on a LSM800 confocal microscope (Zeiss, Jena, Germany) using the 20× and 63× oil objectives. A projection stack with the same number of images per slice was generated. For the morphological analysis of Iba1^+^ cells, 3 types of morphologies were considered: ramified, hypertrophic and bushy. Ramified Iba1^+^ cells present long thin processes and small cell bodies. Hypertrophic Iba1^+^ cells are characterized by long and thick processes and a big cell body. Bushy Iba1^+^ cells have a big cell body and short processes. Morphological Iba1 cells classification was made manually from four stacks obtained from each region. We generated an ImageJ plugin (Neuronphagocytosis) to calculate TH^+^, Iba1^+^ and GFAP^+^ volumes (µm^3^) defined as particles with size larger than 20 pixels. Then, we quantitated the volume of TH^+^ signal within the Iba1^+^ or GFAP^+^ volumes. The Sholl plugin was used to determine microglia ramification.

### Statistics

The normal distribution of data was analyzed with a Shapiro-Wilk test. Student’s *t*-test (two-tailed) for equal variances was used for pair-wise comparisons of data following a normal distribution. If variances were significantly different, the Welch’s correction was applied. Mann-Whitney U test was used to evaluate data that do not follow a normal distribution. One-way ANOVA was used to compare more than two groups following a normal distribution and the Kruskal-Wallis test was used for data that do not follow a normal distribution followed by Dunn’s multiple comparisons test. For multiple comparisons, the two-way ANOVA followed by Bonferroni’s post hoc test was used. Data were analyzed using GraphPad Prism version 8.0. All data are represented as mean with 95% confidence intervals (CI) and *p*-values < 0.05 were considered as statistically significant.

## Results

### The MPTP administration pattern induces different glial activation in the striatum and in the midbrain

The mechanism of neuronal death induced by MPTP involves mitochondrial dysfunction and oxidative stress [33]. In this study we questioned whether the same neurotoxic stimuli, MPTP, would induce different glial activation profiles depending on the administration pattern. For this purpose, we selected two widely used MPTP administration regimens to generate experimental PD in mice. In the subacute regimen (sMPTP), 5 doses of MPTP (30 mg/kg) are injected daily for 5 consecutive days and in the chronic regimen (cMPTP), 10 doses of the neurotoxin (20 mg/kg) are co-administered with probenecid to prevent renal clearance, twice a week along 5 weeks (Fig. 1A). The different administration patterns would induce dopaminergic neuron degeneration at different rates. Upon sacrifice of the animals, the striatum and the ventral midbrain were dissected out to prepare a cell suspension from each region. 

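Microglia carry CD11b, as do monocytes, neutrophils and border macrophages, and ACSA2 is an astrocyte surface antigen encoded by Atp1b2. The deposited data hold 48 libraries from these CD11b+ and ACSA2+ cells, 3 for each combination of MPTP regimen, cell fraction, region and treatment. Mice of the subacute regimen had 5 injections of 30 mg/kg MPTP or vehicle and gave tissue 24 h after the last one. The paper gives saline for these controls and the notes deposited with the data serum, and they are called vehicle-treated here. Mice of the chronic regimen had 10 injections of 20 mg/kg MPTP with 250 mg/kg probenecid, or probenecid alone, over 5 weeks and gave tissue after 48 h.
Both sorts enriched the intended cells. In the midbrain of cMPTP mice, genes of microglial identity such as P2ry12 and Tmem119 summed to 74320 ± 3370 CPM (counts scaled to library totals) in CD11b+ cells of control mice and to 21960 ± 16400 CPM (SD, n = 3 each) in their ACSA2+ cells. Astrocyte transport and identity genes such as Slc1a2, Aqp4 and Gja1 summed to 416 ± 81.2 and 39870 ± 5860 CPM (SD, n = 3 each) in the same libraries. Myelin genes of oligodendrocytes, such as Mbp, were abundant in both fractions of sMPTP mice, at 10750 ± 5400 CPM in CD11b+ and 44190 ± 2080 CPM (SD, n = 3 each) in ACSA2+ cells of control midbrain. Transcripts encoded by the mitochondrial genome made up 1.86% to 5.27% of the counts of ACSA2+ libraries of the chronic regimen and 0.19% to 0.91% in those of the subacute regimen.
The authors estimated the counts of 118489 transcripts with kallisto, and these deposited estimated counts were rounded here, tested per transcript and, summed per gene, per gene. Library totals ranged from 711798 to 34896980 counts, with a median of 6824792. The lowest total was in a control library of striatal CD11b+ cells of the subacute regimen, whose 3 controls had 711798 to 3452921 counts against 4930175 to 6190942 in the MPTP libraries. Each MPTP group was compared with its own controls by edgeR's quasi-likelihood test after TMM normalization. Gene lists were compared with all other genes by camera, a competitive set test, and p-values were adjusted by Benjamini and Hochberg's method.

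**Figure D1:**
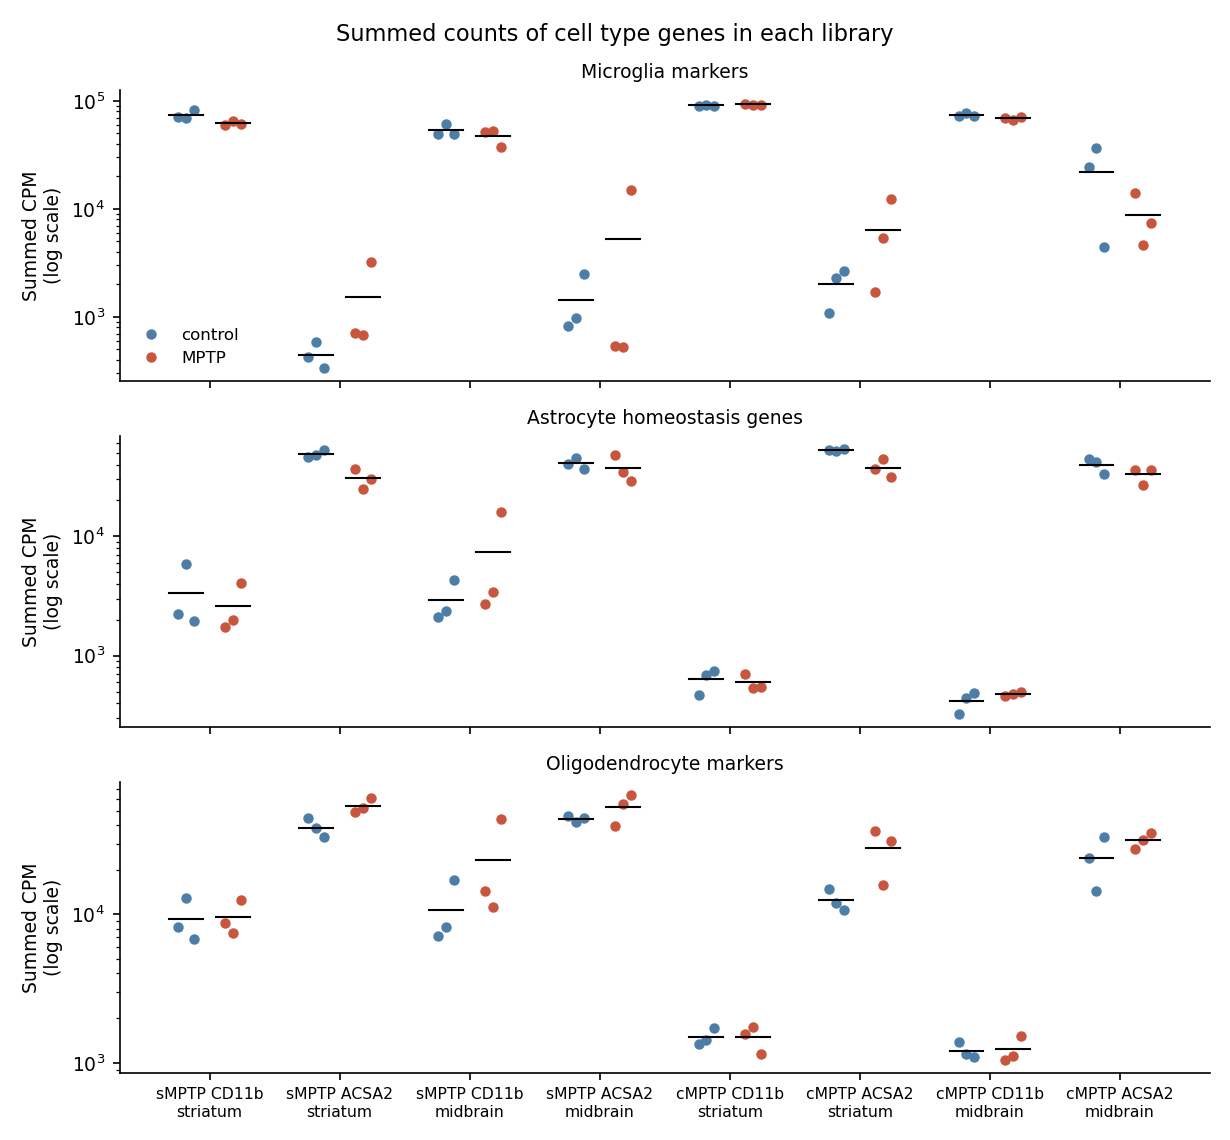
Summed CPM (log axis) of the microglial, the astrocyte and the oligodendrocyte gene list in each of the 48 libraries, by regimen, fraction and region. Points are libraries, blue for control and red for MPTP mice, and black lines are group means. The microglial sum is higher in CD11b+ and the astrocyte sum in ACSA2+ libraries, and the microglial sum reaches 36970 CPM in a control library of midbrain ACSA2+ cells of the chronic regimen.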

CD11b^+^ cells and ACSA2^+^ astrocytes were subsequently separated for bulk mRNA sequencing. 

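Ifitm1, an interferon-induced membrane protein gene on chromosome 7 of GRCm38 from 140967221 to 140969825, had fold changes of opposite sign in midbrain CD11b+ cells of the 2 regimens. It had 114 ± 61.6 CPM in vehicle-treated and 16.0 ± 2.48 CPM in sMPTP mice (SD, n = 3 each). With probenecid it had 11.7 ± 2.25 CPM in control and 59.5 ± 28.3 CPM in cMPTP mice (SD, n = 3 each). The log2 fold change of cMPTP minus that of sMPTP was 5.20 (standard error 0.60, adjusted p = 0.0129 from edgeR). Ifitm6, its neighbour in the family, and Clec4d, a C-type lectin receptor of myeloid cells, followed with differences of 2.84 and 4.01 and an adjusted p of 0.0572 each. Within either regimen alone, no gene passed an adjusted p under 0.05 in these cells with edgeR. Of 100 splits of the libraries, 5, the real one included, gave at least 1 called gene, so chance is not excluded. Neutrophil genes also responded higher in cMPTP than in sMPTP mice in these cells (camera adjusted p = 0.00102, and 0.815 with an estimated correlation).
Ifitm1 was the 1 gene of 14655 in this comparison whose response differed between regimens at an adjusted p under 0.05, while DESeq2 called 77 and limma-voom 2, and 1104 genes had an unadjusted p under 0.05. The count was 0 without MPTP replicate 1 or 4 of the sMPTP mice, or without control replicate 1, 2 or 3 or MPTP replicate 2 or 3 of the cMPTP mice. It was 5, 4 and 14 without control replicate 2, control replicate 3 and MPTP replicate 2 of the sMPTP mice. In striatal ACSA2+ cells, Ints1, a subunit of the Integrator complex, and Git1, a scaffold of cell adhesions, had differences between regimens of -1.65 and -1.59, both with an adjusted p of 0.0709. No gene passed there with edgeR, against 639 with DESeq2, 11 with limma-voom and 2144 at an unadjusted p under 0.05. Without the low-count filter edgeR called 38, and with the replicate number as a block 105, but that block joins different mice of the 2 regimens by number. Leaving out cMPTP MPTP replicate 1 gave 87 genes, and leaving out sMPTP control replicate 3, cMPTP control replicate 2 or cMPTP MPTP replicate 2 gave 1. Striatal CD11b+ and midbrain ACSA2+ cells had 0 genes each, with 3 and 37 by DESeq2, 0 by limma-voom and 355 and 1266 at an unadjusted p under 0.05.
Between regions, no gene's response differed at an adjusted p under 0.05 with edgeR or limma-voom in either fraction or regimen. On simulated data edgeR recovered 0% to 14% of genes with a 2-fold and 7% to 61% of those with a 4-fold difference between regions. A lack of calls therefore does not show that the regions responded alike. The smallest adjusted p was 0.0738 in ACSA2+ cells of sMPTP mice, for Epb41l2, a membrane skeleton protein whose midbrain minus striatum difference was 1.29, and for Sdcbp, the syntenin gene, at 1.59. DESeq2 called 785 genes there and 2763 had an unadjusted p under 0.05, and without midbrain MPTP replicate 4 edgeR called 1564 and without midbrain MPTP replicate 3 it called 1. On simulated data for that test, 24 of the 108 genes called by DESeq2 were unchanged, against 3 of 56 called by edgeR. For CD11b+ cells of sMPTP mice DESeq2 called 55 and 1053 had an unadjusted p under 0.05, with 2 by edgeR without midbrain control replicate 3. In cMPTP mice the DESeq2 counts were 24 in CD11b+ and 61 in ACSA2+ cells, and 1059 and 1217 genes had an unadjusted p under 0.05. There edgeR called 31 genes in CD11b+ cells without midbrain control replicate 3 and 1 without striatal MPTP replicate 2. In ACSA2+ cells it called 4 without midbrain control replicate 3 and 1 without striatal MPTP replicate 1.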

Due to MPTP-induced degeneration, glial cells presented different activation profiles in each region that varied with the MPTP intoxication regimen (Fig. 1B). CD11b^+^ cells showed increased differentially displayed transcripts in the midbrain compared to the striatum and these differences were exacerbated with the chronicity of MPTP administration (Fig. 1B). By contrast, ACSA2^+^ astrocytes showed profound rearrangements in gene expression in the striatum that decreased with the chronicity of MPTP administration (Fig. 1B). 

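Epx, the peroxidase of eosinophils on chromosome 11 of GRCm38 from 87864000 to 87875536, was the gene nearest to the threshold in CD11b+ cells. It had 30.7 ± 17.4 CPM in control and 2.50 ± 1.16 CPM in cMPTP mice (SD, n = 3 each) in the midbrain, a log2 fold change of -3.57 (standard error 0.45, adjusted p = 0.0671). Klf4, a transcription factor of myeloid cells, and Lifr, a receptor of the IL6 cytokine family, had log2 fold changes of 1.20 and 1.16 there (adjusted p = 0.216 and 0.188). In the striatum of sMPTP mice, Mmp2, a matrix metalloproteinase, and Id2, an inhibitor of basic helix-loop-helix factors, had log2 fold changes of 1.41 and 1.01. Fam177a was at 0 counts in all 3 striatal control libraries of the subacute regimen and at 20.7 ± 6.69 CPM in the MPTP libraries (adjusted p = 0.115).
At an unadjusted p under 0.01 from edgeR, CD11b+ cells of sMPTP mice had 331 transcripts in the midbrain, 113 higher and 218 lower, and 214 in the striatum, 195 higher and 19 lower. Those of cMPTP mice had 343 in the midbrain, 150 higher and 193 lower, and 184 in the striatum, 129 higher and 55 lower. Chance alone would give about 283, 234, 276 and 234 transcripts in these comparisons, in the same order. No transcript passed an adjusted p under 0.05, where the smallest adjusted p was 0.124, 0.291, 0.309 and 0.329. Leaving out 1 library changed the striatal sMPTP count to 334 (control replicate 1), 348 (control replicate 2), 43, 69 and 85 (MPTP replicates 1, 2 and 3). The control libraries of that comparison were shallower than its MPTP libraries, and its count fell to 76 after thinning to equal depth, which was added after seeing the data, and to 51 with genes in place of transcripts. Counts with the replicate number as a block were 204 (midbrain) and 80 (striatum) in sMPTP mice and 147 and 93 in cMPTP mice, and DESeq2 gave 614 and 631 in the midbrain of the 2 regimens. The striatal cMPTP count was 122 and 96 without MPTP replicates 2 and 3, and the midbrain cMPTP count 199 and 195 without control replicates 1 and 2.
Summed per gene, 0 genes passed an adjusted p under 0.05 with edgeR or limma-voom in the 4 CD11b+ comparisons. In striatum and midbrain of sMPTP mice, 344 (220 higher and 124 lower) and 1146 genes had an unadjusted p under 0.05 and DESeq2 called 3 and 101. In cMPTP mice the unadjusted counts were 653 and 1154 and DESeq2 called 27 and 102. The edgeR count in sMPTP mice became 2 in the striatum without MPTP replicate 3 and 1 in the midbrain without control replicate 2 or MPTP replicate 2. In the striatum of cMPTP mice it became 4, 2, 7 and 1 without control replicate 2, control replicate 3, MPTP replicate 1 and MPTP replicate 3, and in the midbrain 1, 14 and 2 without control replicate 2, control replicate 3 and MPTP replicate 1. Of genes at a mean of at least 10 CPM, the MPTP and control libraries did not overlap for 7.6% (striatum) and 16.4% (midbrain) in sMPTP mice and 9.9% and 15.9% in cMPTP mice, where chance gives 10%.

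**Figure D2:**
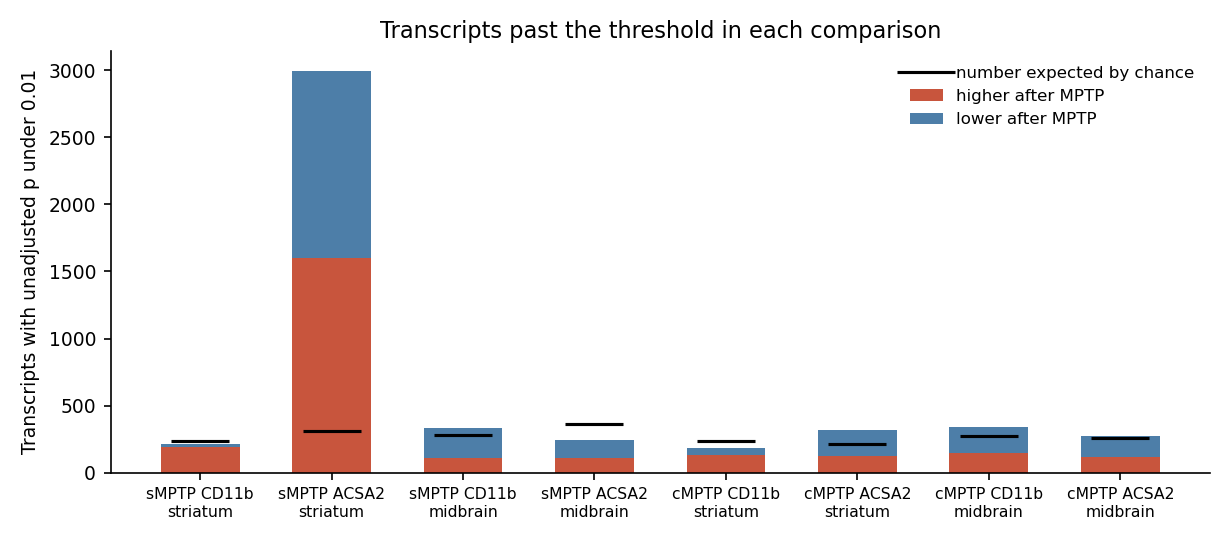
Number of transcripts at an unadjusted p under 0.01 from edgeR in each of the 8 comparisons of MPTP with control mice, split into higher and lower in MPTP mice, with a black dash at the number that chance alone gives. The bar of striatal ACSA2+ cells of sMPTP mice reaches 2994 and every other bar lies between 184 and 343.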

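Striatal ACSA2+ cells of sMPTP mice had more changed genes than any other comparison, with astrocyte genes lower and microglial and myelin genes higher. Fabp7, a fatty acid binding protein of astrocytes, and Cldn10, a claudin they express, fell with log2 fold changes of -1.54 (standard error 0.20, adjusted p = 0.00365) and -1.27 (standard error 0.18, adjusted p = 0.00413). Capg, an actin-capping protein of macrophages, rose by 3.21 (standard error 0.42, adjusted p = 0.00365), and Opalin, a myelin glycoprotein of oligodendrocytes, by 1.66 (standard error 0.19, adjusted p = 0.00362). Rpl10 fell and the ribosomal pseudogenes Gm15501 and Rpl38-ps2 rose, but such near-identical copies share reads and their values are uncertain.
In these cells 1641 genes were higher and 1440 lower at an adjusted p under 0.05, 3081 of 14453 tested, with 3578 by DESeq2 and 3120 by limma-voom. The count was 1333, 1197 and 1118 without control replicates 1, 2 and 3 and 1548 without MPTP replicate 4. With the replicate number as a block, which rests on the 2 numbers found in both groups, it was 15. With the level of myelin or of microglial markers as a covariate, added after seeing the data, it was 0 and 3. Libraries of the 2 groups did not overlap for 49.4% of genes, against 10% by chance. At an unadjusted p under 0.01, 1598 transcripts were higher and 1396 lower where chance gives about 310, and 1038 passed an adjusted p under 0.05. The transcript count was 1937, 1848, 1975 and 1947 without control replicates 1, 2 and 3 and MPTP replicate 4, and 501 with the replicate number as a block.
Striatal ACSA2+ cells of cMPTP mice had 320 transcripts at that threshold, 122 higher and 198 lower, where chance gives about 214. Sgk1, a kinase induced by glucocorticoids on chromosome 10 of GRCm38 from 21882184 to 21999903, had 20.3 ± 6.96 CPM in control and 243 ± 150 CPM in MPTP mice (SD, n = 3 each) there, a log2 fold change of 3.55 (standard error 0.51, adjusted p = 0.268). Vcam1, an adhesion molecule of astrocytes and endothelium, had -1.29 (standard error 0.19, adjusted p = 0.268). Midbrain ACSA2+ cells had 244 transcripts in sMPTP mice, 109 higher and 135 lower, and 276 in cMPTP mice, 116 higher and 160 lower, where chance gives about 362 and 259. Ddx58, the RIG-I sensor of viral RNA, had a log2 fold change of -1.44 in the latter and Trp53inp2, an autophagy factor, 0.89 in the former (adjusted p = 0.684 and 0.933).
The count of cMPTP striatum was 205, 135 and 138 without control replicates 1, 2 and 3 and 494 and 599 without MPTP replicates 1 and 2. In sMPTP midbrain it was 159, 143 and 602 without control replicate 1, control replicate 2 and MPTP replicate 4, and in cMPTP midbrain 104, 93 and 765 without control replicates 1, 2 and 3. In these 3 comparisons 0 transcripts, and 0 genes by edgeR or limma-voom, passed an adjusted p under 0.05. For cMPTP striatum edgeR called 105 genes with the replicate number as a block and 200 without the low-count filter. Unadjusted, 1376 genes of cMPTP striatum, 651 of sMPTP midbrain and 924 of cMPTP midbrain were under 0.05, and DESeq2 called 159, 11 and 24. Leaving out control replicate 2, MPTP replicate 1 or MPTP replicate 2 in cMPTP striatum gave 1, 36 and 1 genes by edgeR, and leaving out control replicate 3 in cMPTP midbrain gave 37. Groups did not overlap for 17.9%, 10.1% and 12.9% of genes at a mean of at least 10 CPM, where chance again gives 10%.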

The low number of commonly triggered genes upon damage for each cell type indicates that glial cells react differently to the type or the intensity of damage.

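C4b, a complement component, was among the few transcripts past an unadjusted p of 0.01 in ACSA2+ cells of both regions of sMPTP mice. Its longer transcript had a log2 fold change of 2.58 in the striatum and 1.48 in the midbrain. Ccn2, a matrix-associated growth regulator, had -2.07 and -1.36, and Fzd2, a WNT receptor, -1.10 and -0.70. In ACSA2+ cells of cMPTP mice Sgk1 was shared, at 3.55 and 1.02. In CD11b+ cells of cMPTP mice Lrg1, a glycoprotein of inflammation, was shared at 3.13 and 1.57, while Lag3, an inhibitory receptor, had 0.50 in the striatum and -1.07 in the midbrain.
Both regions of sMPTP mice shared 2 transcripts in CD11b+ cells, where 1.63 would coincide by chance (Fisher's exact test, 2-sided p = 0.679). They shared 22 in ACSA2+ cells, where chance gives 14.8 (p = 0.0549 by Fisher's exact test), 9 higher in both against 3.73 by chance and 8 in opposite directions. In cMPTP mice 5 were shared in CD11b+ cells against 1.68 (p = 0.027 by Fisher's exact test) and 6 in ACSA2+ cells against 2.04 (p = 0.0167 by the same exact test). Of these, 3 and 4 went in opposite directions. Fisher's exact test takes the calls in both regions as independent. With DESeq2, limma on the scale of sleuth and genes in place of transcripts, its p was 0.00136, 0.313 and 0.607 in CD11b+ cells of sMPTP mice. For their ACSA2+ cells it was 0.0125, 0.0156 and 0.885. In cMPTP mice it was 6.3e-05, 0.478 and 1.1e-07 in CD11b+ and 2.9e-06, 0.00317 and 0.416 in ACSA2+ cells. The calls thus depend on the setting. No transcript was shared at an adjusted p under 0.05. From a low number of genes triggered in common in each cell type, the paper reasons that glial cells react differently to the type or the intensity of damage.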

**Fig. 1:**
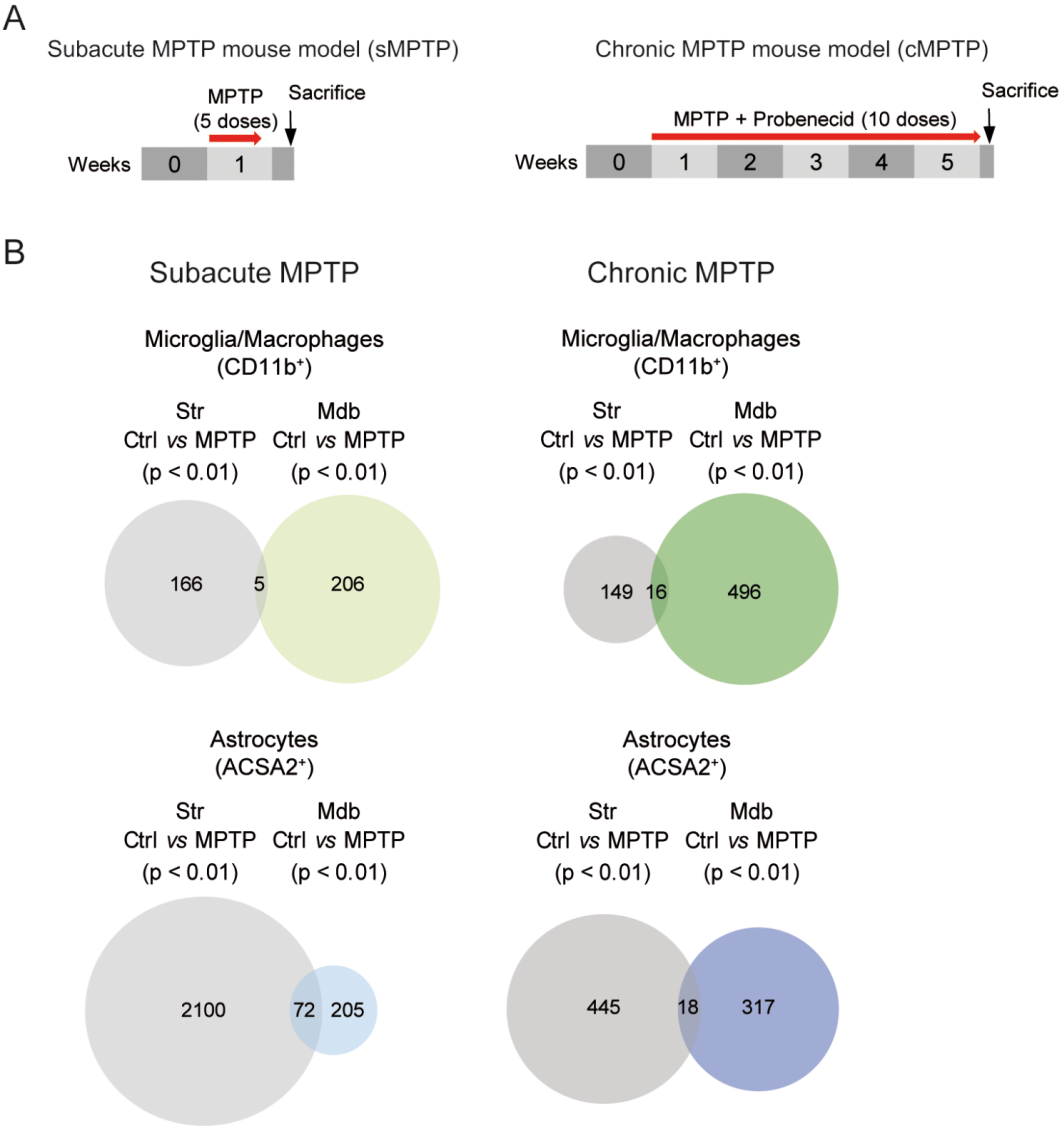
Differentially displayed transcripts in CD11b^+^ and ACSA2^+^ cells purified from the striatum and the midbrain after subacute or chronic MPTP intoxication. (**A**) Scheme of the two MPTP intoxication protocols used. In the subacute regimen (sMPTP), mice received 5 consecutive MPTP doses and in the chronic administration (cMPTP) animals received 10 MPTP doses along 5 weeks. Control mice were injected with the MPTP vehicle or MPTP vehicle with probenecid following the same MPTP administration pattern. sMPTP mice were sacrificed 24 h and cMPTP 48 h after the last MPTP injection. CD11b^+^ and ACSA2^+^ were purified from the striatum and the ventral midbrain for bulk RNA sequencing. (**B**) Venn diagrams representing differentially displayed genes (*p* < 0.01) in sMPTP and cMPTP animals with respect to their corresponding controls. (*N* = 3 animals/group). Str: striatum; Mdb: ventral midbrain

Next, we questioned whether the transcriptomic profile of glial cells in the context of nigrostriatal damage presented common features with other pathological conditions. Different signatures were selected for a gene set enrichment analysis (GSEA). The activation state of CD11b^+^ cells was compared with the neurodegenerative microglia (MGnD, ) which was established from different mouse models of neurological diseases including ALS, AD and multiple sclerosis (MS) [34]; with disease-associated microglia (DAM) described in an AD and ALS transgenic mouse models [35]; and with a specific subset of phagocytic microglia described in the same AD model [36](Table 1). 

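In striatal CD11b+ cells of both regimens, genes raised in neurodegenerative microglia were on balance higher in MPTP mice, and in the midbrain of sMPTP mice they were lower. Ccl3, a chemokine of activated microglia on chromosome 11 of GRCm38 from 83647844 to 83649355, had 882 ± 189 CPM in vehicle-treated and 2430 ± 772 CPM in sMPTP mice (SD, n = 3 each) in the striatum, a log2 fold change of 1.46 (standard error 0.28). Ccl4, its close relative, had 1.55 there. Cd300lb, an activating receptor of myeloid cells, had -1.35 in the midbrain of sMPTP mice, and Msr1, a scavenger receptor, 0.96 in that of cMPTP mice. Each of these had an adjusted p over 0.05.
A list of genes raised in this phenotype, drawn up without the published signature, rose as a group in the striatum of sMPTP mice (camera adjusted p = 0.0281), where 19 of 27 were higher. Of these, 1 passed adjusted over the list alone and 6 had an unadjusted p under 0.05. The list also rose in the striatum of cMPTP mice (17 of 25 higher, adjusted p = 0.0255, 1 adjusted over the list alone and 3 unadjusted) and fell in the midbrain of sMPTP mice (21 of 28 lower, adjusted p = 0.00974, 0 adjusted over the list alone and 4 unadjusted). In the same order, adjusted p = 0.845, 0.656 and 0.795 with an estimated correlation. Without the low-count filter the 2 rises had an adjusted p of 0.14 and 0.0527, and with the replicate number as a block the fall had 0.714. In sMPTP midbrain the block gives MPTP replicate 4 no weight, as no control shares its number. Other markers moved in the same libraries. Those of myelin rose in sMPTP striatum, where their level as a covariate, added after seeing the data, left an adjusted p of 0.282, those of monocytes and neutrophils rose in cMPTP striatum, and the latter 2 fell in sMPTP midbrain. In the midbrain of cMPTP mice 20 of 27 were higher (adjusted p = 0.099). Homeostatic genes lowered in the phenotype had an adjusted p of 0.192, 0.392, 0.797 and 0.0913 in sMPTP striatum, sMPTP midbrain, cMPTP striatum and cMPTP midbrain. They rose in sMPTP midbrain with the replicate number as a block, and by fgsea they fell in cMPTP midbrain (adjusted p = 0.0223 each).
Single libraries decided several of these calls. The rise in sMPTP striatum had an adjusted p of 0.181, 0.0673, 0.0997 and 0.21 without control replicates 1, 2 and 3 and MPTP replicate 3, and that in cMPTP striatum 0.154 and 0.322 without control replicate 1 and MPTP replicate 3. Without MPTP replicate 4 of sMPTP midbrain, the raised genes had an adjusted p of 0.7 and the homeostatic genes rose (adjusted p = 3.8e-04). In that library, astrocyte genes summed to 16002.6 CPM and myelin genes to 43885.1 CPM, against at most 4298 and 16960.8 CPM in the other 5 libraries of the comparison. In cMPTP midbrain the raised genes rose without control replicate 1 (adjusted p = 0.0174) or MPTP replicate 1 (adjusted p = 0.0301) and the homeostatic genes fell without control replicate 1 (adjusted p = 0.0421). In sMPTP striatum the homeostatic genes fell without control replicate 2 (adjusted p = 0.0213) or MPTP replicate 1 (adjusted p = 0.0183).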

The differentially displayed genes in CD11b^+^ cells from parkinsonian animals failed to show a MGnD profile except for the downregulated transcripts in the midbrain of sMPTP mice. 

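Cst7, an inhibitor of cathepsins and a marker of disease-associated microglia, was higher in striatal CD11b+ cells of every cMPTP mouse than in those of every control. The gene lies on chromosome 2 of GRCm38 from 150570415 to 150578944 and had 16.5 ± 2.24 CPM in control and 37.3 ± 12.6 CPM in cMPTP mice (SD, n = 3 each), a log2 fold change of 1.17 (standard error 0.24, adjusted p = 0.464). Groups did not overlap for 9.9% of genes at a mean of at least 10 CPM in this comparison, where chance gives 10%. Lyz2, the lysozyme of macrophages, had 0.67 (standard error 0.15, adjusted p = 0.467), and Csf1, a growth factor of microglia, 0.45 (standard error 0.15, adjusted p = 0.815). In the striatum of sMPTP mice Cst7 had 15.7 ± 4.53 CPM in vehicle-treated and 40.6 ± 6.14 CPM in sMPTP mice (SD, n = 3 each), a log2 fold change of 1.43 (standard error 0.28).
Of a list of genes raised in disease-associated microglia (DAM), 25 of 33 were higher in striatal CD11b+ cells of cMPTP mice, 2 adjusted over the list alone, and the list rose as a group (camera adjusted p = 0.0137). It gave adjusted p = 0.579 with an estimated correlation, and 0.184 and 0.128 with the preset one without control replicate 1 and MPTP replicate 3. Genes of monocytes and neutrophils were higher in the same libraries, with a median log2 fold change of 1.10 for the former. Without the low-count filter the rise had an adjusted p of 0.064. In sMPTP striatum 22 of 33 were higher (adjusted p = 0.243, 1 adjusted over the list alone), and fgsea, a rank-based test, called the list higher there (adjusted p = 0.00108). In cMPTP midbrain 19 of 33 were higher (adjusted p = 0.863), where Cd9, a tetraspanin, was the 1 member lower adjusted over the list alone.
In sMPTP midbrain the list fell, with 28 of 34 lower (adjusted p = 0.00156), 1 adjusted over the list alone, and Lyz2 had a log2 fold change of -1.15. With an estimated correlation the adjusted p = 0.795, and it was 0.34 without MPTP replicate 4, the library with the most astrocyte and myelin RNA. The call also ended with the replicate number as a block (adjusted p = 0.733), which gives MPTP replicate 4 no weight, as no control shares its number. Markers of monocytes and neutrophils fell in the same libraries.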

DAM microglia were identified exclusively in striatal CD11b^+^ cells from cMPTP mice. 

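Homeostatic microglial genes were lower in striatal CD11b+ cells of sMPTP mice and in midbrain CD11b+ cells of cMPTP mice. Siglech, a lectin of resting microglia, had log2 fold changes of -0.53 (standard error 0.22) in the former and -0.71 (standard error 0.19, adjusted p = 0.353) in the latter. Cx3cr1, the fractalkine receptor through which neurons act on microglia, had -0.65 (standard error 0.20, adjusted p = 0.423) and Upk1b, a uroplakin of microglia, -1.02 (standard error 0.24, adjusted p = 0.299) in midbrain CD11b+ cells of cMPTP mice. In the midbrain of sMPTP mice, Selplg, a selectin ligand, had -0.31 and Mertk, an engulfment receptor, 0.51 (adjusted p = 0.72 and 0.577).
Of 29 genes lowered in DAM, 20 were lower in the striatum of sMPTP mice, 0 adjusted over the list alone and 2 unadjusted, and the list fell as a group (camera adjusted p = 0.00232, median log2 fold change -0.22). In the midbrain of cMPTP mice 24 of 29 were lower, 3 adjusted over the list alone and 10 unadjusted, and the list fell (adjusted p = 5.3e-04, median -0.31). These gave adjusted p = 0.845 and 0.812 with an estimated correlation. In the midbrain of sMPTP mice 14 of 29 were lower (adjusted p = 0.892), and in the striatum of cMPTP mice 14 of 29 (adjusted p = 0.878, with a median of 0.02 and a mean of -0.03).
The fall in sMPTP striatum had an adjusted p of 0.0731, 0.0997 and 0.21 without control replicate 1, control replicate 3 and MPTP replicate 3, while that in cMPTP midbrain stayed under 0.05 without any 1 library. Wider microglial markers fell too in these 2 comparisons (adjusted p = 0.00218 and 0.00214, and adjusted p = 0.845 and 0.812 with an estimated correlation), though the former had an adjusted p of 0.109 without control replicate 3. In sMPTP striatum, myelin genes rose as a group (17 of 20 higher, adjusted p = 0.00218, and adjusted p = 0.845 with an estimated correlation), or 0.0728, 0.24 and 0.218 with the preset correlation without control replicate 1, control replicate 3 and MPTP replicate 3. With their level as a covariate, added after seeing the data, the genes lowered in DAM had an adjusted p of 0.68 there.

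**Figure D3:**
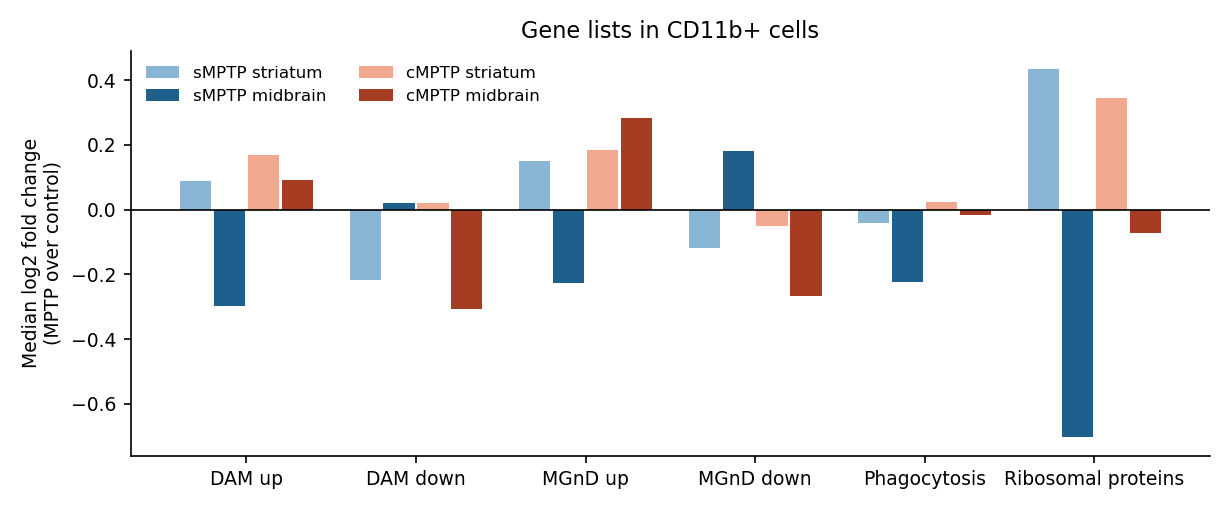
Median log2 fold change (MPTP over control mice) of 6 gene lists in CD11b+ cells, with a bar for each combination of regimen and region. The bars of the genes lowered in DAM lie at -0.22 in sMPTP striatum and -0.31 in cMPTP midbrain.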

Striatal and midbrain CD11b^+^ cells from sMPTP mice showed downregulation of genes that are also reduced in DAM, which may be attributed to the decreased expression of homeostatic microglial genes associated with neuronal loss [37] (Table 1). 

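Midbrain CD11b+ cells of cMPTP mice had engulfment genes with fold changes in both directions. C4b, whose product opsonizes targets, had a log2 fold change of 0.76 (standard error 0.29, adjusted p = 0.511). Sirpa, the inhibitory receptor that spares cells carrying CD47, had -0.62 (standard error 0.18, adjusted p = 0.401), and Aif1, the Iba1 gene of phagocytic cups, -0.57 (standard error 0.16, adjusted p = 0.386). Lgals3, a galectin of phagocytic microglia, had 0.52 (standard error 0.16, adjusted p = 0.438), and Cd9 -0.89 (standard error 0.20, adjusted p = 0.278).
Of 81 genes of phagocytosis, listed without the published gene sets, 39 were higher and 42 lower, with 0 adjusted over the list alone, 6 higher and 5 lower unadjusted. As a group they did not pass (camera adjusted p = 0.929, median log2 fold change -0.02 and mean 0.03). Genes of ribosomal proteins, which fill part of the paper's heatmap of phagocytic genes (Suppl. Figure 1), had 43 of 79 lower (adjusted p = 0.053).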

Phagocytic CD11b^+^ cells similar to that described in AD models were identified in the midbrain of cMPTP mice. 

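In striatal CD11b+ cells of sMPTP mice, genes of ribosomal proteins were higher almost throughout. Rps27 had a log2 fold change of 0.79 (standard error 0.23) and Rpl37 of 0.90 (standard error 0.27). They rose as a group, 77 of 79 higher (camera adjusted p = 1.4e-16, median log2 fold change 0.43). The list gave adjusted p = 0.845 with an estimated correlation, and 0 of its genes passed adjusted over the list alone and 12 unadjusted. They also rose in striatal CD11b+ cells of cMPTP mice (77 of 79 higher, adjusted p = 6.3e-12, and adjusted p = 0.679 with an estimated correlation), where Rps15a had 1.21 (standard error 0.37), 0 passed adjusted over the list alone and 18 unadjusted.
Genes that carry out engulfment did not move as a group in sMPTP striatum. Of 81, 37 were higher and 44 lower (adjusted p = 0.589), with 0 adjusted over the list alone and 0 unadjusted. Fcgr4, an activating Fc receptor, had a log2 fold change of 0.68 (standard error 0.32) and Tlr4, the receptor of bacterial lipopolysaccharide, -0.68 (standard error 0.38). The 3 control libraries of this comparison were shallower than its MPTP libraries.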

In the striatum, CD11b^+^ cells shared upregulated, but not downregulated, transcripts with the microglial phagocytic phenotype (Table 1). 

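In midbrain CD11b+ cells of sMPTP mice, genes of phagocytosis and of the ribosome were lower together. Fgr, a kinase of Fc receptor signaling, had a log2 fold change of -1.68 (standard error 0.51) and Fcer1g, the signaling chain of Fc receptors, -0.96 (standard error 0.29). Plcg2, a phospholipase downstream of TREM2, had -0.64 (standard error 0.20). Among ribosomal protein genes Rps23 had -1.26 (standard error 0.24) and Rps27a -1.46 (standard error 0.33). The adjusted p of each was 0.553.
Of 83 phagocytosis genes 59 were lower, 0 adjusted over the list alone and 9 unadjusted, and the list fell (camera adjusted p = 8.1e-04, median log2 fold change -0.22). Of 79 ribosomal protein genes 78 were lower, 24 adjusted over the list alone, and they fell as a group (adjusted p = 3.2e-33, median -0.70). Lysosomal genes also fell (30 of 41 lower, adjusted p = 0.0326), as did complement genes (15 of 17 lower, adjusted p = 0.00211). Each of these 4 lists had adjusted p = 0.795 with an estimated correlation.
Markers of monocytes, neutrophils and border macrophages fell in the same libraries, and these cells express Fgr and Fcer1g too. The calls of phagocytosis (adjusted p = 0.15) and the lysosome ended with the replicate number as a block. The block gives MPTP replicate 4 no weight, because no control of the comparison shares its number. Without MPTP replicate 4 the adjusted p was 0.0784 for phagocytosis and 0.9 for the lysosome, which also had 0.11 and 0.063 without control replicates 2 and 3. Astrocyte genes rose in the same comparison (30 of 30 higher, adjusted p = 7.4e-05, median 1.26, and adjusted p = 0.795 with an estimated correlation), with Gja1, a gap junction protein, at 3.79 (standard error 1.30). Without MPTP replicate 4 that list had an adjusted p of 0.715.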

The absence of a phagocytic profile in CD11b^+^ cells in the midbrain of sMPTP mice would reflect different activation patterns in response to the type of neuronal death [33, 38]. To delve into the phagocytic phenotype, we used an additional gene set obtained from gene ontology (GOBP_Phagocytosis, GO0006909, MM4904). 

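Lysosomal and complement genes were higher in striatal CD11b+ cells of cMPTP mice. Neu1, a lysosomal sialidase, had a log2 fold change of 0.48 (standard error 0.14, adjusted p = 0.782) and Glb1, a beta-galactosidase of lysosomes, 0.43 (standard error 0.13, adjusted p = 0.782). C4b, a complement component, had 0.97 (standard error 0.32, adjusted p = 0.815). Fcgr4 had 0.86 (standard error 0.21, adjusted p = 0.57) and Anxa1, an annexin of efferocytosis, 1.52 (standard error 0.51, adjusted p = 0.815).
The lysosomal list rose (31 of 40 higher, camera adjusted p = 0.00181, median log2 fold change 0.10), with 0 adjusted over the list alone and 4 unadjusted. The complement list rose as well (10 of 12 higher, adjusted p = 0.0195, 0 adjusted over the list alone and 2 unadjusted). Both had adjusted p = 0.579 with an estimated correlation. The complement call had an adjusted p of 0.215, 0.124 and 0.0942 without control replicate 3, MPTP replicate 2 and MPTP replicate 3. Of 79 phagocytosis genes 42 were higher (adjusted p = 0.521), 0 adjusted over the list alone and 6 unadjusted.
Neutrophil genes rose in these libraries (11 of 12 higher, adjusted p = 1.5e-08, median 1.96, and adjusted p = 0.459 with an estimated correlation). Their sum was 599.8 ± 35.4 CPM in control and 893 ± 70.7 CPM in cMPTP mice (SD, n = 3 each).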

Only striatal CD11b^+^ cells of cMPTP mice shared transcripts with this signature, the low correlation with the rest of CD11b^+^ cell subsets suggests that specific phagocytic processes are triggered by neurodegeneration or that these cells are at different stages of the process.

**Table 1:** *p* values corresponding to the GSEA analysis performed to compare striatal and midbrain differentially displayed genes in CD11b^+^ cells with signatures that represent different microglial states

		sMPTP		cMPTP	
Signatures		Striatum	Midbrain	Striatum	Midbrain
MGnD	Up	0.945	0.625	0.423	0.127
	Down	0.476	0.036*	0.234	0.226
DAM	Up	0.093	0.985	0.005**	0.057
	Down	< 0.001***	< 0.001***	0.004**	< 0.001***
Phagocytic microglia	Up	0.001**	0.746	< 0.001***	< 0.001***
	Down	0.051	0.279	0.252	0.028*
Phagocytosis (GOBP)		0.494	0.836	0.029*	0.075

The activation profile of ACSA2^+^ cells obtained from parkinsonian animals was compared to an LPS-induced neurotoxic phenotype and to a beneficial phenotype identified in ischemia [39]. Midbrain astrocytes in sMPTP mice presented the neurotoxic phenotype not detected in the striatum or in cMPTP mice. By contrast, the expression profile of striatal astrocytes correlated strongly with the GOBP phagocytosis gene set (Table 2).

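In midbrain ACSA2+ cells of sMPTP mice, markers of neurotoxic A1 astrocytes were mostly higher. Fkbp5, a chaperone of the glucocorticoid receptor on that list, had a log2 fold change of 1.08 (standard error 0.27, adjusted p = 0.933). Psmb8, a subunit of the immunoproteasome, had 1.86 (standard error 0.88) and H2-T23, a class I molecule, 1.85 (standard error 0.91). In striatal ACSA2+ cells of sMPTP mice H2-D1, a class I heavy chain, rose (1.00, standard error 0.15, adjusted p = 0.00478), as did H2-T23 (1.97, standard error 0.41, adjusted p = 0.0132), though the latter had an adjusted p of 0.057, 0.0606 and 0.0508 without control replicates 1, 2 and 3.
Of 12 A1 markers 11 were higher in sMPTP midbrain, 0 adjusted over the list alone and 1 unadjusted, and the list had a camera adjusted p of 0.0816 (median log2 fold change 0.64). It passed without control replicate 1 (adjusted p = 0.0408) or MPTP replicate 3 (adjusted p = 0.0376) and with fgsea, a rank-based enrichment test (adjusted p = 0.0441). In cMPTP striatum 9 of 10 were higher (adjusted p = 0.0505), 0 adjusted over the list alone and 4 unadjusted. There it passed without control replicate 2 (adjusted p = 0.0283) or MPTP replicate 1 (adjusted p = 5.2e-04) and with fgsea (adjusted p = 0.0245), without the low-count filter (adjusted p = 0.0264) and with the replicate number as a block (adjusted p = 0.0199). In sMPTP striatum 6 of 11 were higher (adjusted p = 0.419), 4 over all genes and 4 adjusted over the list alone, and in cMPTP midbrain 5 of 10 (adjusted p = 0.611).
Markers of the A2 type linked to ischemia had an adjusted p of 0.644, 0.857, 0.794 and 0.814 in sMPTP midbrain, sMPTP striatum, cMPTP striatum and cMPTP midbrain. In sMPTP midbrain their median was 0.22 while camera ranked them low. Genes of microglia summed to 5313 ± 8280 CPM in MPTP and 1437 ± 931 CPM in control mice of sMPTP midbrain (SD, n = 3 each), with 14873.9 CPM in MPTP replicate 4.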

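Striatal ACSA2+ cells of sMPTP mice had many genes of engulfment higher, most of them genes that microglia express. Myo18a, an unconventional myosin, rose with a log2 fold change of 1.02 (standard error 0.14, adjusted p = 0.00365), while Abca1, a lipid exporter that acts in engulfment, fell (-1.31, standard error 0.21, adjusted p = 0.00537), as did Appl2, an endosomal adaptor (-0.95, standard error 0.15, adjusted p = 0.00529). Coro1a, a coronin of leukocytes, rose by 3.13 (standard error 0.57, adjusted p = 0.00815). In cMPTP mice Elmo1, an activator of Rac in engulfment, had 1.48 (standard error 0.38, adjusted p = 0.287) and Fcgr1, the high-affinity Fc receptor, 2.38 (standard error 0.55, adjusted p = 0.268), whereas Mertk had -0.74 (standard error 0.20, adjusted p = 0.305).
Of 77 phagocytosis genes 30 rose and 8 fell over all genes in sMPTP striatum (35 and 10 adjusted over the list alone), and the list rose (camera adjusted p = 0.025, and adjusted p = 0.877 with an estimated correlation). Without the 38 members at least 4 times higher in CD11b+ cells, the rest had an adjusted p of 0.818 with the sign reversed. In cMPTP striatum 47 of 74 were higher, 5 higher and 2 lower adjusted over the list alone (adjusted p = 0.0617). That list rose without control replicate 2 (adjusted p = 0.0143), control replicate 3 (adjusted p = 0.00991) or MPTP replicate 1 (adjusted p = 5.8e-05), with fgsea (adjusted p = 4.2e-05), without the low-count filter (adjusted p = 0.00411) and with the replicate number as a block (adjusted p = 0.00126), and the part without 35 such members had an adjusted p of 0.102 with the sign reversed.
Microglial markers rose in both comparisons. In sMPTP striatum 16 of 23 rose over all genes and 20 adjusted over the list alone (adjusted p = 7.7e-05, median log2 fold change 2.16), and their sum was 449 ± 124 CPM in control and 1547 ± 1470 CPM in MPTP mice (SD, n = 3 each). In cMPTP striatum 25 of 25 were higher, 17 adjusted over the list alone (adjusted p = 2.6e-07, median 1.69). These lists had adjusted p = 0.877 and 0.454 with an estimated correlation.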

**Table 2:** *p* values corresponding to the GSEA analysis performed to compare striatal and midbrain differentially displayed genes in ACSA2^+^ cells with signatures that represent different astroglial states

	sMPTP		cMPTP	
	Striatum	Midbrain	Striatum	Midbrain
LPS reactive (A1)	0.521	0.029*	0.248	0.467
Ischemic (A2)	0.731	0.887	0.182	0.923
Phagocytosis (GOBP)	< 0.001***	0.535	0.006**	0.054

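In midbrain CD11b+ cells of cMPTP mice, Cd83, an activation marker, had a log2 fold change of 0.40 (standard error 0.15, adjusted p = 0.511) and Trem2, a lipid-sensing receptor of engulfment, -0.38 (standard error 0.15, adjusted p = 0.524). In midbrain ACSA2+ cells of cMPTP mice Anxa1 had 1.59 (standard error 0.46, adjusted p = 0.684) and Vav1, an exchange factor of leukocytes, -1.67 (standard error 0.57, adjusted p = 0.684).
Midbrain ACSA2+ cells gave no group call for phagocytosis by camera. In sMPTP mice 66 of 84 genes were higher (camera adjusted p = 0.143), with 0 adjusted over the list alone and 2 unadjusted. Without MPTP replicate 2 or 3 the list rose (adjusted p = 0.00226 and 0.00855), and without MPTP replicate 4, which had the most microglial RNA, it fell (adjusted p = 0.00138), as it did with the replicate number as a block (adjusted p = 5.3e-06), while fgsea called a rise (adjusted p = 1.1e-06). The block compares only the 2 numbers that both groups share, so it too leaves MPTP replicate 4 out of the comparison. In cMPTP mice 55 of 81 were lower (adjusted p = 0.054), 0 adjusted over the list alone and 7 unadjusted, and the list fell without control replicate 3 (adjusted p = 1.2e-04) or MPTP replicate 1 (adjusted p = 0.00972) and by fgsea (adjusted p = 0.00209). In those libraries microglial markers fell (24 of 25 lower, adjusted p = 3.7e-05, median log2 fold change -1.45, and adjusted p = 0.721 with an estimated correlation), or 0.0676 with the preset one without control replicate 2, and P2ry12, the ADP receptor of microglia, had -3.43 (standard error 0.92, adjusted p = 0.684).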

Selection of genes from the phagocytic microglia and the GOBP Phagocytic gene sets expressed in CD11b^+^ and ACSA2^+^ cells allowed us to elaborate a heatmap that confirms the phagocytic profile except for CD11b^+^ cells in sMPTP mice (Suppl. Figure 1). These results suggest that degeneration of the nigrostriatal pathway polarizes ACSA2^+^ cell activity towards a neuroinflammatory and phagocytic phenotype. 

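C4b, through which astrocytes feed the classical complement pathway, rose in striatal ACSA2+ cells of sMPTP mice. It lies on chromosome 17 of GRCm38 from 34728380 to 34743882 and had 108 ± 19 CPM in vehicle-treated and 364 ± 114 CPM in sMPTP mice (SD, n = 3 each), a log2 fold change of 1.75 (standard error 0.25, adjusted p = 0.00406). In the midbrain it had 83.3 ± 10.8 CPM in vehicle-treated and 181 ± 56.8 CPM in sMPTP mice (SD, n = 3 each), with 1.12 (standard error 0.25, adjusted p = 0.933).
Complement genes rose as a group in both striatal comparisons. In sMPTP mice 14 of 17 were higher, 6 over all genes and 6 adjusted over the list alone (camera adjusted p = 0.0252), but with an adjusted p of 0.0565, 0.101 and 0.0594 without control replicate 1, control replicate 3 and MPTP replicate 3. In cMPTP mice 11 of 12 were higher, 5 adjusted over the list alone (adjusted p = 4.1e-04). They had adjusted p = 0.877 and 0.454 with an estimated correlation, and both lists include C1q genes, which microglia express. Pan-reactive astrocyte markers such as Gfap, Vim and Serpina3n had an adjusted p of 0.703 and 0.375 in striatum and midbrain of sMPTP mice and 0.0815 and 0.0823 in those of cMPTP mice. In sMPTP striatum 4 of 13 rose and 1 fell over all genes (4 and 3 adjusted over the list alone).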

CD11b^+^ cells are involved in the removal of striatal terminals and neuronal cell bodies in the cMPTP.

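In midbrain CD11b+ cells of cMPTP mice, genes of the lysosome, where engulfed material is digested, were mostly lower. Of 42 genes such as Lamp1, Ctsb and Hexa, 29 were lower (camera adjusted p = 0.108), with 0 adjusted over the list alone and 4 unadjusted, and fgsea, the rank-based test, gave an adjusted p of 0.0191. The complement list had 12 of 17 higher (adjusted p = 0.0933), 1 adjusted over the list alone. Hexa, a hexosaminidase of lysosomes, had a log2 fold change of 0.35 (standard error 0.14, adjusted p = 0.893) in striatal CD11b+ cells of cMPTP mice.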

To gain further insight into the activation state of glial cells under parkinsonian conditions, we generated a network of biological functions, pathways and upstream regulators predicted to be altered for each differentially displayed gene set with Ingenuity Pathway Analysis (IPA). The network obtained for the striatum of sMPTP mice showed that most of the predicted pathways activated in CD11b^+^ cells are related to phagocytosis/removal of pathogens (*Daam1*, *Agpat1, Siglec8*), and to the recruitment of immune cells/production of pro-inflammatory signals (*Ilr1, Cxcl10, HSP90AA1, Map3k8, Grk2, Ptgs1*) (Fig. 2A). 

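Hsp90aa1, the stress-induced HSP90 chaperone, was higher in striatal CD11b+ cells of every sMPTP mouse than in those of every control. It lies on chromosome 12 of GRCm38 from 110690605 to 110702728 and had 328 ± 49.1 CPM in vehicle-treated and 539 ± 160 CPM in sMPTP mice (SD, n = 3 each), a log2 fold change of 0.71 (standard error 0.25). Groups did not overlap for 7.6% of genes at a mean of at least 10 CPM in this comparison, where chance gives 10%. Cxcl10, a chemokine that recruits T cells, had 1.20 (standard error 0.49). Map3k8, a kinase of inflammatory signaling, had 0.33, Agpat1, an enzyme of phospholipid synthesis, 0.23, Daam1, a formin of actin assembly, 0.07, Grk2, a kinase of G protein-coupled receptors, 0.00 and Ptgs1, the cyclooxygenase 1 gene, -0.06. The adjusted p of each was 1 over the 12318 genes tested.
Of the 8 genes that the paper names here and that were matched, 6 had a single transcript that passed an unadjusted p of 0.01 without their gene doing so: Daam1 (5.8e-04), Agpat1 (0.00237), Map3k8 (0.00237), Grk2 (0.00308), Il1r1 (0.00642) and Cxcl10 (0.00863). Il1r1, the IL1 receptor, had too few counts to test as a gene. Siglec8 is a human gene and was not matched.
Interferon-stimulated genes rose as a group, with 40 of 45 higher (camera adjusted p = 8.2e-08, median log2 fold change 0.60), 0 adjusted over the list alone and 14 higher and 1 lower unadjusted. Irf7, a transcription factor of interferon induction, had 1.80 (standard error 0.48) and Ifit2, an antiviral effector, 1.82 (standard error 0.58). Class I genes of antigen presentation also rose (11 of 15 higher, adjusted p = 0.0135, 0 adjusted over the list alone and 4 unadjusted), with adjusted p 0.141, 0.0878 and 0.105 without control replicate 1, control replicate 2 and MPTP replicate 1. Genes that tissue dissociation induces, such as Fosb at 1.93 (standard error 0.73), rose too (24 of 25 higher, adjusted p = 2.1e-04), with 0.135 and 0.184 without control replicate 2 and MPTP replicate 1. All 3 lists had adjusted p = 0.845 with an estimated correlation.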

ACSA2^+^ cells in this region are also involved in inflammation, the downregulation of pro-inflammatory pathways such as IL7, IL17, IL18 or toll like receptor (TLR), together with the activation of TNFR1 and inhibition of TGFβ signaling, suggest that these cells are playing a relevant role in containing the pro-inflammatory reaction (Fig. 2B). 

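Il18, the cytokine IL18 on chromosome 9 of GRCm38 from 50554827 to 50581840, fell in striatal ACSA2+ cells of sMPTP mice, with 304 ± 28.2 CPM in vehicle-treated and 188 ± 44.3 CPM in sMPTP mice (SD, n = 3 each), a log2 fold change of -0.69 (standard error 0.19, adjusted p = 0.0301). Tgfb1, the TGFβ1 gene on chromosome 7 of GRCm38 from 25687002 to 25705077, rose from a low level, with 2.11 ± 0.845 CPM in vehicle-treated and 7.29 ± 2.99 CPM in sMPTP mice (SD, n = 3 each) and 1.81 (standard error 0.42, adjusted p = 0.0183). Tnfrsf1a, which encodes TNFR1, had 0.14 (standard error 0.15, adjusted p = 0.537). The paper's network predicts pathway activity, which the RNA of Tnfrsf1a or Tgfb1 alone does not measure. The Il18 call had an adjusted p of 0.0788, 0.0609 and 0.088 without control replicates 1, 2 and 3 and 0.0767 and 0.0938 without MPTP replicates 3 and 4. That of Tgfb1 had 0.0636, 0.0719 and 0.0733 without control replicate 2, control replicate 3 and MPTP replicate 4.
Of 35 pro-inflammatory mediators 3 rose and 3 fell over all genes, as many adjusted over the list alone, and the list did not move as a group (camera adjusted p = 0.406). Of 27 anti-inflammatory mediators 5 rose and 2 fell over all genes (6 and 2 adjusted over the list alone, adjusted p = 0.346). Tgfb1 is abundant in microglia, and of the microglial markers Tmem119 rose by 3.21 (standard error 0.81, adjusted p = 0.0247) in these libraries, with an adjusted p of 0.0871, 0.0814 and 0.101 without control replicates 1, 2 and 3.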

Additional activated pathways revealed that astrocytes are experiencing profound morphological changes (*Actb, Actn1, Pak1*) and are adapting to changes in dopamine metabolism (*MaoA, MaoB, Adora1*) (Fig. 2B). 

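Both monoamine oxidases, which degrade dopamine and, for MAO-B, turn MPTP into its toxic product, were lower in striatal ACSA2+ cells of sMPTP mice. Maob, on chromosome X of GRCm38 from 16709282 to 16817366, had 71.3 ± 3.02 CPM in vehicle-treated and 26.6 ± 7.62 CPM in sMPTP mice (SD, n = 3 each), a log2 fold change of -1.43 (standard error 0.20, adjusted p = 0.00385). Maoa, on chromosome X of GRCm38 from 16619698 to 16687818, had 78.5 ± 4.37 CPM in vehicle-treated and 45.7 ± 2.31 CPM in sMPTP mice (SD, n = 3 each) and -0.78 (standard error 0.13, adjusted p = 0.00555). Adora1, the adenosine A1 receptor gene on chromosome 1 of GRCm38 from 134199223 to 134235431, rose, with 117 ± 3.76 CPM in vehicle-treated and 247 ± 33.9 CPM in sMPTP mice (SD, n = 3 each) and 1.08 (standard error 0.15, adjusted p = 0.00395). Actb, which encodes β-actin, rose from 831 ± 54.3 CPM in vehicle-treated to 1381 ± 101 CPM in sMPTP mice (SD, n = 3 each), with 0.73 (standard error 0.16, adjusted p = 0.0141), though its adjusted p was 0.0713 and 0.0665 without control replicates 2 and 3. Pak1, a kinase that remodels actin, had 0.47 (standard error 0.18, adjusted p = 0.0945) and Actn1, an actin crosslinker, 0.56 (standard error 0.25, adjusted p = 0.14). Of the 48 calls of genes named in this text, 43 were lost with the replicate number as a block. All 48, those of Maob, Maoa, Adora1 and Actb included, were lost with the myelin marker level as a covariate, added after seeing the data.
Of 40 genes of the actin cytoskeleton 7 rose and 2 fell over all genes, as many adjusted over the list alone, and the list as a whole did not pass (camera adjusted p = 0.992, median -0.07 and mean 0.05). Of 8 genes of monoamine metabolism 1 rose and 4 fell over all genes and adjusted over the list alone (adjusted p = 0.346).
Genes of astrocyte identity fell and myelin genes rose in the same libraries. Of 30 astrocyte genes 13 fell over all genes and 15 adjusted over the list alone (adjusted p = 3.5e-06, median log2 fold change -0.62). Aqp4, the water channel of astrocyte endfeet on chromosome 18 of GRCm38 from 15389496 to 15410982, had 433 ± 70.2 CPM in vehicle-treated and 201 ± 16.8 CPM in sMPTP mice (SD, n = 3 each) and -1.11 (standard error 0.17, adjusted p = 0.00461), and Slc1a3, a glutamate transporter, -1.26 (standard error 0.22, adjusted p = 0.00696). Of 20 myelin genes 12 rose over all genes and 13 adjusted over the list alone (adjusted p = 3.5e-06, median 0.74), among them Trf, the transferrin gene, by 1.42 (standard error 0.23, adjusted p = 0.00555). Both lists had adjusted p = 0.877 with an estimated correlation. Ciliary and choroid plexus genes rose as well (13 of 13 higher, 3 over all genes and 7 adjusted over the list alone, adjusted p = 0.0247, and adjusted p = 0.877 with an estimated correlation), with an adjusted p of 0.0767 without MPTP replicate 3.

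**Figure D4:**
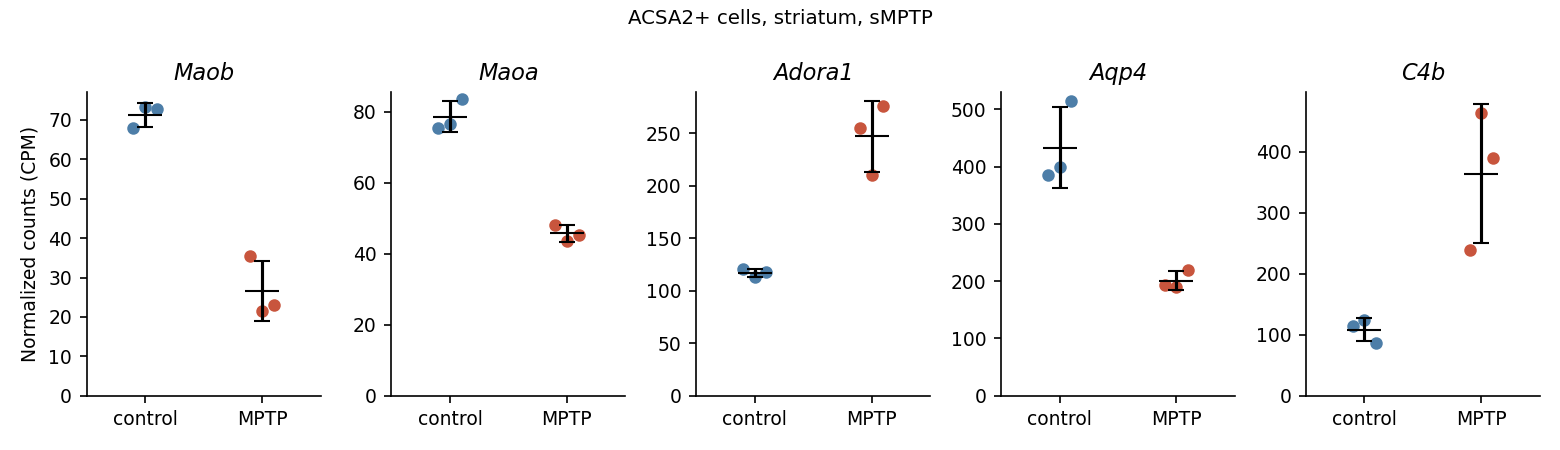
Normalized counts (CPM, linear axis) of Maob, Maoa, Adora1, Aqp4 and C4b in striatal ACSA2+ cells of vehicle-treated and sMPTP mice. Points are libraries, and the black dash and bar give the mean ± SD of 3 libraries. In each panel all MPTP libraries lie on one side of all control libraries.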

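In midbrain CD11b+ cells of sMPTP mice, genes of blood myeloid cells were lower and Bcl6, a transcriptional repressor that limits inflammation, was higher in every MPTP library than in every control library. Clec4d, on chromosome 6 of GRCm38 from 123262111 to 123275265, had 85.9 ± 50.4 CPM in vehicle-treated and 13.1 ± 5.31 CPM in sMPTP mice (SD, n = 3 each), a log2 fold change of -2.72 (standard error 0.47, adjusted p = 0.467). Ccl6, a chemokine on chromosome 11 of GRCm38 from 83587882 to 83593087, had 378 ± 109 CPM in vehicle-treated and 144 ± 31.6 CPM in sMPTP mice (SD, n = 3 each) and -1.39 (standard error 0.29, adjusted p = 0.553). Cxcr2, the neutrophil chemokine receptor on chromosome 1 of GRCm38 from 74153989 to 74161246, had 88.5 ± 14.6 CPM in vehicle-treated and 44.6 ± 14.4 CPM in sMPTP mice (SD, n = 3 each) and -0.98 (standard error 0.27, adjusted p = 0.553). Itgal, an integrin of leukocyte adhesion, had -1.46 (standard error 0.34), Cd209b, a lectin of macrophages, -1.04 (standard error 0.42), Coro1a -0.72 (standard error 0.27), Il1r2, the decoy receptor of IL1, -1.57 (standard error 0.67) and Ccnd3, a cyclin, -0.59 (standard error 0.27). Bcl6, on chromosome 16 of GRCm38 from 23965052 to 23988852, had 15.4 ± 2.90 CPM in vehicle-treated and 28.3 ± 3.76 CPM in sMPTP mice (SD, n = 3 each) and 0.87 (standard error 0.23, adjusted p = 0.553). The libraries of the groups overlapped for Cd209b and Il1r2. Of the 9 genes the paper names here, 8 had an unadjusted p under 0.05 and 0 passed over all genes with edgeR.
Monocyte markers fell as a group, 18 of 18 lower and 15 adjusted over the list alone (camera adjusted p = 1.1e-16, median log2 fold change -1.46). S100a6, a calcium-binding protein of monocytes, had -2.22 (standard error 0.38) and Plac8 -3.88 (standard error 0.89). Neutrophil markers fell too (14 of 18 lower, 1 adjusted over the list alone, adjusted p = 4.0e-05), with Retnlg, a resistin-like hormone of neutrophils, at -1.65 (standard error 0.68). Markers of lymphocytes fell (10 of 13 lower, 1 adjusted over the list alone, adjusted p = 0.00852) but had 0.11 without control replicate 2. Border macrophage markers (14 of 15 lower, adjusted p = 4.0e-04) and class II genes (10 of 10 lower, adjusted p = 8.1e-04) fell with 0 adjusted over the list alone and 5 and 2 unadjusted. With an estimated correlation each of these 5 lists had adjusted p = 0.795.
Hemoglobin and other erythrocyte genes fell in the same comparison (adjusted p = 0.0254, and adjusted p = 0.795 with an estimated correlation), with 0.341, 0.107 and 0.17 without control replicate 2, MPTP replicate 1 and MPTP replicate 4.

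**Figure D5:**
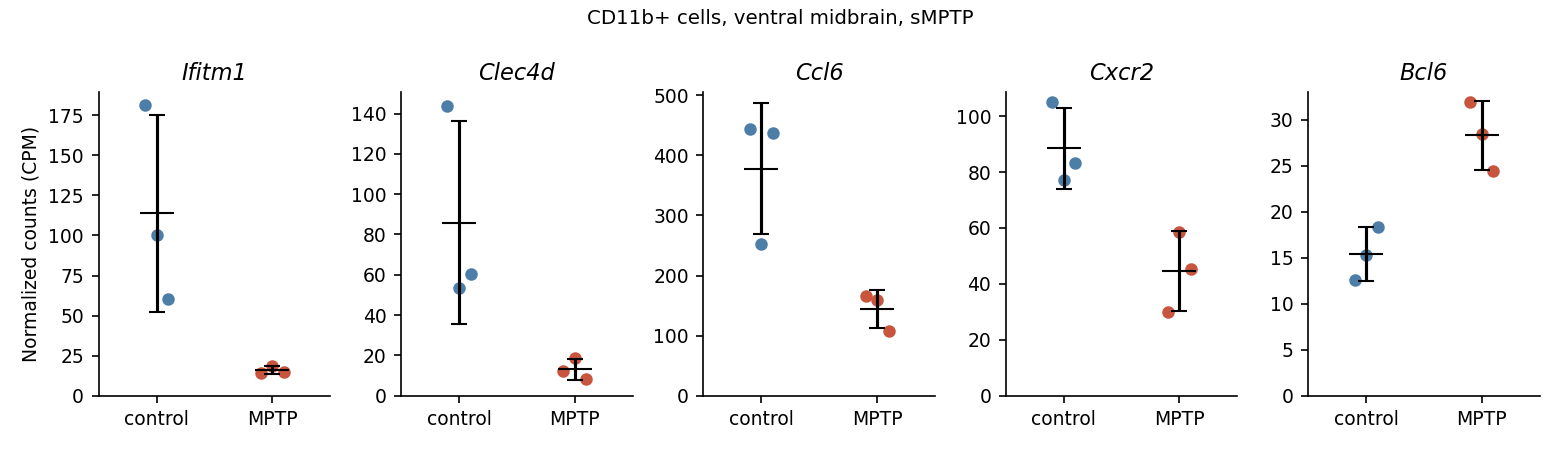
Normalized counts (CPM, linear axis) of Ifitm1, Clec4d, Ccl6, Cxcr2 and Bcl6 in midbrain CD11b+ cells of vehicle-treated and sMPTP mice. Points are libraries, and the black dash and bar give the mean ± SD of 3 libraries. Bcl6 is the panel with higher MPTP libraries, at a mean of 28.3 against 15.4 CPM.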

In the midbrain, the predicted decrease in *Ilr2, Cxcr2, Ccl6, Cd209b, Itgal, Clec4D, Ccnd3, Coro1A* and the increase in *Bcl6* signaling in CD11b^+^ cells suggests that they are involved in the downregulation of pro-inflammatory signals and adaptive immune cell infiltration (Fig. 2C). In the same context, ACSA2^+^ cells undergo a reprogramming process that affects astrocyte-neuron interactions (*Gria2, Map2, Syngap1, Acap2*), activates a phagocytic program (*Mertk, Tyro3*), promotes pro-inflammatory responses (*S100A4*) and protective inflammatory pathways mediated by IL15 and regulated by *Aire*. 

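Aire, a regulator of immune tolerance, and S100a4, a calcium-binding protein of motile cells, were higher in midbrain ACSA2+ cells of every sMPTP mouse than of every control, at an unadjusted p of 0.0138 and 0.0211. Their log2 fold changes were 1.86 (standard error 0.58) and 0.85 (standard error 0.29), and Aire was near the detection limit, at 0.483 CPM in control mice. Chance separates the groups of a gene in this way in 10% of cases. Mertk had 0.75 (standard error 0.36) and its relative Tyro3 -0.30 (standard error 0.22). Gria2, an AMPA receptor subunit, had -0.21 (standard error 0.22), and Map2, a microtubule protein of neurons, Acap2, a GTPase-activating protein, and Il15, a cytokine, had 0.02, 0.04 and 0.06. The adjusted p of these genes was at least 0.933.
Interferon-stimulated genes rose as a group, 41 of 48 higher (camera adjusted p = 6.4e-06, median log2 fold change 0.55, and adjusted p = 0.832 with an estimated correlation), 0 adjusted over the list alone and 5 unadjusted. The call held without any 1 library and was lost with the replicate number as a block (adjusted p = 0.148). That block rests on the 2 numbers found in both groups. Summed microglial markers spanned 527.1 to 14873.9 CPM in the MPTP libraries, the highest in MPTP replicate 4. Irgm1, an interferon-induced GTPase, had 0.72 (standard error 0.17). Genes of neurons and synapses were mostly higher (17 of 18, adjusted p = 0.00147, median 0.30), 0 adjusted over the list alone and 1 higher and 1 lower unadjusted, with 0.054 and 0.0624 without control replicate 2 and MPTP replicate 3. Their sum went the other way, from 508 ± 22.7 CPM in control to 418 ± 46.4 CPM in sMPTP mice (SD, n = 3 each) with no overlap of the groups, which chance gives in 10% of cases. The neuron list had adjusted p = 0.816 with an estimated correlation.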

Concomitantly, classical neuroprotective signaling pathways such as the nerve growth factor and the WNT/β-catenin are downregulated (Fig. 2D).

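Fzd2, a WNT receptor, was lower in midbrain ACSA2+ cells of every sMPTP mouse than of every control without passing the test (adjusted p = 0.933). It had 94.5 ± 11.1 CPM in vehicle-treated and 57.4 ± 7.89 CPM in sMPTP mice (SD, n = 3 each), a log2 fold change of -0.72 (standard error 0.17). Groups did not overlap for 10.1% of genes at a mean of at least 10 CPM in this comparison, where chance gives 10%. Sfrp1, a secreted WNT antagonist, had -1.14 (standard error 0.30) and Wnt5a, a ligand, -0.52 (standard error 0.22). Ctnnb1, the β-catenin gene, had 0.59 (standard error 0.26), and these 3 had the same adjusted p. The paper predicts lower activity of the WNT/β-catenin pathway, which the RNA of Ctnnb1 alone does not measure.
Of 23 neurotrophic and WNT genes 16 were lower, 0 adjusted over the list alone and 3 unadjusted, and they fell as a group (camera adjusted p = 0.0137, median log2 fold change -0.20). The list gave adjusted p = 0.832 with an estimated correlation, and with the preset one 0.054, 0.134 and 0.0704 without control replicate 2, MPTP replicate 3 and MPTP replicate 4. In striatal ACSA2+ cells of sMPTP mice the list fell as well, with 1 of 23 higher and 6 lower over all genes (1 and 8 adjusted over the list alone, adjusted p = 0.0252, and adjusted p = 0.877 with an estimated correlation). There Fzd2 fell by 1.08 (standard error 0.18) on the log2 scale (adjusted p = 0.00576). The striatal call had 0.053 and 0.0767 without control replicate 3 and MPTP replicate 3. By the preset test, genes of astrocyte identity fell in the same striatal libraries, and endothelial and mural genes in the midbrain ones.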

**Fig. 2:**
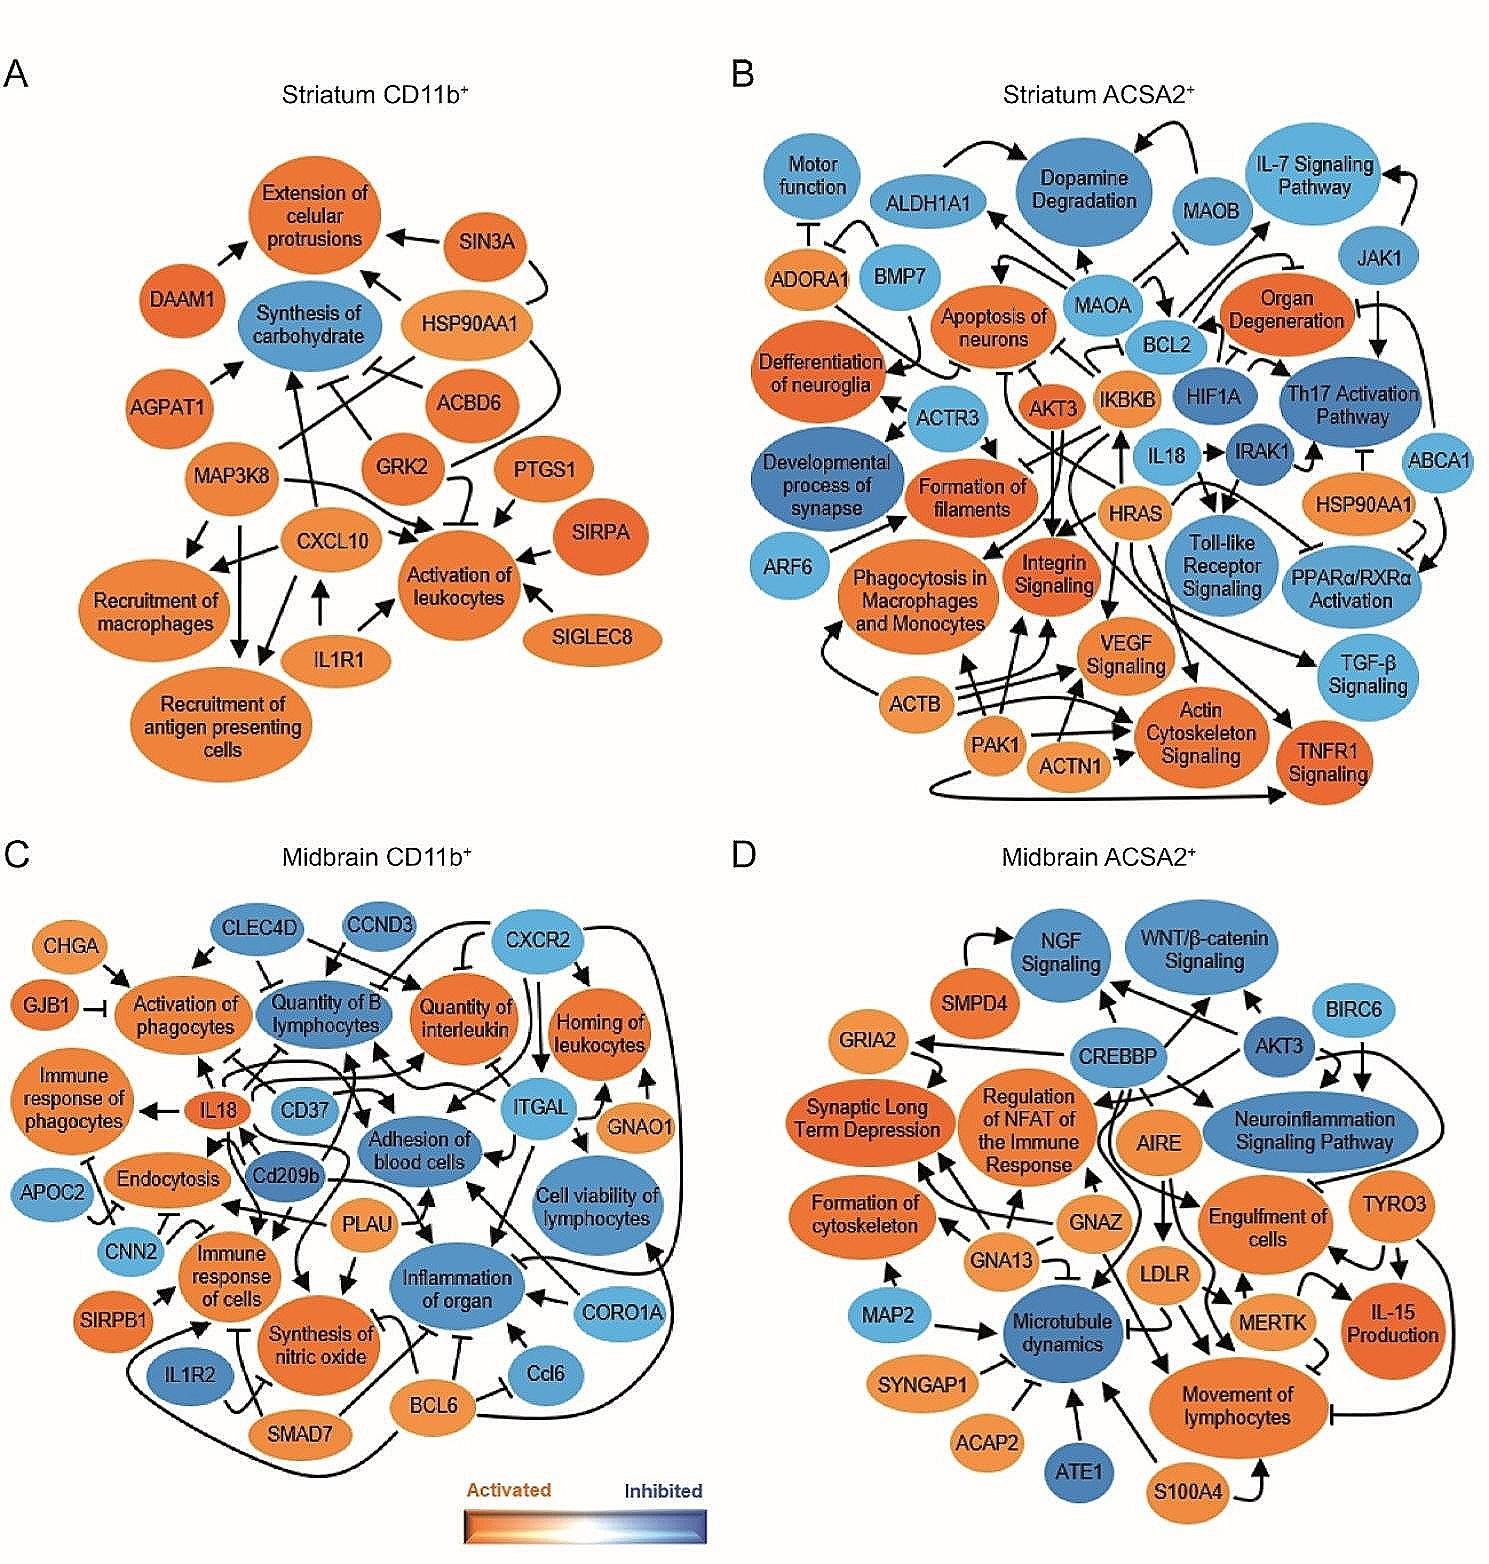
Graphical summary of networks predicted to be altered in glial cells of the sMPTP mice. Ingenuity pathway analysis yielded networks of pathways, upstream regulators and biological functions predicted to be altered (z < 1 or z > 1) and differentially expressed genes (*p* < 0.01) in: (**A**) striatal CD11b^+^, (**B**) striatal ACSA2^+^, (**C**) midbrain CD11b^+^ and (**D**) midbrain ACSA2^+^ cells

An equivalent analysis carried out in cMPTP mice revealed that, although the mediators are different, striatal CD11b^+^ cells also exhibit a phagocytic (increased *Fgcr3*, decreased *Birc6* signaling) and pro-inflammatory (increased *Ccrl2, Cd86, Fgr, S100a8*) functionality (Fig. 3A). 

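Genes of neutrophil granules were higher in striatal CD11b+ cells of cMPTP mice. S100a9, a subunit of calprotectin on chromosome 3 of GRCm38 from 90692632 to 90695721, had 35.7 ± 15.2 CPM in control and 194 ± 79.7 CPM in cMPTP mice (SD, n = 3 each), a log2 fold change of 2.43 (standard error 0.35, adjusted p = 0.305). S100a8, the other subunit on chromosome 3 of GRCm38 from 90668978 to 90670035, had 6.69 ± 4.21 CPM in control and 38.0 ± 22.7 CPM in cMPTP mice (SD, n = 3 each) and 2.45 (standard error 0.47, adjusted p = 0.353). Lcn2, an iron-sequestering protein, had 2.37 (standard error 0.43, adjusted p = 0.344) and Retnlg 2.21 (standard error 0.41, adjusted p = 0.353). Ccrl2, a chemerin receptor on chromosome 9 of GRCm38 from 111054486 to 111057519, had 81.4 ± 1.81 CPM in control and 118 ± 18.8 CPM in cMPTP mice (SD, n = 3 each) and 0.54 (standard error 0.15, adjusted p = 0.727). Cd86, a costimulatory ligand, had 0.43 (standard error 0.14, adjusted p = 0.791), Fgr 0.87 (standard error 0.26, adjusted p = 0.782), Birc6, an inhibitor of apoptosis, -0.53 (standard error 0.17, adjusted p = 0.815) and Fcgr3, an Fc receptor, 0.16 (standard error 0.18, adjusted p = 0.972). Of the 6 genes the paper names here 4 had an unadjusted p under 0.01.
Neutrophil genes included 6 of 12, and monocyte genes 6 of 16, that were higher adjusted over the list alone, such as Ly6c2 at 2.12 (standard error 0.45). The monocyte list rose (15 of 16 higher, camera adjusted p = 2.7e-09, and adjusted p = 0.459 with an estimated correlation).

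**Figure D6:**
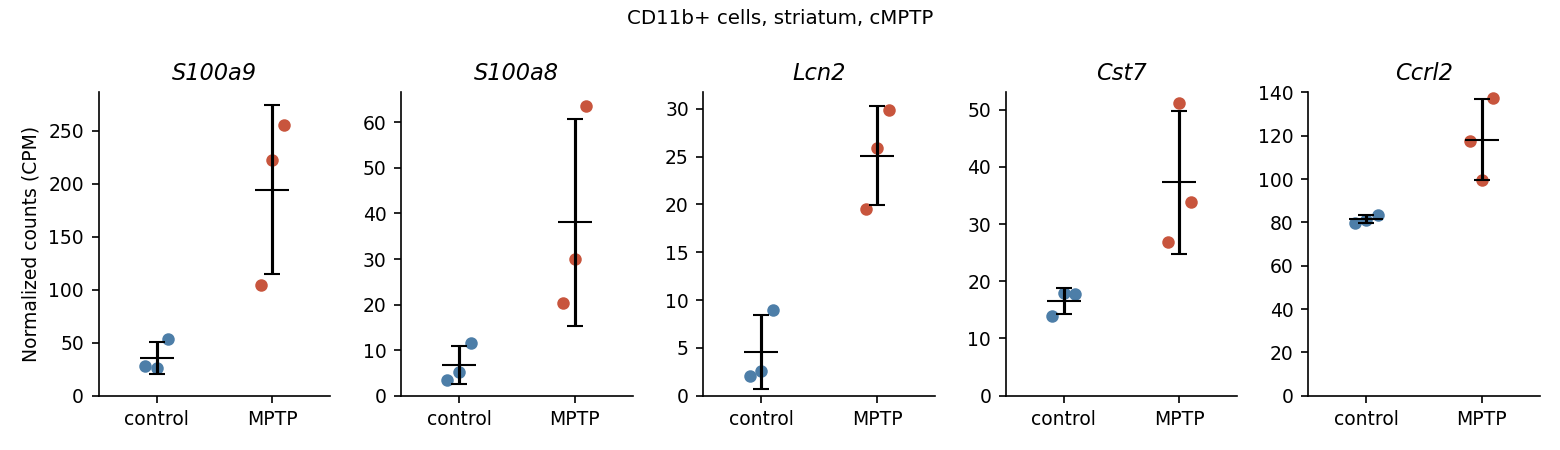
Normalized counts (CPM, linear axis) of S100a9, S100a8, Lcn2, Cst7 and Ccrl2 in striatal CD11b+ cells of control and cMPTP mice. Points are libraries, and the black dash and bar give the mean ± SD of 3 libraries. In each panel all cMPTP libraries lie above all control libraries. The groups did not overlap for 9.9% of genes at a mean of at least 10 CPM, where chance gives 10%.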

ACSA2^+^ cells expressed mainly pathways related to astrocyte/neuron communication (*Grinc2c, Adcy5, Aph1a, Aifm1, Bace1, Adora1*) and an increase of IL6 and CXCR4 signaling pathways (Fig. 3B). 

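Adcy5, the adenylyl cyclase of striatal neurons on chromosome 16 of GRCm38 from 35154877 to 35305738, and Grin2c, an NMDA receptor subunit of astrocytes on chromosome 11 of GRCm38 from 115249169 to 115267243, went in opposite directions in striatal ACSA2+ cells of cMPTP mice. Adcy5 had 11.3 ± 3.65 CPM in control and 38.5 ± 15.5 CPM in cMPTP mice (SD, n = 3 each), a log2 fold change of 1.76 (standard error 0.38, adjusted p = 0.268). Grin2c had 384 ± 57.4 CPM in control and 177 ± 50.1 CPM in cMPTP mice (SD, n = 3 each) and -1.12 (standard error 0.25, adjusted p = 0.268). Cxcr4, a chemokine receptor, had 1.40 (standard error 0.73, adjusted p = 0.498), Adora1 0.44 (standard error 0.26, adjusted p = 0.552) and Bace1, the β-secretase gene, 0.49 (standard error 0.29, adjusted p = 0.552). Aifm1, a mitochondrial apoptosis factor, had -0.62 (standard error 0.38, adjusted p = 0.559) and Aph1a, a γ-secretase subunit, -0.12 (standard error 0.22, adjusted p = 0.887). Il6 had too few counts to test.
Astrocyte identity genes fell as a group, 25 of 30 lower and 6 adjusted over the list alone (camera adjusted p = 4.1e-06, median log2 fold change -0.46). Aldh1l1, an astrocyte marker, had -0.92 (standard error 0.25, adjusted p = 0.305) and Atp1b2, which encodes the antigen used for the sort, -0.65 (standard error 0.18, adjusted p = 0.312). Sterol synthesis genes fell (20 of 24 lower, adjusted p = 9.5e-04), 2 lower and 1 higher adjusted over the list alone, with an adjusted p of 0.0702 without MPTP replicate 3. Myelin genes rose (20 of 20 higher, 11 adjusted over the list alone, adjusted p = 2.6e-09, median 1.42), with Mbp at 1.10 (standard error 0.25, adjusted p = 0.268). These 3 lists had adjusted p = 0.454 with an estimated correlation. Astrocyte genes summed to 52560 ± 828 CPM in control and 37540 ± 6680 CPM in cMPTP mice, and myelin genes to 12470 ± 2060 and 28020 ± 10800 CPM (SD, n = 3 each).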

In the midbrain, immune modulating pathways that involve *Cd300a, Cd93, Cd22* or *Lag3* together with increased *Cd44, Cxcl13, Ccr1, Hso90aa1, Vcam1, Gna13* and decreased *Infgr1* or *Ilr1l2* pro-inflammatory signals are altered in CD11b^+^ cells. 

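Cxcl13, a chemokine that attracts B cells, Vcam1 and Ccr1, a chemokine receptor, were higher, and Lag3 lower, in midbrain CD11b+ cells of every cMPTP mouse than of every control. Cxcl13, on chromosome 5 of GRCm38 from 95956951 to 95961068, had 4.00 ± 0.766 CPM in control and 16.8 ± 7.70 CPM in cMPTP mice (SD, n = 3 each), a log2 fold change of 2.07 (standard error 0.35, adjusted p = 0.216). Vcam1, on chromosome 3 of GRCm38 from 116109949 to 116129688, had 30.5 ± 9.24 CPM in control and 70.5 ± 9.14 CPM in cMPTP mice (SD, n = 3 each) and 1.21 (standard error 0.23, adjusted p = 0.247), and Ccr1 1.10 (standard error 0.24, adjusted p = 0.278). Lag3, on chromosome 6 of GRCm38 from 124904361 to 124911705, had 181 ± 63.6 CPM in control and 86.8 ± 16.7 CPM in cMPTP mice (SD, n = 3 each) and -1.06 (standard error 0.25, adjusted p = 0.296). Cd93, a receptor linked to clearance of apoptotic cells, had 0.92 (standard error 0.25, adjusted p = 0.354) and Cd44, the hyaluronan receptor, 0.91 (standard error 0.25, adjusted p = 0.372).
Il1rl2, the receptor of IL36, had -0.56 (standard error 0.17, adjusted p = 0.438) and Ifngr1, the interferon gamma receptor, -0.31 (standard error 0.15, adjusted p = 0.578). The inhibitory receptors Cd300a and Cd22 had -0.27 and -0.31, Gna13, a G protein subunit, 0.14 and Hsp90aa1 -0.09 (adjusted p = 0.667, 0.73, 0.801 and 0.903). Of the 15 genes the paper names for these cells, 8 had an unadjusted p under 0.01 and 0 passed over all 12942 genes tested with edgeR.

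**Figure D7:**
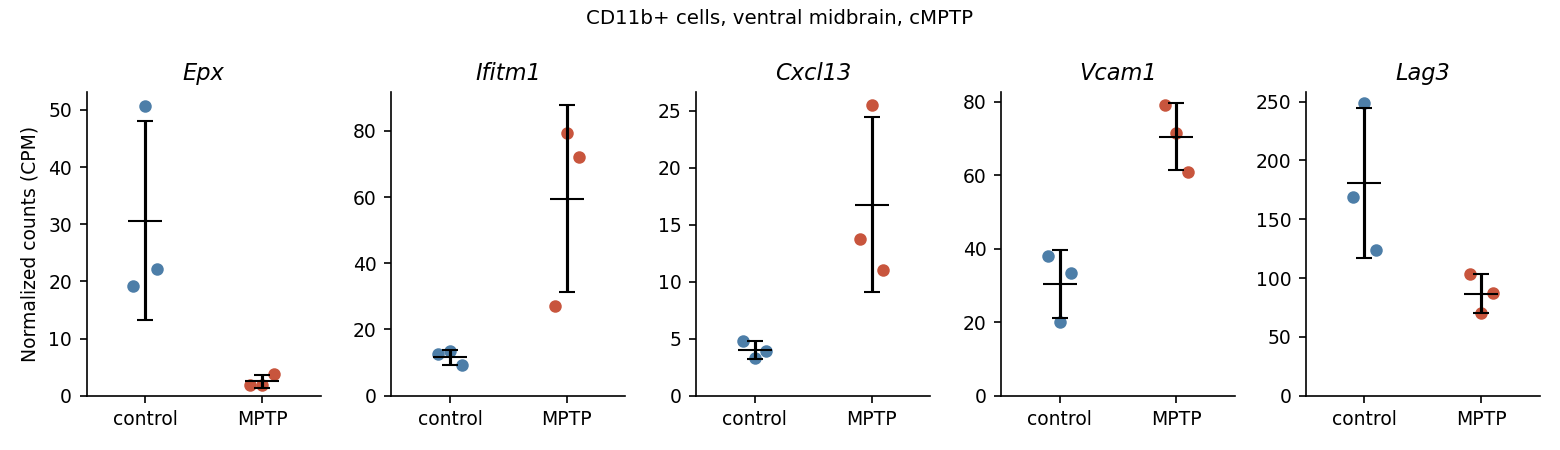
Normalized counts (CPM, linear axis) of Epx, Ifitm1, Cxcl13, Vcam1 and Lag3 in midbrain CD11b+ cells of control and cMPTP mice. Points are libraries, and the black dash and bar give the mean ± SD of 3 libraries. Epx and Lag3 lie lower and Ifitm1, Cxcl13 and Vcam1 higher in all cMPTP than in all control libraries.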

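Markers of monocytes and of border macrophages were higher in midbrain CD11b+ cells of cMPTP mice. Treml4, a receptor of patrolling monocytes, had a log2 fold change of 1.47 (standard error 0.48, adjusted p = 0.461). Cd163, the hemoglobin scavenger receptor of border macrophages, had 0.75 (standard error 0.27, adjusted p = 0.487) and Mrc1, the mannose receptor, 0.70 (standard error 0.28, adjusted p = 0.524).
The monocyte list rose (14 of 17 higher, camera adjusted p = 5.3e-04, median log2 fold change 0.46), with 0 adjusted over the list alone and 6 unadjusted. The border macrophage list rose (12 of 15 higher, adjusted p = 0.0167), 0 adjusted over the list alone and 3 higher and 1 lower unadjusted, but had 0.279 and 0.259 without control replicate 2 and MPTP replicate 2. They had adjusted p = 0.812 and 0.825 with an estimated correlation.
Neutrophil genes had 10 of 18 lower (adjusted p = 0.929) and lymphocyte genes 8 of 12 higher (adjusted p = 0.699). Genes induced by dissociation, such as Fos at 0.76 (standard error 0.26, adjusted p = 0.473), rose in these libraries (23 of 25 higher, adjusted p = 1.8e-05, and adjusted p = 0.812 with an estimated correlation).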

Overall, the predicted signaling suggests that these cells are contributing to the inflammatory reaction and immune cell infiltration in this region (Fig. 3C). 

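Neutrophil and macrophage genes were higher in midbrain ACSA2+ cells of cMPTP mice, along with chromogranin A, the chemokine Ccl2 and the transcription factor Cebpb. S100a9 had 18.0 ± 3.89 CPM in control and 86.2 ± 14.6 CPM in cMPTP mice (SD, n = 3 each), a log2 fold change of 2.26 (standard error 0.24, adjusted p = 0.161), and Lcn2 9.07 ± 5.86 CPM in control and 73.4 ± 48.4 CPM in cMPTP mice (SD, n = 3 each) and 3.00 (standard error 0.61, adjusted p = 0.684). Chga, the chromogranin A gene on chromosome 12 of GRCm38 from 102554969 to 102565028, had 1.91 ± 1.12 CPM in control and 69.2 ± 58.4 CPM in cMPTP mice (SD, n = 3 each) and 5.13 (standard error 1.14). Cebpb, on chromosome 2 of GRCm38 from 167688915 to 167690418, had 11.6 ± 2.08 CPM in control and 28.0 ± 8.11 CPM in cMPTP mice (SD, n = 3 each) and 1.26 (standard error 0.29). Ccl2, on chromosome 11 of GRCm38 from 82035571 to 82037453, had 19.0 ± 5.25 CPM in control and 48.4 ± 19.2 CPM in cMPTP mice (SD, n = 3 each) and 1.35 (standard error 0.36). Each of these 3 had an adjusted p of 0.684, and Dapp1, an adaptor of B cell signaling, had -1.09 (standard error 0.74, adjusted p = 0.708). Il17a had too few counts to test.
Neutrophil markers rose (12 of 13 higher, 10 adjusted over the list alone, camera adjusted p = 1.3e-12, median log2 fold change 2.41). Border macrophage markers rose (13 of 14 higher, 10 adjusted over the list alone, adjusted p = 1.7e-06), with Folr2, a folate receptor, at 1.85 (standard error 0.41). Monocyte markers rose too (10 of 12 higher, 1 adjusted over the list alone, adjusted p = 3.7e-05). These 3 lists had adjusted p = 0.72 with an estimated correlation. Of 15 genes of neurons and synapses 8 were lower, with a median of -0.03 and a mean of 0.29 (adjusted p = 0.569, and 0.0239 by fgsea).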

In the same context, ACSA2^+^ cells decreased pathways involved in synaptic plasticity and activated a pro-inflammatory profile through the increase in IL17 signaling and *Ccl2, Il17, Chga, Cebpb, Dapp1* (Fig. 3D). Altogether, these results suggest that in the striatum CD11b^+^ cells are the main drivers of the pro-inflammatory reaction, independently of the MPTP intoxication pattern. 

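No single gene passed with edgeR in striatal CD11b+ cells of cMPTP mice. Ccl12, a monocyte chemokine, had a log2 fold change of 1.45 (standard error 0.36, adjusted p = 0.57) and Wfdc21, a neutrophil granule protein, 4.04 (standard error 0.72, adjusted p = 0.344). Among feedback regulators Socs3, a suppressor of cytokine signaling, had 0.70 (standard error 0.21, adjusted p = 0.782) and Cd274, the PD-L1 gene, 0.56 (standard error 0.25, adjusted p = 0.893).
Of 39 pro-inflammatory mediators 33 were higher, 6 adjusted over the list alone, and the list rose (camera adjusted p = 5.9e-06, median log2 fold change 0.23). Anti-inflammatory mediators rose as well (24 of 32 higher, adjusted p = 0.0241), 0 adjusted over the list alone and 4 unadjusted, with 0.216, 0.0513 and 0.297 without control replicate 2, control replicate 3 and MPTP replicate 3. They had adjusted p = 0.579 and 0.656 with an estimated correlation. S100a8, S100a9 and Lcn2, which neutrophils carry, belong to the pro-inflammatory list.
In striatal CD11b+ cells of sMPTP mice 24 of 41 pro-inflammatory mediators were higher, 1 adjusted over the list alone and 7 unadjusted (adjusted p = 0.168), while fgsea gave an adjusted p of 4.2e-05. Ccl2 had 0.65 (standard error 0.26) there. Striatal ACSA2+ cells of cMPTP mice had 21 of 28 higher (adjusted p = 0.0935), 1 lower adjusted over the list alone and 3 higher and 2 lower unadjusted, and Ccl3 had 1.80 (standard error 0.61).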

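Lgals3 and Clec4a3, a lectin receptor of monocytes, illustrate the low myeloid genes of midbrain CD11b+ cells of sMPTP mice, with log2 fold changes of -1.51 (standard error 0.59) and -2.03 (standard error 0.33). Bcl6 and the heat shock gene Hspa1a (1.56, standard error 0.70) were on the higher side. In cMPTP mice Nfkbiz, an inducible regulator of NF-κB, had 0.83 (standard error 0.21, adjusted p = 0.313).
Of 45 pro-inflammatory mediators 26 were lower in sMPTP mice, 0 adjusted over the list alone and 1 higher and 1 lower unadjusted (camera adjusted p = 0.237), and of 36 anti-inflammatory mediators 22 were lower, 0 adjusted over the list alone and 2 higher and 3 lower unadjusted (adjusted p = 0.0878). In cMPTP mice 28 of 45 pro-inflammatory mediators were higher, 4 higher and 1 lower adjusted over the list alone (adjusted p = 0.165, with 0.0254 by fgsea). Of 36 anti-inflammatory mediators 21 were higher there, 1 higher and 1 lower adjusted over the list alone (adjusted p = 0.463).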

In the midbrain of sMPTP mice, CD11b^+^ cells show an anti-inflammatory response that turns into pro-inflammatory upon damage chronification. 

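Genes of astrocyte identity fell in midbrain ACSA2+ cells of cMPTP mice and showed no common direction in those of sMPTP mice. Fabp7 had a log2 fold change of -0.80 (standard error 0.20, adjusted p = 0.684) and Sox9, a transcription factor of astrocytes, -0.54 (standard error 0.25, adjusted p = 0.684) in cMPTP mice. Hspa5, the chaperone of the endoplasmic reticulum, had -0.80 (standard error 0.26, adjusted p = 0.684) and Xbp1, a transcription factor of its stress response, -0.79 (standard error 0.22, adjusted p = 0.684). In sMPTP mice Cdh5, a cadherin of endothelium, had -1.16 (standard error 0.27, adjusted p = 0.933).
Of 30 astrocyte genes 26 were lower in cMPTP mice, 0 adjusted over the list alone and 1 unadjusted (camera adjusted p = 7.4e-04, median log2 fold change -0.29), with 0.124 without MPTP replicate 2. The unfolded protein response list fell (18 of 25 lower, adjusted p = 0.00455), 0 adjusted over the list alone and 5 unadjusted, with 0.0673 and 0.0889 without control replicate 2 and MPTP replicate 3. They had adjusted p = 0.721 and 0.72 with an estimated correlation. In sMPTP mice 15 of 30 astrocyte genes were lower (adjusted p = 0.827).
Pro-inflammatory mediators had 29 of 41 higher in sMPTP midbrain, 0 adjusted over the list alone and 1 higher and 1 lower unadjusted (adjusted p = 0.534), and 19 of 38 higher in cMPTP midbrain (adjusted p = 0.971), 5 higher and 1 lower adjusted over the list alone. Fgsea gave an adjusted p of 0.00389 and 0.0412 for them, and in cMPTP midbrain camera ranked them low while their mean was 0.15. Myelin genes rose in cMPTP midbrain (20 of 20 higher, adjusted p = 4.1e-05, median 0.39, and adjusted p = 0.721 with an estimated correlation), with 0.145 without control replicate 2.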

Through different mediators, ACSA2^+^ cells exhibit a loss of homeostatic functions and a pro-inflammatory profile in the midbrain of sMPTP and cMPTP mice.

**Fig. 3:**
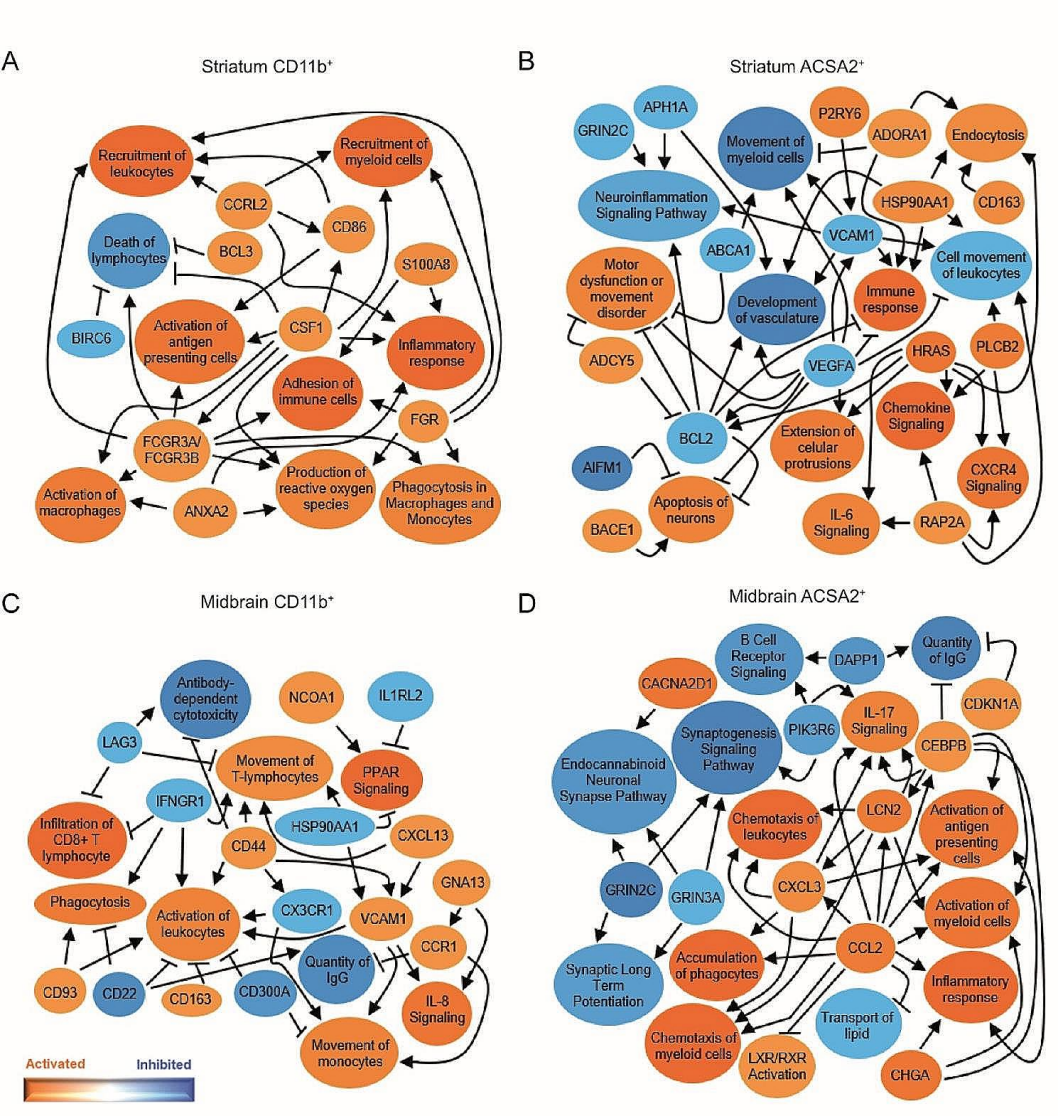
Graphical summary of networks predicted to be altered in glial cells of the cMPTP mice. Ingenuity pathway analysis yielded networks of pathways, upstream regulators and biological functions predicted to be altered (z < 1 or z > 1) and differentially expressed genes (*p* < 0.01) in: (**A**) striatal CD11b^+^, (**B**) striatal ACSA2^+^, (**C**) midbrain CD11b^+^ and (**D**) midbrain ACSA2^+^ cells

### Involvement of glial cells in the phagocytosis of dopaminergic cell debris

To delve into the differential phagocytic profile of CD11b^+^ cells in the SNpc, we prepared a new set of animals which was processed for histological techniques. Mice receiving the sMPTP experienced motor impairment measured in the rotarod, bar test and pole test (Fig. 4A). A decrease in TH^+^ terminals that could reflect the loss of dopaminergic terminals was detected in the striatum of sMPTP animals (Fig. 4B). Phagocytosis, quantitated as the fraction of TH^+^ signal measured inside Iba1^+^ cells, increased significantly in this region (Fig. 4B). In the SNpc, the significant decrease in TH immunostaining was not accompanied by an increase in the phagocytic activity (Fig. 4C). This data correlate with the absence of a phagocytic transcriptomic profile in CD11b^+^ cells (Table 1). The increased number and morphological changes of Iba1^+^ cells in the SNpc (Fig. 4D) indicate that these cells are reacting to dopaminergic damage. Iba1^+^ were classified based on their shape as ramified, hypertrophic and bushy (Suppl. Figure 2). Control animals presented a predominant subset of ramified Iba1^+^ cells and a minor population of hypertrophic cells. Upon sMPTP administration, Iba1^+^ cells polarized towards a hypertrophic phenotype accompanied by a decrease of the ramified morphology and a new population of bushy cells was detected mainly in the SNpc (Fig. 4D).

**Fig. 4:**
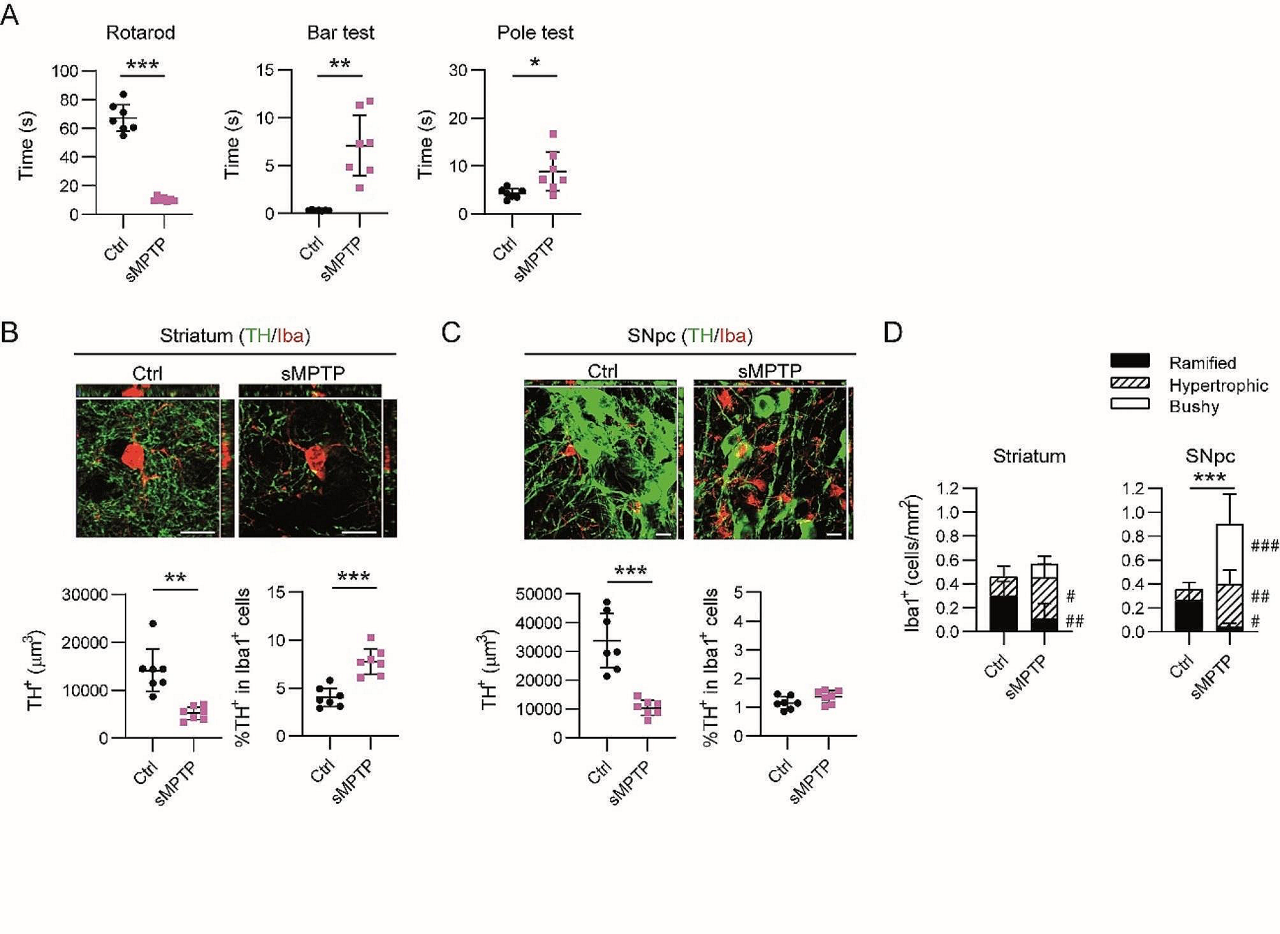
Phagocytic assessment of Iba1^+^ cells in sMPTP mice. Animals were sacrificed at 10 days after the first MPTP injection. (**A**) Motor behavior was evaluated in the rotarod, bar and pole test. (**B** and **C**) Representative images of a single plane and the corresponding orthogonal projection of the stack of TH/Iba1 double immunofluorescence in (**B**) the striatum and (**C**) the SNpc of control and sMPTP mice. Quantitation of TH^+^ volume and percentage of TH^+^ signal in Iba1^+^ cells. (**D**) Quantitation of the number of ramified, hypertrophic and bushy Iba1^+^ cells in the striatum and SNpc from control and sMPTP mice. Data represent the mean ± 95% CI from 7 animals per group. Statistical analysis: (**A**, **B** and **C**) t-test with Welch correction when variances differed significantly, (**D**) 2-way ANOVA followed by Bonferroni post hoc test. Statistical significance in, (*) cell number, (^#^) cell morphology. *^/#^*p* < 0.05, **^/##^*p* < 0.01, ***^/###^*p* < 0.001. Magnification bars: 10 μm

Mice receiving the cMPTP regimen exhibited motor impairment in the rotarod, bar test and pole test (Fig. 5A), and a decreased TH immunostaining in the striatum (Fig. 5B) and in the SNpc (Fig. 5C) corresponding to a damaged nigrostriatal pathway. Phagocytic activity of Iba1^+^ cells increased in the striatum (Fig. 5B) and in the SNpc (Fig. 5C). At this stage, the number of Iba1^+^ cells remained constant in both regions, independently of the parkinsonian conditions, and no morphological changes were appreciated in the striatum (Fig. 5D). By contrast, an increased fraction of Iba1^+^ cells in the SNpc showed a hypertrophic and bushy morphology together with a reduction of the ramified phenotype (Fig. 5D). These results suggest that phagocytosis of neuronal cell bodies in the SNpc is a late event.

**Fig. 5:**
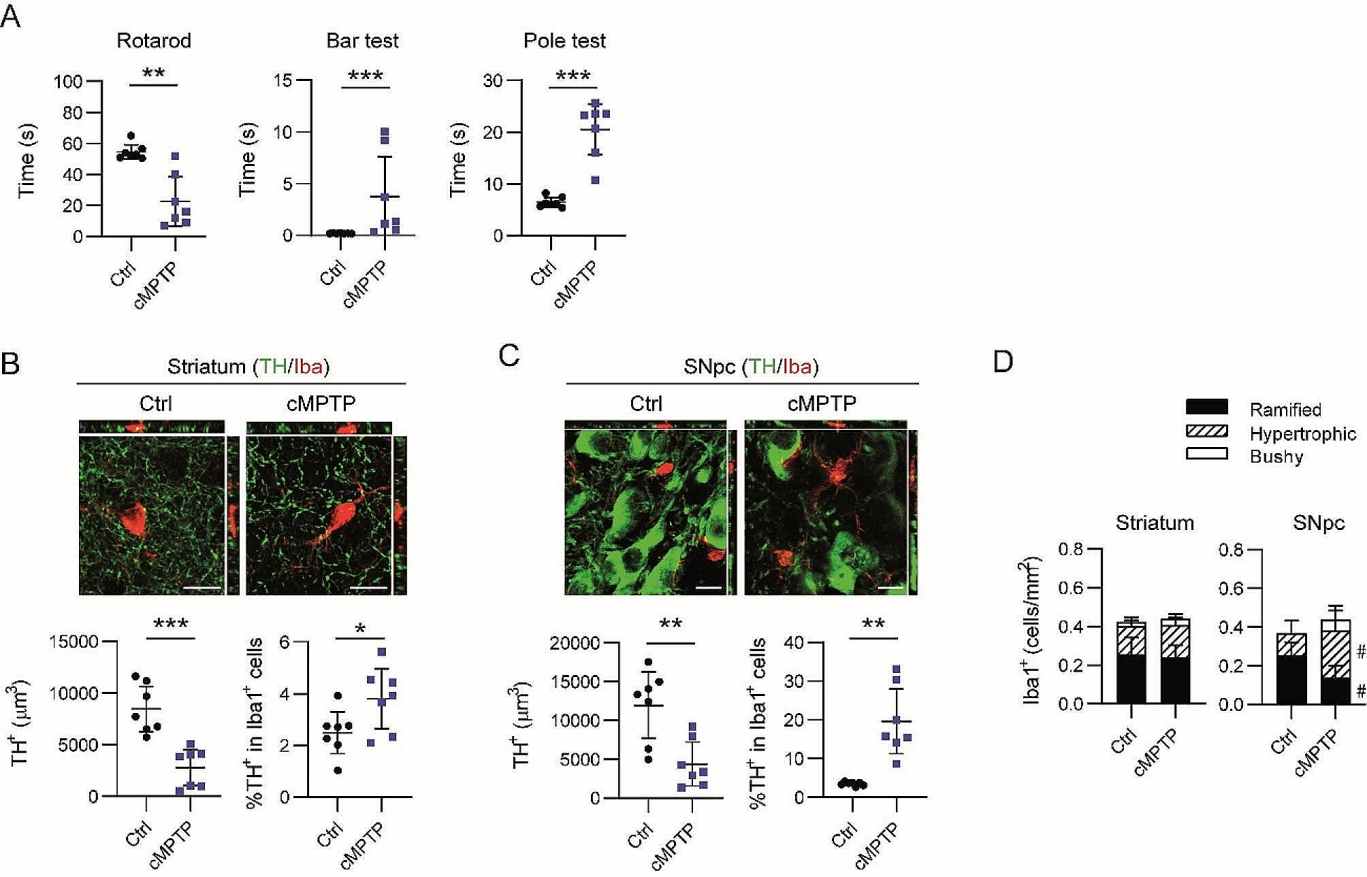
Phagocytic assessment of Iba1^+^ cells in cMPTP mice. Animals were sacrificed at 5 weeks after the first MPTP injection. (**A**) Motor behavior was evaluated in the rotarod, bar and pole test. (**B** and **C**) Representative images of a single plane and the corresponding orthogonal projection of the stack of TH/Iba1 double immunofluorescence in (**B**) the striatum and (**C**) the SNpc of control and cMPTP mice. Quantitation of TH^+^ volume and percentage of TH^+^ signal in Iba1^+^ cells. (**D**) Quantitation of the number of ramified, hypertrophic and bushy Iba1^+^ cells in the striatum and SNpc from control and cMPTP mice. Data represent the mean ± 95% CI from 7 animals per group. Statistical analysis: (**A**, **B** and **C**) t-test with Welch correction when variances differed significantly, (**D**) 2-way ANOVA followed by Bonferroni post hoc test. Statistical significance in (^#^) cell morphology. ^#^*p* < 0.05. Magnification bars: 10 μm

Next, we questioned whether the different phagocytic activity of Iba1^+^ cells in the SNpc was determined by the MPTP administration pattern or by the time of sacrifice. Thus, we prepared a new set of animals following the cMPTP regimen that was sacrificed 10 days after the first MPTP injection (3 MPTP/probenecid doses). We termed this group “early chronic MPTP” (ecMPTP). At this point, mice experienced a mild motor impairment that was detectable in the rotarod and in the pole test (Fig. 6A). The lack of differences in TH immunostaining in the striatum (Fig. 6B) and in the SNpc (Fig. 6C) indicated that the nigrostriatal pathway was still preserved. Phagocytic Iba1^+^ cells were detected in the striatum (Fig. 6B), but not in the SNpc (Fig. 6C), corroborating the results obtained in the sMPTP suggesting that Iba1^+^ cells do not activate an early phagocytic program in the SNpc after MPTP damage. The increased number of cells in both regions and the polarization of Iba1^+^ cell morphology towards a hypertrophic phenotype (Fig. 6D) indicate that these cells sense alterations in the nigrostriatal pathway even in the absence of a noticeable decrease in TH expression. An additional Sholl analysis performed to determine Iba1^+^ cell ramification showed that in the striatum, microglia from cMPTP mice presented the highest degree of ramification (Suppl. Figure 3A). By contrast, in the SNpc the highest extension of microglia branches was detected in the ecMPTP condition (Suppl. Figure 3B). These results agree with the appearance of a new bushy phenotype with a low level of ramifications. Altogether, these results indicate that morphological changes in microglia reflect a change in the basal activation state, but do not correlate with the phagocytic activity.

**Fig. 6:**
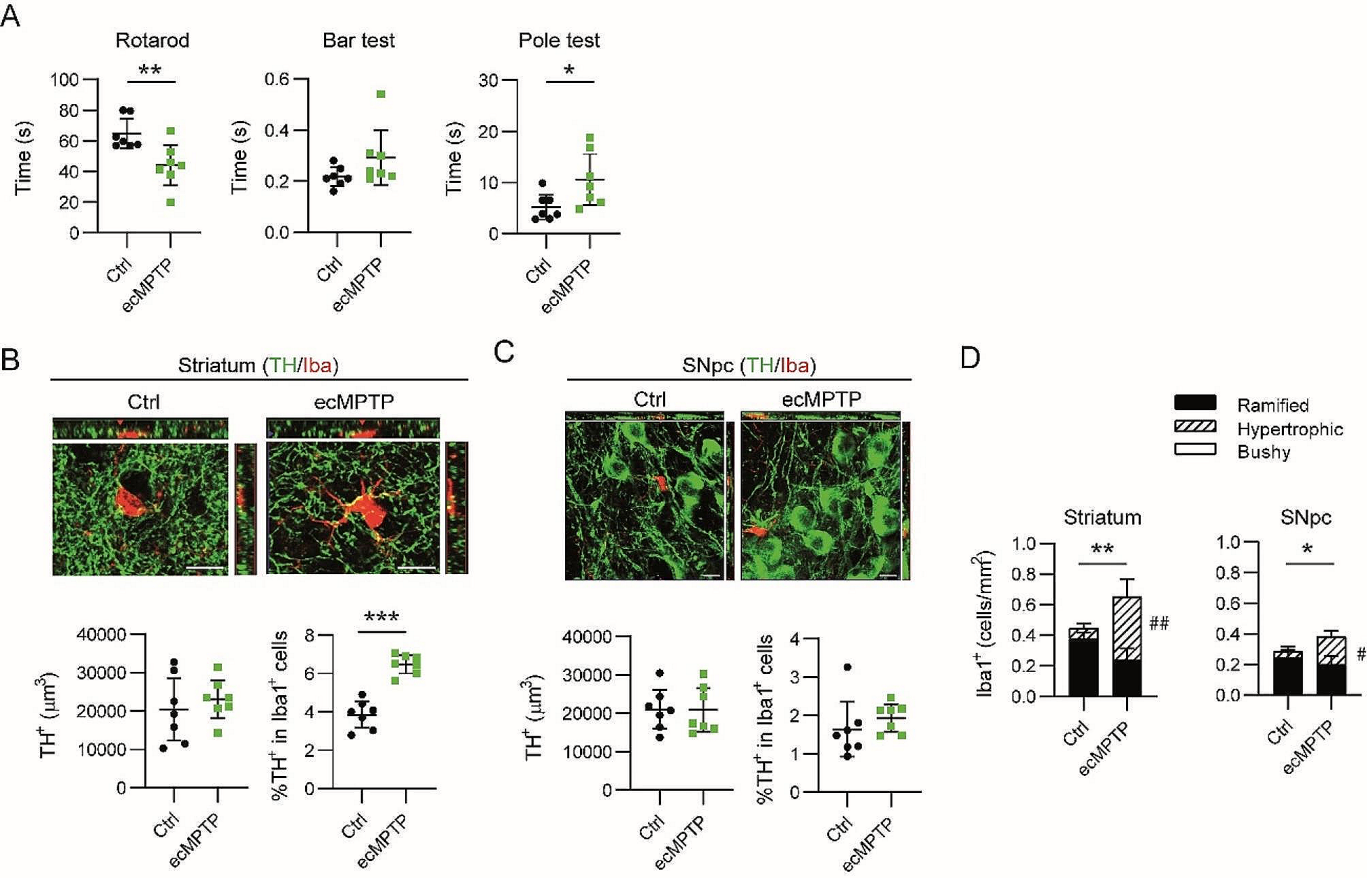
Phagocytic assessment of Iba1^+^ cells in ecMPTP mice. Animals were sacrificed at 10 days after the first MPTP injection following the cMPTP intoxication pattern. (**A**) Motor behavior was evaluated in the rotarod, bar and pole test. (**B** and **C**) Representative images of a single plane and the corresponding orthogonal projection of the stack of TH/Iba1 double immunofluorescence in (**B**) the striatum and (**C**) the SNpc of control and ecMPTP mice. Quantitation of TH^+^ volume and percentage of TH^+^ signal in Iba1^+^ cells. (**D**) Quantitation of the number of ramified, hypertrophic and bushy Iba1^+^ cells in the striatum and SNpc from control and ecMPTP mice. Data represent the mean ± 95% CI from 7 animals per group. Statistical analysis: (**A**) Mann-Whitney test for the rotarod and bar test, t-test for the pole test; (**B** and **C**) t-test, (**D**) 2-way ANOVA followed by Bonferroni post hoc test. Statistical significance in, (*) cell number, (^#^) cell morphology. *^/#^*p* < 0.05, **^/##^*p* < 0.01. Magnification bars: 10 μm

Finally, the phagocytic activity of astrocytes was studied under the different MPTP administration/time regimens. Since striatal GFAP immunoreactivity is almost absent in control animals, only parkinsonian mice were selected for this analysis. Astrogliosis, measured as the volume of GFAP^+^ signal, was similarly observed in the striatum of the different models of parkinsonism (Fig. 7A). An active phagocytic process was detected at early stages of dopaminergic terminal impairment, in the sMPTP and ecMPTP mice, but not when damage was established (cMPTP) (Fig. 7A). The lack of GFAP immunoreactivity in the SNpc of ecMPTP and cMPTP mice (Fig. 7B) did not allow to carry out a similar analysis in this region. In summary, our data show that both, Iba1^+^ and GFAP^+^ cells, participate in the removal of impaired striatal terminals at the onset of the neurodegenerative process (sMPTP and ecMPTP). As the process chronifies, only Iba1^+^ cells maintain their phagocytic activity. In the SNpc the scenario is different, a lack of phagocytic microglia is observed in the sMPTP (in agreement with the GSEA analysis) and ecMPTP mice. The transcriptomic profile of ACSA2^+^ cells shows an increased expression of the phagocytic receptor *Mertk* suggesting that astrocytes may initiate the process of removal of damaged cells in this region. 

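Mertk, a receptor through which astrocytes and microglia engulf cells that expose phosphatidylserine, was measured in midbrain ACSA2+ cells of sMPTP mice at 57.5 ± 20.8 CPM in vehicle-treated and 96.4 ± 40.3 CPM in sMPTP mice (SD, n = 3 each). The gene lies on chromosome 2 of GRCm38 from 128698956 to 128802894. Its levels in the individual libraries were 55.0, 79.4 and 38.0 CPM in vehicle-treated mice and 74.9, 71.4 and 143 CPM in sMPTP mice, so that the groups overlap. The highest, of MPTP replicate 4, came from the library with the most microglial RNA, and microglia express Mertk too. The difference did not pass the test (edgeR adjusted p = 0.933). In midbrain ACSA2+ cells of cMPTP mice Mertk had a log2 fold change of -1.45 (standard error 0.52, adjusted p = 0.684). Among other engulfment genes of sMPTP mice Pros1, a ligand of MERTK, had 0.45 (standard error 0.20) and Fcgr2b, the inhibitory Fc receptor, 0.70 (standard error 0.27).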

Polarization of microglial activity towards a phagocytic phenotype is a late event in the SNpc.

**Fig. 7:**
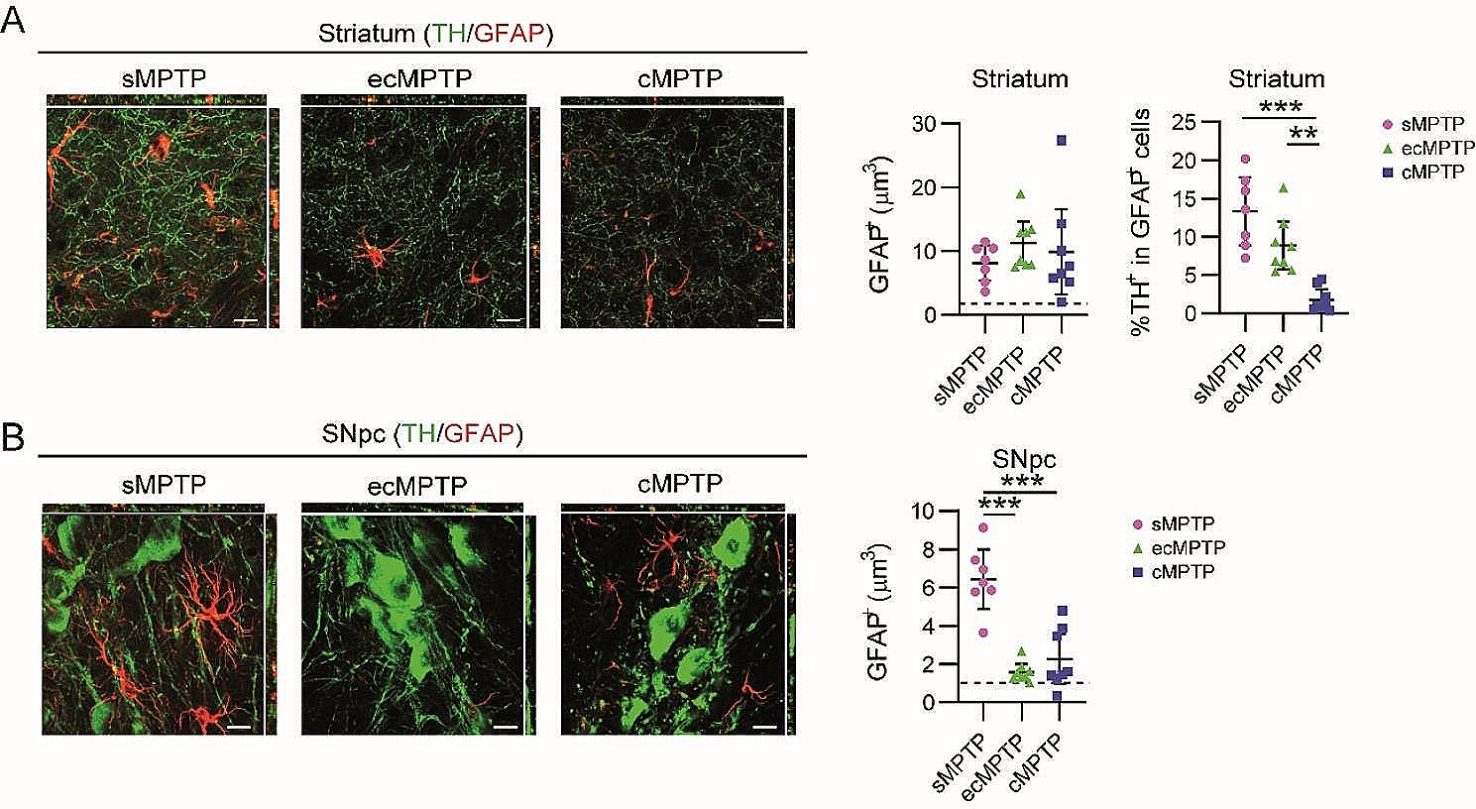
Phagocytic assessment of astrocytes in MPTP mice. Animals were sacrificed at 10 days (sMPTP and ecMPTP) or at 5 weeks (cMPTP) after the first MPTP injection. (**A**) Representative images of a single plane and the corresponding orthogonal projection of the stack of TH/GFAP double immunofluorescence in the striatum of sMPTP, ecMPTP and cMPTP mice. Quantitation of GFAP^+^ volume and percentage of TH^+^ signal in GFAP^+^ cells. Dashed line corresponds to the mean of GFAP^+^ volume in control animals. (**B**) Representative images of a single plane and the corresponding orthogonal projection of the stack of TH/GFAP double immunofluorescence in the SNpc of sMPTP, ecMPTP and cMPTP mice. Quantitation of GFAP^+^ volume. Dashed line corresponds to the mean of GFAP^+^ volume in control animals. Data represent the mean ± 95% CI from 7–8 animals per group. Statistical analysis: (**A**) One-way ANOVA test. **p < 0.01, ***p < 0.001. Magnification bars: 10 μm

### Immune cell infiltration in the striatum and in the ventral midbrain

Next, we questioned whether the inflammatory profile of CD11b^+^ cells in the striatum and ventral midbrain could be related to immune cell infiltration. In parallel we investigated the source of the increased number of Iba1^+^ cells. Thus, we prepared cell suspensions from the striatum and the ventral midbrain that were analyzed by flow cytometry. CD11b^+^ cells were classified based on the cell surface expression of CD11b and CD45, the CD11b^+^CD45^low^ gate was ascribed to resident microglia and the CD11b^+^CD45^high^ to infiltrated myeloid cells and resident microglia (Fig. 8A) that, under pathological conditions, are known to upregulate CD45 expression [40, 41]. In line with the Iba1^+^ cell counts, the proportion of CD11b^+^CD45^low^, but not CD11b^+^CD45^high^, was significantly increased exclusively in the midbrain of sMPTP animals. The significant difference in Ki67^+^ cells in this region suggests that cell proliferation, rather than monocyte/macrophage infiltration from the periphery, may account for this increase (Fig. 8B). The increase in Ki67^+^ observed in striatal CD11b^+^CD45^low^ and in CD11b^+^CD45^high^ midbrain cells, that was not accompanied by an alteration in cell subsets (Fig. 8B), may indicate an accelerated turnover. However, a significant increase in the fraction CD11b^+^CD45^low^ in the striatum and CD11b^+^CD45^high^ in the midbrain of ecMPTP mice could be due to cell proliferation of CD11b^+^CD45^high^ subset (Fig. 8C). The subpopulations of CD11b^+^ and Ki67^+^ cells remained constant in cMPTP animals (Fig. 8D). These results validate our histological observation of an expansion in the number of Iba1^+^ cells in SNpc in the early stages of the degeneration, which could be explained by the proliferation of CD11b^+^CD45^low^ or CD11b^+^CD45^high^ cells.

**Fig. 8:**
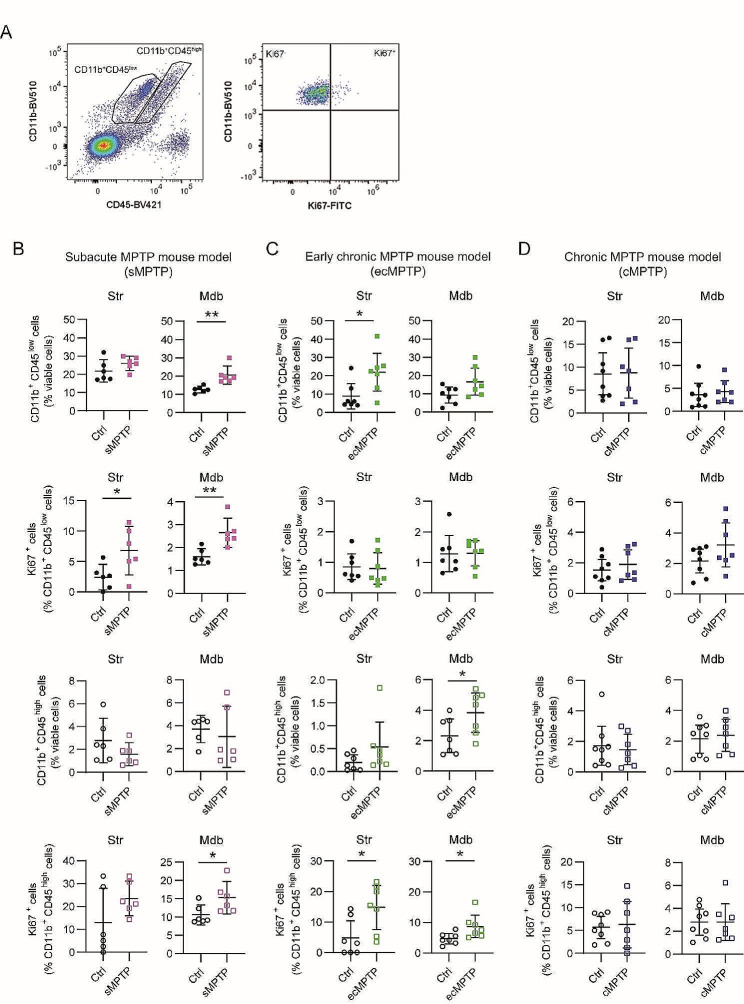
Flow cytometry analysis of CD11b^+^ cells from the striatum and in the ventral midbrain after MPTP intoxication. (**A**) Gating strategy for CD11b^+^ cell subsets differentiated based on the level of CD45 expression, CD11b^+^CD45^low^ and CD11b^+^CD45^high^, and Ki67 expression. The fraction of CD11b^+^CD45^low^ and CD11b^+^CD45^high^ cells out of viable cells and frequency of Ki67^+^ cells in these populations were analyzed in the striatum and midbrain of (**B**) sMPTP, (**C**) ecMPTP and (**D**) cMPTP mice. Data represent the mean ± 95% CI from 6 to 8 animals/group. Statistical analysis: (**B**-**D**) t-test for data following a normal distribution and Mann-Whitney test for data not following a normal distribution. *p < 0.05, **p < 0.01

Many of the biological functions predicted in the IPA analysis to be activated in glial cells were related to immune system infiltration and inflammation. To determine the output of these inflammatory signals, we examined T-cell infiltration within each region. The gating strategy is illustrated in Fig. 9A. Predicted pathways in striatal ACSA2^+^ cells and in midbrain CD11b^+^ cells of sMPTP mice pointed towards a downregulation of pro-inflammatory signals that could be responsible for the decreased infiltration of CD4 and CD8 T cells at this stage of degeneration (Fig. 9B). An increased CD4 T cell infiltration was present in the ecMPTP mice (Fig. 9C). The pro-inflammatory pathways activated in the midbrain CD11b^+^ cells after cMPTP administration may underly the significant increased CD4 T cell infiltration observed in this region (Fig. 9D), suggesting that lymphocyte infiltration is an early event under mild degenerative conditions. Altogether, these results indicate that the inflammatory signals generated in the context of MPTP intoxication correlate with the intensity of neuronal injury. Acute and intense dopaminergic impairment in the sMPTP mice would generate an anti-inflammatory response, while mild and chronic damage observed in cMPTP animals would induce a pro-inflammatory response detectable even at the early stages of the neurodegenerative process.

**Fig. 9:**
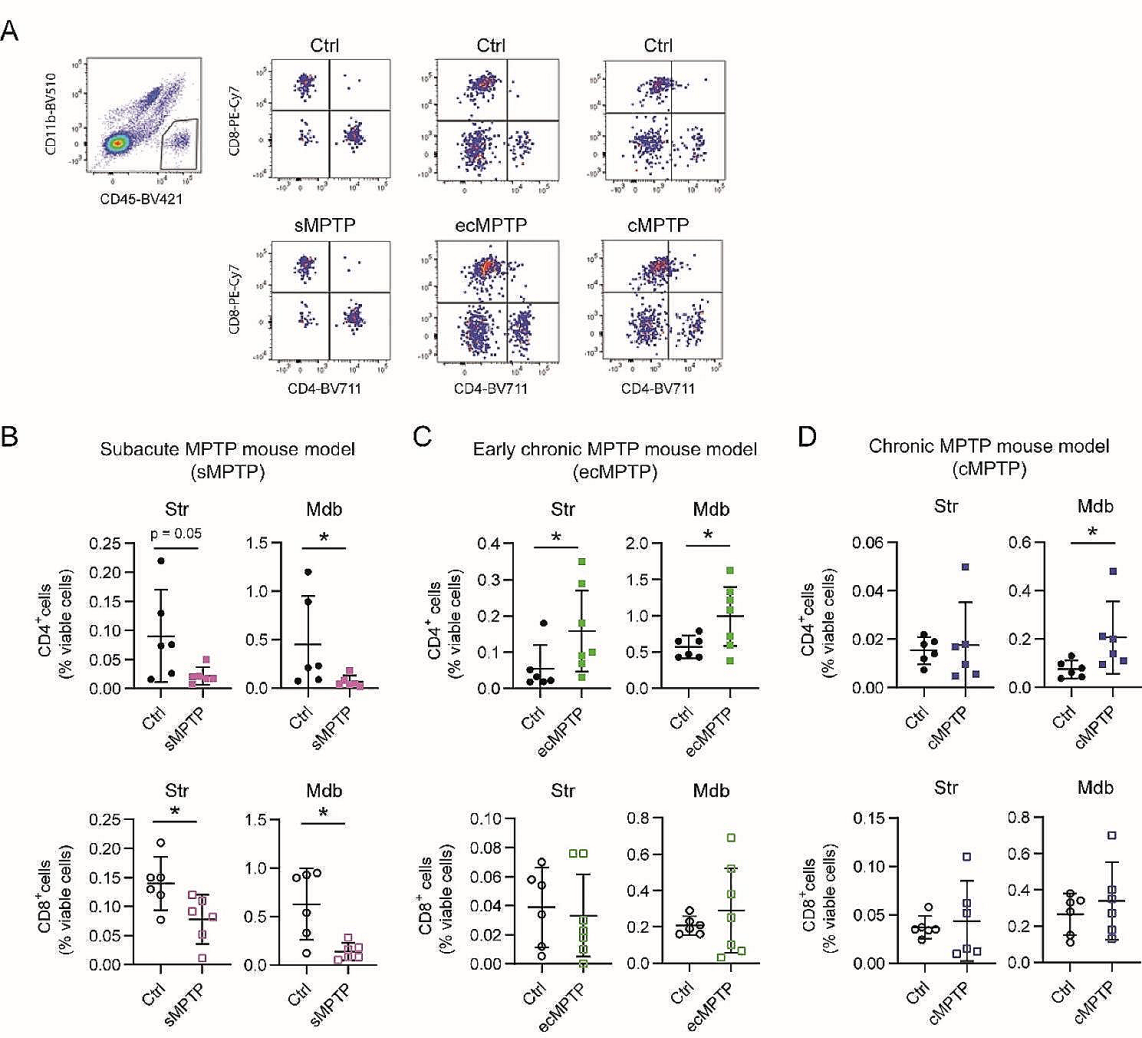
Flow cytometry analysis of lymphocyte infiltration in the striatum and in the ventral midbrain after MPTP intoxication. (**A**) Representative gating strategy to select CD11b^−^CD45^high^ population, and then CD4^+^ and CD8^+^ cells in cells suspension prepared from the ventral midbrain. Fraction of CD4^+^ and CD8^+^ cells out of viable cells in the striatum and midbrain of (**B**) sMPTP, (**C**) ecMPTP and (**D**) cMPTP mice. Data represent the mean ± 95% CI from 6 animals/group. Statistical analysis: (B-D) t-test for data following a normal distribution with Welch correction when variances differed significantly. Mann-Whitney test for data not following a normal distribution. *p < 0.05

### Activation state of microglia and astrocytes in the human brain with Parkinson´s disease

The subacute and chronic MPTP administration protocols induce different glial reactivity, inflammatory profile and immune cell infiltration into the midbrain parenchyma. To understand which activation pattern reflects better the state of these cells in PD, we took advantage of single nuclei RNA sequencing (snRNA-seq) published dataset obtained from the midbrain of 6 idiopathic PD patients with severe neuronal loss and 5 aged-matched control subjects [31]. Differentially displayed transcripts from microglia and astrocytes were analyzed as data obtained from MPTP mouse models. The IPA network for the differentially displayed genes expressed by cells annotated as microglia (*CD74*) and astrocytes (*AQP4*) was generated following the same criteria used for the MPTP pre-clinical models. Predicted activated pathways in microglia showed a clear pro-inflammatory profile related to Th1 immune pathways and TNF, IL1, IL6, IL8, CCL20, TLR or CXCR4 signaling and downregulation of IL10 (Fig. 10A). Astrocytes in the midbrain also presented a pro-inflammatory state with activation of TNF, IFNG, IL1, IL8, IL17, CD44, CD40 or CXCR4 pathways and inhibition of IL10 or CTLA4 signaling (Fig. 10B). Next, we compared the upstream regulators and biological functions predicted to be modulated in the midbrain of MPTP models and in PD patients. Human and cMPTP CD11b^+^ cells shared most of their upstream regulators and functions related to the activation of the immune system and the unfolded protein response (Fig. 10C). The inflammatory activation state of sMPTP CD11b^+^ cells differed from their counterparts in PD and cMPTP. Common pathways shared by PD and MPTP mice were related to phagocytosis (Fig. 10C). Predicted upstream regulators in human astrocytes showed a good correlation with the cMPTP astrocytes and a poor correlation with sMPTP cells (Fig. 10D). The biological functions with the best *Z*-score in human astrocytes were related to cytoskeleton and morphology. However, they were absent or underscored in the MPTP experimental models (Fig. 10D). The high density of dopaminergic cell bodies in the mouse SNpc compared to the equivalent human region may account for these differences. Human and cMPTP astrocytes shared activated pathways related to immune cell infiltration into the brain, and human and sMPTP astrocytes shared functions related to nuclear factor of activated T cells (NFAT) and IL15 (Fig. 10D). CD11b^+^ and ACSA2^+^ cell activation in the experimental models failed to upregulate pathways related to B lymphocytes that were present in the human samples (Fig. 10C and D). Since human samples correspond to advanced stages of the disease (Braak stages 5–6) it could be expected a higher similarity with the cMPTP model. Therefore, these results validate the cMPTP as a representative model of a late stage PD.

**Fig. 10:**
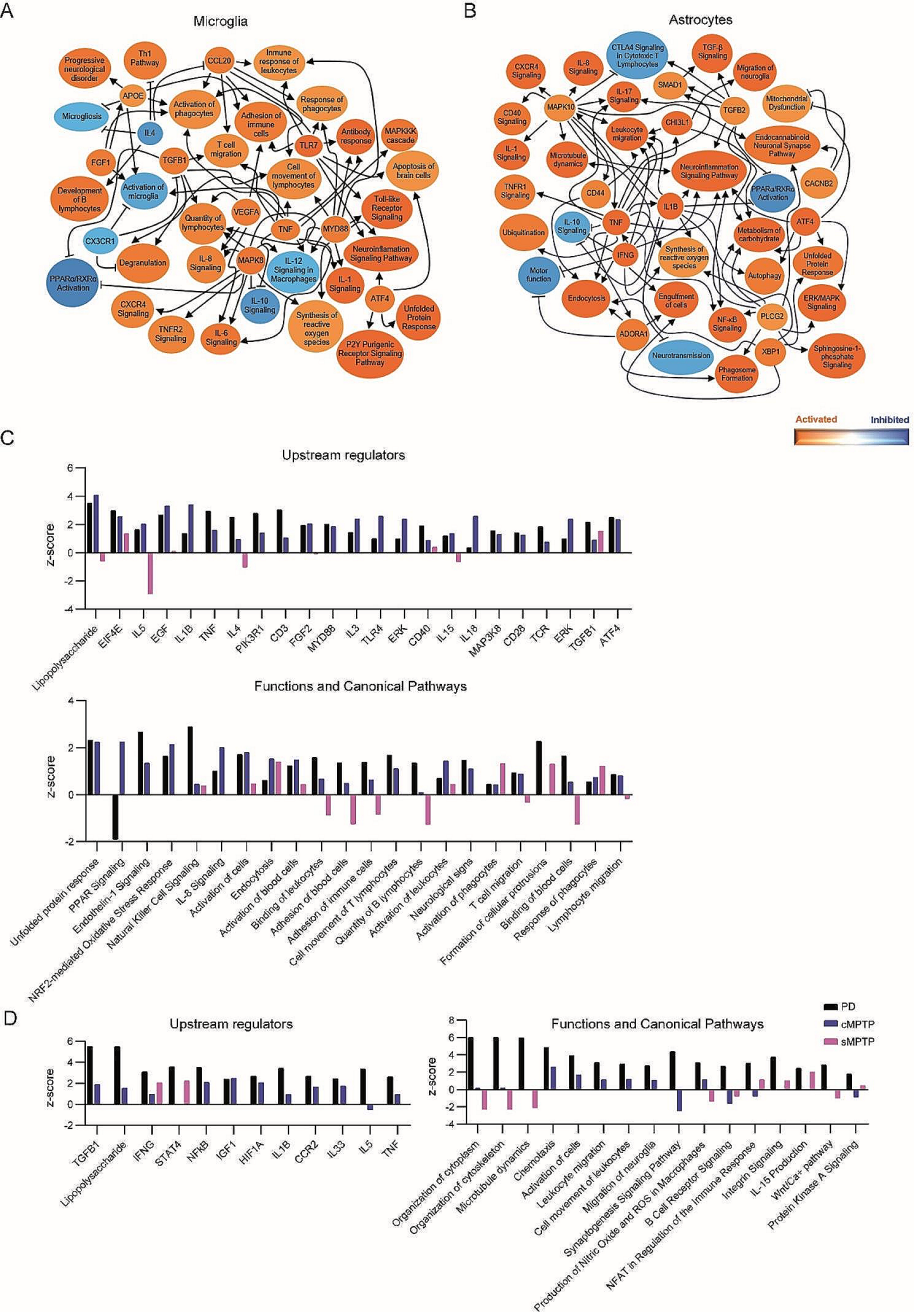
Summary of the networks predicted to be altered in human microglia and astrocytes in the midbrain. Differentially displayed genes in human glia obtained from the midbrain of PD patients were subjected to Ingenuity Pathway Analysis (IPA). The graphical summary represents the pathways, upstream regulators and biological functions predicted to be altered (**A**) in microglia and (**B**) astrocytes. The results of IPA analyses of human, sMPTP and cMPTP glial cells in the midbrain were subjected to Ingenuity Comparison Analysis to compare the z-scores of upstream regulators, pathways and biological functions in (**C**) microglia and (**D**) astrocytes

## Discussion

In this study we have identified different glial activation states in response to MPTP-induced degeneration of the nigrostriatal pathway. In the striatum, at early stages of neurodegeneration, microglia exhibited a pro-inflammatory profile that was counteracted by an anti-inflammatory phenotype in astrocytes that resulted in decreased T cell infiltration in the sMPTP mice. However, at the same time, a chronic MPTP exposure induced a mild dopaminergic terminal loss accompanied by a transient CD4 T cell infiltration that suggests a pro-inflammatory environment. In the midbrain, the acute neuronal loss generated in the sMPTP mice provoked opposing glial responses, anti-inflammatory in microglia and pro-inflammatory in astrocytes, that resulted in decreased T cell infiltration. Chronic administration of MPTP induced a progressive degeneration of the nigrostriatal pathway that generated a pro-inflammatory reaction and increased CD4 T cell infiltration. In the striatum, microglia and astrocytes cooperated in the phagocytic removal of dopaminergic terminals at early stages of degeneration, once the degenerative process was chronified, only microglia maintained this activity. In the midbrain, the complementary phagocytic activity of glial cells differed. After intense damage (sMPTP), astrocytes were the main phagocytic mediators while microglia were the major phagocytic cells in the chronic state. Our results show that both MPTP administration regimens lead to dopaminergic degeneration and motor impairment, but the activation state of glial cells and the inflammatory response generated along the process differ. The glial activation pattern in the cMPTP reflects many pathways of their corresponding counterparts in the human brain.

Subacute and chronic administration of MPTP decreases the number of TH-positive neurons in the SNpc [42–46]. Although in some early studies motor impairment with subacute MPTP intoxication was not evident [42, 43], in our hands, mice receiving this administration pattern experienced motor disabilities in the rotarod, bar and pole tests. The MPP^+^, the toxic metabolite of MPTP, leads to dopaminergic death by mechanisms that involve mitochondrial dysfunction and oxidative stress [47]. Even though the mechanism is the same, the intensity of damage caused by each intoxication protocol induces different inflammatory responses in the striatum and in the midbrain. Dopaminergic degeneration caused by subacute MPTP intoxication induces complementary activation patterns in microglia and astrocytes. In this context of intense dopaminergic neuronal loss, midbrain CD11b^+^ cells show an anti-inflammatory response and astrocytes polarize towards a pro-inflammatory activation state in detriment of their homeostatic functions. Under the same conditions, striatal CD11b^+^ cells adopt a pro-inflammatory phenotype while astrocytes become anti-inflammatory. Independently of the cell type involved, the generation of an anti-inflammatory response decreases T cell infiltration. These data are in line with our previous observations about the immunosuppressive and anti-inflammatory profile acquired by midbrain CD11b^+^ cells in response to LPS [8] or α-synuclein-induced dopaminergic degeneration [30].

In an attempt to define microglial activation states under neurodegenerative conditions, different microglial signatures have been described [48]. Classical signatures include MGnD established from different mouse models of neurological diseases including ALS, AD and MS [34] or DAM obtained from an AD and ALS transgenic mouse model [35]. In these experimental models, only striatal CD11b^+^ cells in cMPTP mice show correlation with up- and downregulated genes described in DAM. 

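The responses of DAM genes were also compared directly between regions and regimens. Genes raised in DAM responded lower in the midbrain than in the striatum of sMPTP mice, with a median difference in log2 fold change of -0.44 (camera adjusted p = 0.00441). In the midbrain they responded higher in cMPTP than in sMPTP mice, with a median difference of 0.30 (adjusted p = 0.00642). With an estimated correlation these 2 calls had adjusted p = 0.766 and 0.815. Neutrophil genes moved the same way in the 2 contrasts, with median differences of -1.105 (camera adjusted p = 0.0329) and 0.484 (0.00102). Between the striatum of the 2 regimens, and between the regions of cMPTP mice, the adjusted p of genes raised in DAM was 0.599 and 0.236.
Genes lowered in DAM responded lower in the midbrain than in the striatum of cMPTP mice, with a median difference of -0.34 (adjusted p = 0.00242), and lower in the midbrain of cMPTP than of sMPTP mice, with -0.31 (adjusted p = 0.00469). In the striatum they responded higher in cMPTP than in sMPTP mice, with 0.18 (adjusted p = 0.00763), and between regions of sMPTP mice the adjusted p was 0.0523, or 0.0356 with the replicate number as a block, which calls it. With an estimated correlation, the 5 calls had adjusted p = 0.766, 0.815, 0.89, 0.817 and 0.824. Between regions, the replicate number as a block ended the call of genes raised in DAM (adjusted p = 0.398) and kept that of genes lowered in DAM (0.0085). In sMPTP mice this block gives MPTP replicates 3 and 4 no weight, as each has a CD11b+ library of a single region. Its values of 0.398 and 0.0356 thus rest on fewer mice. Between regimens it gave 0.292 for genes raised and 5.8e-05 and 0.0185 for genes lowered in DAM. There it joins different mice that share a number, so these values do not bear on the calls.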

The rest of CD11b^+^ subsets share downregulated transcripts with DAM, reflecting the loss of homeostatic functions [35] and do not exhibit common features with MGnD. The anti-inflammatory profile of sMPTP midbrain CD11b^+^ cells, and the activation of TLR receptor signaling and TNF-related pathways in astrocytes suggests a direct activation, rather than microglia-mediated, of these cells [2, 27]. Single-cell RNA sequencing of microglial cells isolated from the hippocampus of a mouse with severe neurodegeneration at multiple time points identified disease-specific microglial states [49]. Early states were characterized by proliferation and late states by the immune response [49]. In our experimental approach, data obtained from sMPTP and ecMPTP mice midbrain show an increased number of Iba1^+^ and/or CD11b^+^/Ki67^+^ cells that could reflect an early state that is accompanied by a low phagocytic activity. However, our early activation state induces opposing inflammatory programs which is in line with previous observations [50]. The chronic MPTP mouse model shows a late activation profile that shares the pro-inflammatory phenotype characterized by activation of antigen-presenting pathways, IFN responses (*Ifitm2, Ifitm3, Irf2bp2*) and CD4 T cell infiltration [49] and exhibits greater similarities with the human cells.

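Ifitm2 and Ifitm3, interferon-induced genes that restrict viral entry, were higher in striatal CD11b+ cells of every cMPTP mouse than of every control. Ifitm2 had a log2 fold change of 1.35 (standard error 0.30, adjusted p = 0.467) and Ifitm3 of 1.14 (standard error 0.28, adjusted p = 0.57). Groups did not overlap for 9.9% of genes at a mean of at least 10 CPM in this comparison, where chance gives 10%. In midbrain CD11b+ cells of cMPTP mice Irf2bp2, a corepressor of interferon regulatory factors, had 0.50 (standard error 0.13, adjusted p = 0.354), Ifitm2 1.07 (standard error 0.45, adjusted p = 0.53) and Ifitm3 0.13 (standard error 0.30, adjusted p = 0.926).
Interferon-stimulated genes rose as a group in the striatum (28 of 43 higher, 2 adjusted over the list alone, camera adjusted p = 2.7e-04, and adjusted p = 0.656 with an estimated correlation), among them Ifi27l2a at 0.80 (standard error 0.23, adjusted p = 0.782). Markers of monocytes and neutrophils rose in the same libraries. In the midbrain 25 of 48 were higher (adjusted p = 0.464), with 0 adjusted over the list alone and 2 higher and 1 lower unadjusted. Class I genes of antigen presentation had an adjusted p of 0.372 in the striatum and 0.893 in the midbrain, and class II genes, which present to CD4 T cells, 0.785 and 0.929, where 2 class II genes were lower in the midbrain adjusted over the list alone. In striatal ACSA2+ cells of cMPTP mice class II genes rose (adjusted p = 0.0062, and adjusted p = 0.454 with an estimated correlation), with 0.105 and 0.141 without MPTP replicates 2 and 3, along with microglial markers.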

Innate responses in the striatum and midbrain are triggered cooperatively by microglia and astrocytes. Degeneration of the nigrostriatal pathway activates a phagocytic program in glial cells to eliminate dopaminergic terminals in the striatum and cell bodies in the midbrain. According to our results, phagocytic activity in microglia is a late event in the midbrain while it is maintained at all stages in the striatum. Regional differences described in rodent and human microglia [50, 51] point to an aberrant clearance phenotype in striatal microglia associated with neuronal-driven impaired motor responses [50]. The gene expression signature that defines this aberrant activity is absent in striatal phagocytic cells of MPTP mice. Phagocytic glial cells gene expression profile in MPTP mice show a clear “eat me” state [52]. Exposure to and clearance of dying cells induce a distinct gene expression that is dissociated from pro-inflammatory responses [50]. Thus, regional context would determine whether the phagocytic activity is accompanied by an inflammatory reaction. Apoptotic cells suppress monocyte production of pro-inflammatory cytokines and induce the expression of the anti-inflammatory cytokines [53]. Visualization of apoptotic cell engulfment is difficult due to the efficiency of the process [54, 55]. Based on the gene expression profile of midbrain microglia, the anti-inflammatory phenotype and the lack of detection of active phagocytic activity, we speculate that these cell cells are resolving neuronal damage effectively. The presence of persisting apoptotic cells, such as in the cMPTP [33] and in PD can activate the innate immune system to release pro-inflammatory mediators [55]. In general, phagocytic functions have been attributed to the ameboid, bushy and hypertrophic microglial morphologies [30, 56, 57]. However, our data indicate that morphological diversity can be attributed to changes in the basal activation state of microglia, but not to specific functions.

Our results indicate a context-dependent cooperativity of microglia/myeloid cells and astrocytes in response to neuronal damage. Novel approaches targeting these cells to control the inflammatory response may have therapeutic potential for the treatment of PD. However, to develop this type of therapies is key to understand the generation of inflammatory responses in the striatum and the midbrain to reach the nigrostriatal pathway, and to select the experimental models that better reflect this aspect of PD.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

CD11b^+^ and ACSA2^+^ RNA sequencing data are publicly available in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE191131. All data are available in the main text and supplementary materials. Any additional information related to this study will be available from the corresponding author (M.A.) upon request.

## Abbreviations

AD: Alzheimer´s disease
ALS: Amyotrophic lateral sclerosis
CB: Cytometry buffer
CI: Confidence Intervals
cMPTP: Chronic MPTP mouse model
DAM: Disease-associated microglia
ecMPTP: Early chronic MPTP mouse model
GEO: Gene Expression Omnibus
GSEA: Gene set enrichment analysis
GWAS: Genome-wide association studies
HLA-DR: Human leukocyte antigen-DR isotype
IFNγ: interferon-γ
IL1β: interleukin 1 beta
IPA: Ingenuity Pathway Analysis
IPD: Idiopathic Parkinson’s disease
LPS: Lipopolysaccharide
MPTP: 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine
MS: Multiple Sclerosis
*NAc*: *Nucleus accumbens*
NFAT: Nuclear factor of activated T cells
PD: Parkinson’s disease
RNA-seq: RNA-sequencing
*RT*: *Room Temperature*
sMPTP: Subacute MPTP mouse model
SNpc: Substantia nigra pars compacta
snRNA-seq: Single nuclei RNA sequencing
TH: Tyrosine Hydroxylase
TLRs: Toll-like receptors
TNFα: Tumor necrosis factor alpha
VTA: Ventral tegmental area

# Supplementary material for: Nigrostriatal degeneration determines dynamics of glial inflammatory and phagocytic activity
**Source:** J Neuroinflammation. 2024 Apr 12;21:92. doi: 10.1186/s12974-024-03091-x
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary material**

**
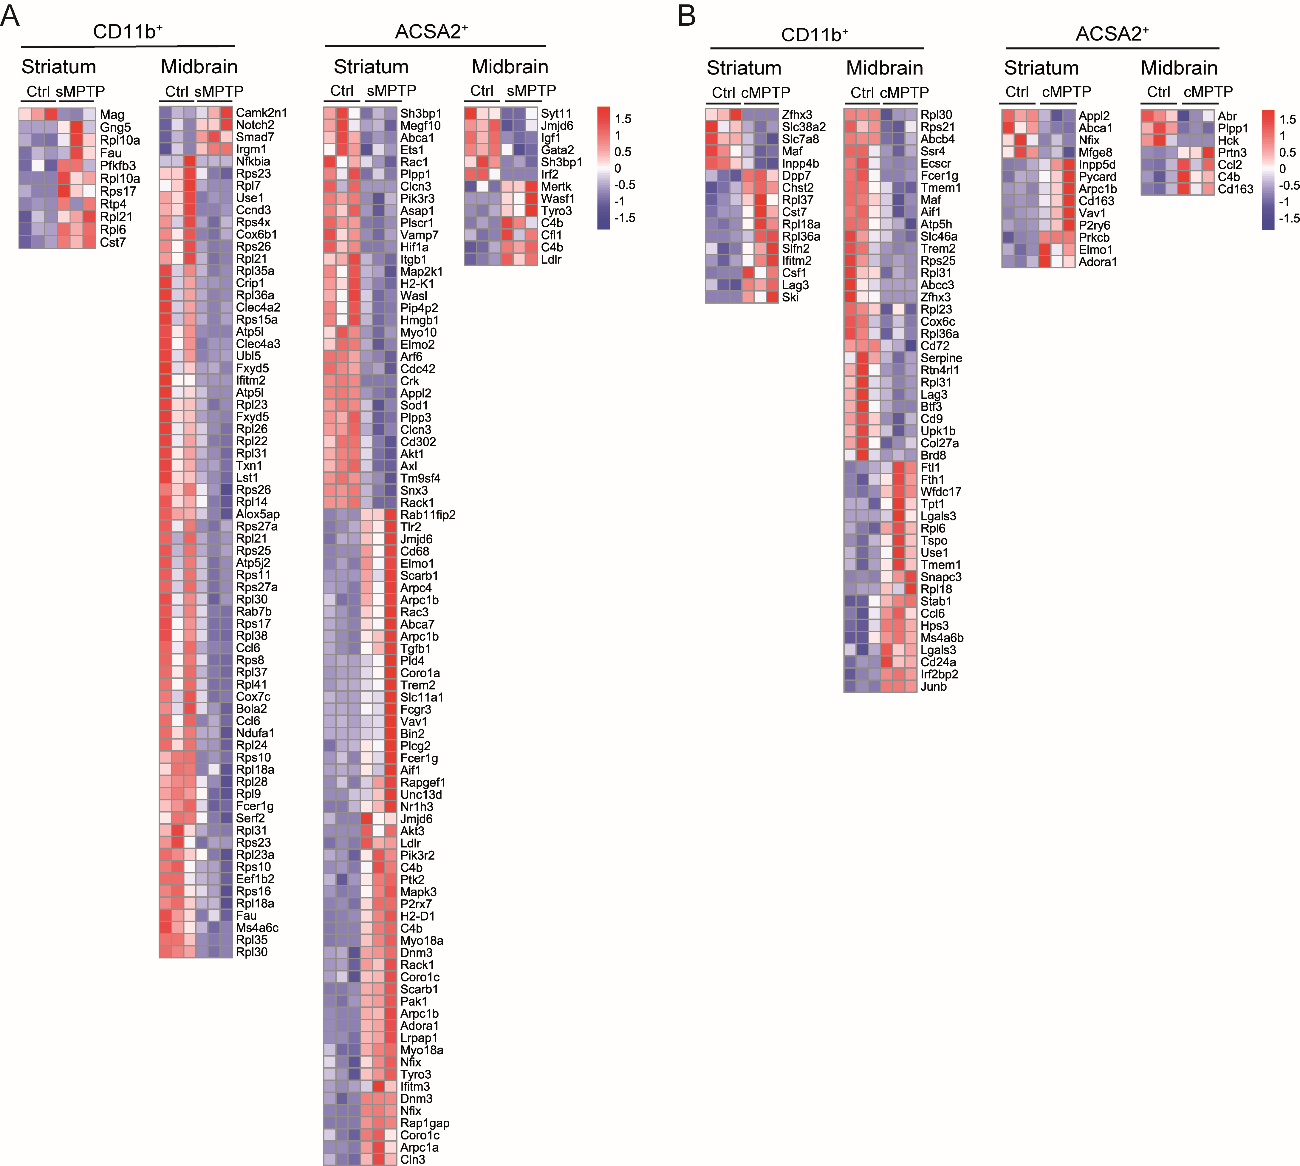
**

**Supplementary figure 1: Heatmaps of differentially displayed phagocytic genes in the striatum and midbrain under parkinsonian conditions.** Differentially displayed genes (*p* < 0.01) present in the phagocytic microglia and in the GO_Phagocytosis (GO0006909) gene data sets were used to generate a specific phagocytic profile of CD11b^+^ and ACSA2^+^ in the striatum and in the midbrain of (A) sMPTP and (B) cMPTP mice. (N = 3 animals/group).

**
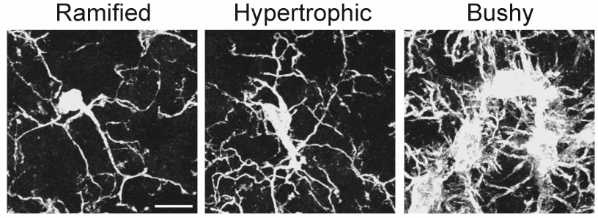
**

**Supplementary figure 2: Iba1^+^ cell classification based on morphology.** Three types of morphologies were selected to assess morphological changes in Iba1^+^ cells. Ramified, which is characterized by a small cell body with long and thin processes. Hypertrophic, characterized by a larger cell body with long and thick processes. Bushy cells have a large cell body and short processes. Magnification bar: 10 µm.

**
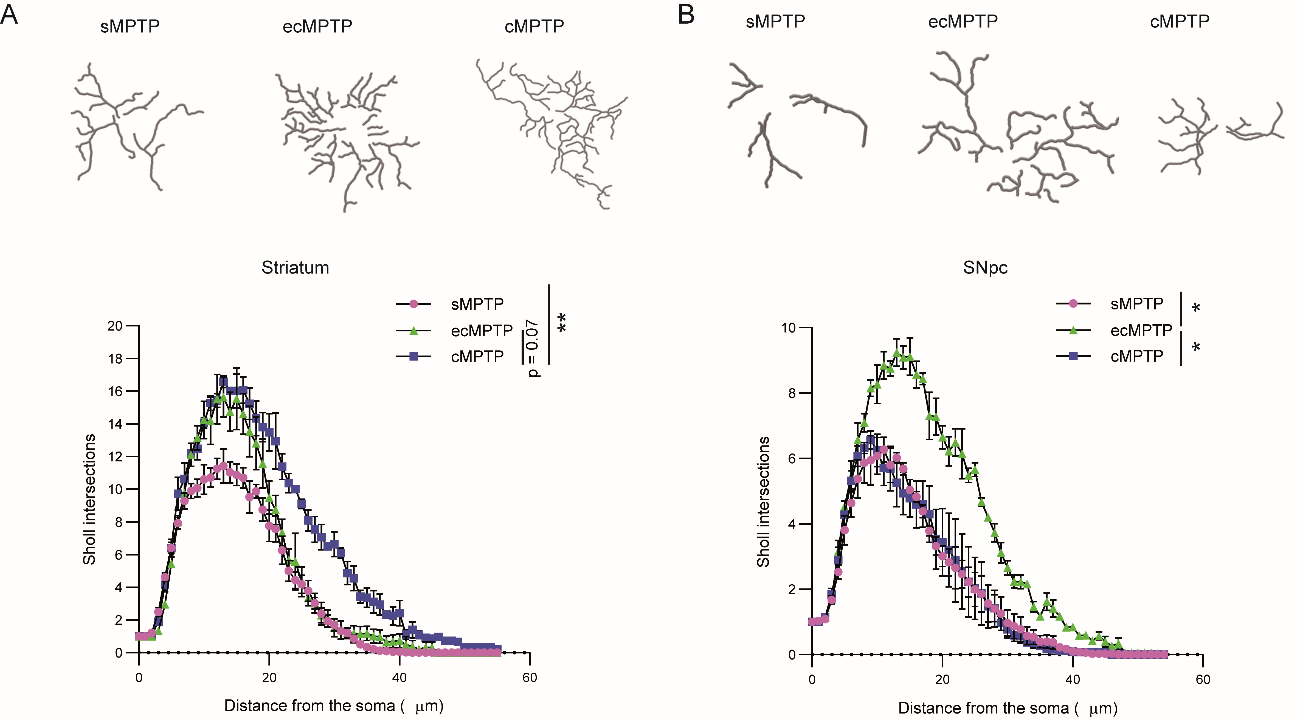
**

**Supplementary figure 3: Ramification of Iba1^+^ cells along MPTP intoxication.** Three-dimensional representations of microglia ramifications and distribution of the number of Sholl intersections as a function of the distance from the microglial soma (intersections per 1 µm) in sMPTP, ecMPTP and cMPTP mice. (A) Sholl analysis in the striatum. (B) Sholl analysis in the SNpc. Data represent the mean ± SEM from 3 animals/group. Statistical analysis: Kruskal-Wallis test followed by Dunn’s multiple comparisons test. **p* < 0.05, ***p* < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

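RNA of CD11b+ cells and of ACSA2+ astrocytes, sorted magnetically from striatum and ventral midbrain of adult male C57BL6J mice, was sequenced in 48 libraries. Mice of the subacute regimen (sMPTP) received 5 injections of MPTP at 30 mg/kg, and mice of the chronic regimen (cMPTP) received 10 injections at 20 mg/kg with probenecid at 250 mg/kg. Each of the 2 regimens, 2 fractions and 2 regions had 3 control and 3 MPTP libraries, which made 8 comparisons of MPTP with control mice.

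The authors deposited, for each library, a table of estimated counts per transcript from kallisto, not scaled for depth or length and without bootstraps. The paper names kallisto 0.46 and GRCm38.p6, and the processing notes name mm10. Each table holds 118489 transcripts, of which 116728 were matched to GENCODE vM21 on GRCm38 and summed to 35968 genes. The 1761 transcripts without a match, 0.426% to 0.625% of the counts, were left out of the gene sums. Gene symbols that the paper spells in another way were read as the mouse gene (Ilr1 as Il1r1, Ilr2 as Il1r2, Fgcr3 as Fcgr3, Grinc2c as Grin2c, Hso90aa1 as Hsp90aa1, Infgr1 as Ifngr1, Ilr1l2 as Il1rl2 and Il17 as Il17a).

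Library totals ran from 711798 to 34896980 counts, with a median of 6824792. The 2 lowest were control libraries of striatal CD11b+ cells of the subacute regimen, and the depth and the spread between libraries together set the precision. On simulated data with the counts and spread of each comparison, edgeR recovered between 1% (cMPTP striatal ACSA2+ cells) and 48% (cMPTP striatal CD11b+ cells) of genes with a 2-fold change, and between 46% (cMPTP midbrain ACSA2+ cells) and 92% (sMPTP striatal ACSA2+ cells) of those with a 4-fold change. In the same data DESeq2 called more unchanged genes than edgeR. They made up from 15 of 164 DESeq2 calls (cMPTP striatal CD11b+ cells) to 55 of 175 (sMPTP midbrain ACSA2+ cells). By edgeR they were 11 of 147 and 3 of 88 there. At a p under 0.01, DESeq2 passed 1.559% to 1.808% of unchanged transcripts and edgeR 0.87% to 0.967%. DESeq2 counts may thus hold more false calls than the threshold allows.

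Transcripts were kept with at least 5 counts in at least 3 libraries of a comparison, and genes by edgeR's filterByExpr rule. Both were tested with edgeR 4.0.16 (TMM factors and the quasi-likelihood F test) in R 4.3.3, each comparison with its own 6 libraries. Transcripts are counted at the paper's threshold, an unadjusted p under 0.01, and genes at an adjusted p (Benjamini-Hochberg) under 0.05. The sleuth test of the paper needs bootstraps and was not repeated. Log2 fold changes are MPTP over control from the edgeR fit. A prior count of 2 was used only for the log2 CPM of camera, the marker covariates and the residual correlations. Levels of genes are CPM with TMM factors, and sums of marker lists are CPM scaled to library totals. Differences between regions or between regimens were tested as interactions in 1 fit of 12 libraries, which gave 8 such tests. On simulated data edgeR recovered from 0% (cMPTP ACSA2+ cells) to 14% (cMPTP CD11b+ cells) of genes with a 2-fold difference between regions. For a 4-fold difference it recovered 7% and 61% in these cells. Differences between regimens were not simulated. Shared transcripts were compared with Fisher's exact test in R.

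Gene groups were 42 lists of 8 to 86 genes, written with the comparisons and their alternatives before the data were examined, because the published signatures are not printed in the paper. Lists with at least 5 tested genes were tested with camera (limma 3.58.1) at a preset correlation of 0.01 between genes, adjusted over the lists of a comparison. Camera was run again with a correlation estimated for each list, under which no list passed in any comparison. Simulated lists were run with the preset correlation and with fgsea, but not with the estimated correlation. Its power is therefore not known, and a miss under it does not show that a list was unchanged. In each comparison, another split of the same libraries called as many lists or more at the preset correlation as the real groups. The alternatives were DESeq2 1.42.0, limma-voom, RLE factors, no low-count filter, leaving out each library, the replicate number as a block, both regions in 1 fit, limma on the scale of sleuth with an offset of 0.5, genes in place of transcripts, the transcript with the most counts in place of the gene sum, fgsea 1.28.0, and leaving out genes over 4 times higher in the control libraries of the other fraction. Thinning to equal depth, marker levels as covariates, list tests on the interactions and a list of 15 glucocorticoid targets were added after seeing the data. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9.

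The genes named in the text are every gene that the paper names for a comparison, the 8 genes with the largest log2 fold change among those at an adjusted p under 0.05 with non-overlapping libraries and a mean of at least 10 CPM, and up to 4 genes with the smallest p of each list described. Where fewer than 8 genes passed, genes at an unadjusted p under 0.01 that met the other conditions filled the number in the order of their p. The genes named in the paper were known from its text. Results of some genes that met these conditions are not reported here. Siglec8 is a human gene and was not matched, and histology, flow cytometry and human nuclei are not in these files.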

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

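The tests of lists on differences between regions and regimens, the thinning to equal depth, the marker covariates and the comparisons of marker medians and erythrocyte sums were chosen after the result was seen, whereas the replicate block and leaving out genes of the other fraction were set with the comparisons.

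Ifitm1 had responses of opposite sign in midbrain CD11b+ cells of the 2 regimens, and the difference between regimens passed for this gene (adjusted p = 0.0129). In the same cells, genes raised in DAM and in neurodegenerative microglia responded higher in cMPTP than in sMPTP mice, at adjusted p = 0.00642 (median difference 0.30) and 9.8e-04 (median difference 0.57). The lowered genes of these phenotypes responded lower, at 0.00469 (median difference -0.31) and 0.0196 (median difference -0.38). Phagocytosis genes, at 0.00264 (median difference 0.18), and neutrophil genes, at 0.00102 (median difference 0.48), responded higher. These 6 lists had, with an estimated correlation, adjusted p = 0.815, 0.815, 0.817, 0.859, 0.815 and 0.815. Under the replicate block the lists had 0.292, 0.138, 5.8e-05, 5.5e-06, 0.103 and 0.0086, so that raised and phagocytosis genes no longer passed. This block joins mice of the 2 regimens that only share a number, so passing or failing under it does not bear on these differences. Leaving out single libraries was not tried for lists on these differences, and the Ifitm1 call was lost (0 genes) without sMPTP MPTP replicate 1 or 4, any cMPTP control replicate, or cMPTP MPTP replicate 2 or 3.

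Other differences between regimens were those of striatal CD11b+ cells, where genes lowered in DAM, at 0.00763 (median difference 0.18), and neutrophil genes, at 1.1e-05 (median difference 1.69), responded higher in cMPTP mice, and of neutrophil genes in midbrain ACSA2+ cells, at 0.00128 (median difference 0.36). With an estimated correlation they had adjusted p = 0.824, 0.824 and 0.951, and with the replicate number as a block 0.0185, 7.3e-08 and 3.5e-06. The block again joins different mice by number and does not bear on them. Between regions, CD11b+ cells of sMPTP mice responded lower in the midbrain for genes raised in DAM, at 0.00441 (median difference -0.44), genes raised in neurodegenerative microglia, at 0.0015 (median difference -0.62), and neutrophil genes, at 0.0329 (median difference -1.11). CD11b+ cells of cMPTP mice did so for genes lowered in DAM, at 0.00242 (median difference -0.34), and neutrophil genes, at 7.3e-07 (median difference -1.78), and ACSA2+ cells of cMPTP mice for phagocytosis genes, at 9.1e-04 (median difference -0.88). With an estimated correlation they had adjusted p = 0.766, 0.766, 0.766, 0.89, 0.52 and 0.756. Under the replicate block they had 0.398, 0.0931, 0.624, 0.0085, 5.1e-06 and 0.00246, so that none of the 3 in sMPTP mice passed. In CD11b+ cells of sMPTP mice this block gives MPTP replicates 3 and 4 no weight, as each has a library of a single region. Its 3 values there thus leave out the midbrain library of MPTP replicate 4.

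Markers of cells other than the sorted type, which the paper does not analyse, were higher in several comparisons by the preset test. With an estimated correlation none of these lists passed (adjusted p of at least 0.454). In sMPTP ACSA2+ striatum these were microglial (adjusted p = 7.7e-05), myelin (3.5e-06) and ciliary genes (0.0247, but 0.0767 without MPTP replicate 3). In cMPTP ACSA2+ striatum they were microglial (2.6e-07), border macrophage (6.7e-04, but 0.0573 and 0.0688 without MPTP replicate 2 and MPTP replicate 3), neutrophil (0.00507, but 0.125 without MPTP replicate 3), myelin (2.6e-09), endothelial (3.7e-04) and ciliary genes (3.7e-04). In sMPTP ACSA2+ midbrain they were neutrophil (0.00735, but 0.0924 and 0.725 with the sign reversed without control replicate 2 and MPTP replicate 4) and neuronal genes (0.00147, but 0.054 and 0.0624 without control replicate 2 and MPTP replicate 3, and with a lower sum of their CPM in MPTP mice). In cMPTP ACSA2+ midbrain they were neutrophil (1.3e-12), border macrophage (1.7e-06), monocyte (3.7e-05), myelin (4.1e-05, but 0.145 without control replicate 2) and striatal neuron genes (0.0275, but 0.0853, 0.0676, 0.15 and 0.0889 without control replicate 1, control replicate 2, MPTP replicate 2 and MPTP replicate 3).

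In CD11b+ cells myelin genes were higher in striatum (0.00218, but 0.0728, 0.24 and 0.218 without control replicate 1, control replicate 3 and MPTP replicate 3) and midbrain (0.00779, but 0.126, 0.181 and 0.777 without control replicate 1, control replicate 2 and MPTP replicate 4) of sMPTP mice. Monocyte (2.7e-09) and neutrophil genes (1.5e-08) were higher in the striatum of cMPTP mice, and monocyte (5.3e-04) and border macrophage genes (0.0167, but 0.279 and 0.259 without control replicate 2 and MPTP replicate 2) in their midbrain. None of the marker lists passed with an estimated correlation, where the adjusted p of a list was at least 0.454.

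For the first pattern weighed, the 3081 genes called in striatal ACSA2+ cells of sMPTP mice, depth alone is argued against by 2848 genes still called after thinning. A lower share of astrocytes alone would raise every other cell type alike. The median log2 fold change of myelin genes exceeded that of neuron, endothelial and mural genes by 0.66 (standard error of the difference 0.182). This error counts genes and not mice as replicates, so that explanation is not decided. More oligodendrocyte RNA cannot be told apart from a response to MPTP, because its marker level moves with the groups. With that level as a covariate 0 genes passed by edgeR, while the median size of their log2 fold changes went from 0.871 (median standard error 0.186) to 0.657 (0.374) and 3020 of them kept their sign, so the call ended with a smaller fold and a wider error. With the microglia level 3 genes passed, at a median size of 0.71 (0.242), and with the replicate block 12, at 0.838 (0.268) and all 3081 of the same sign, where the error widened more than the fold shrank. That block rests on the 2 replicate numbers found in both groups. The list has 20 genes, none in another list and 20 at 1 CPM or more in these libraries, with Trf at 1722 ± 411 CPM in control and 4594 ± 540 CPM in MPTP mice, and the ACSA2+ selection would remove oligodendrocytes where complete.

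The microglial genes of the same libraries had a median log2 fold change above that of myelin genes by 1.42 (standard error 0.247). Oligodendrocyte RNA alone would not raise them further than myelin genes. This error counts genes and not mice as replicates, so that source is not decided. For the phagocytosis list of striatal ACSA2+ cells, RNA of microglia is a candidate source. Without genes over 4 times higher in CD11b+ control cells the list had an adjusted p of 0.818 in sMPTP mice (all alternatives 1.9e-04 to 0.877) and 0.102 in cMPTP mice (all alternatives 4.2e-05 to 0.951), where it did not pass before (0.0617). Of the 25 microglial genes 21 are also in another list and 23 had at least 1 CPM in control striatal ACSA2+ cells of sMPTP mice, with Csf1r at 35.3 ± 11.3 CPM in control and 144 ± 120 CPM in MPTP mice. The removal of CD11b+ cells before the ACSA2+ sort would take them out, and an induction of such genes in astrocytes was not tested.

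The last pattern weighed is the neutrophil genes. Blood left in the tissue may bring them, and erythrocyte genes, summed over 8 genes of which 4 to 6 had at least 1 CPM, differed between MPTP and control means by 81.8 CPM in cMPTP striatal CD11b+ cells, -136.6 CPM in cMPTP midbrain ACSA2+ cells and -1269.5 CPM in sMPTP midbrain CD11b+ cells. The groups overlapped in each of them, so blood cannot be told apart from a change of neutrophils. In cMPTP midbrain ACSA2+ cells, microglial genes had a median log2 fold change of -1.45, opposite to the neutrophil genes. Their fall had a camera adjusted p of 0.0676 without control replicate 2. With the myelin marker level as a covariate it had 0.955 with the sign reversed. Carry-over of microglia is therefore not decided. Of the 19 neutrophil genes 4 are in another list and 10, 11 and 19 had at least 1 CPM in these controls, and the CD11b+ sort retains neutrophils, which carry CD11b, whereas depletion of CD11b+ cells would remove them from the ACSA2+ fraction.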

How the results depend on the processing

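The thinning to equal depth and the marker covariates were chosen after the results were seen, and the other alternatives were set with the comparisons.

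Of 176 counts under alternatives set with the comparisons, other than leaving out a library, 103 stayed within 1.5 times the reported count. Of 189 tests of the lists that the paper's claims rest on, 160 kept direction and side of the threshold, 15 no longer passed, 12 newly passed and 2 changed direction. For other lists it was 411 of 541, and for named genes 3857 of 4203, with 0 of a changed direction. Most named genes had no call to lose. Of 48 calls of named genes, 43 were lost with the replicate number as a block, 25 with both regions in 1 fit, 26 with the transcript with the most counts in place of the gene sum, 5 with limma-voom, 1 with RLE factors, 48 with the myelin and 46 with the microglia marker level as a covariate, and, of 47, 1 with DESeq2. Without control replicates 1, 2 and 3 it was 21, 21 and 24, and 1, 4 and 10 without MPTP replicates 2, 3 and 4. The cause was not tested except where stated. By construction, dropping the low-count filter tests more features, leaving out a library leaves fewer replicates, and the estimated correlation widens the test. The A2 list had too few tested genes for a value in cMPTP CD11b+ striatum. In cMPTP ACSA2+ striatum it had a value in 5 of the fits that leave out a library and too few tested genes in the other.

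Without the low-count filter, transcripts numbered 663 (sMPTP CD11b+ striatum), 663 (sMPTP CD11b+ midbrain), 337 (cMPTP CD11b+ striatum), 1093 (cMPTP ACSA2+ striatum), 547 (cMPTP CD11b+ midbrain) and 532 (cMPTP ACSA2+ midbrain). With the replicate number as a block, transcripts numbered 80 (sMPTP CD11b+ striatum), 501 (sMPTP ACSA2+ striatum), 204 (sMPTP CD11b+ midbrain), 93 (cMPTP CD11b+ striatum), 147 (cMPTP CD11b+ midbrain) and 82 (cMPTP ACSA2+ midbrain). After thinning to equal depth, transcripts numbered 76 in sMPTP CD11b+ striatum (reported 214). With genes in place of transcripts, transcripts numbered 51 (sMPTP CD11b+ striatum), 84 (sMPTP ACSA2+ midbrain) and 153 (cMPTP ACSA2+ midbrain). With DESeq2, transcripts numbered 614 (sMPTP CD11b+ midbrain), 549 (sMPTP ACSA2+ midbrain), 579 (cMPTP ACSA2+ striatum), 631 (cMPTP CD11b+ midbrain) and 509 (cMPTP ACSA2+ midbrain). With both regions in 1 fit, transcripts numbered 535 in cMPTP ACSA2+ striatum (reported 320).

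Without the low-count filter, genes numbered 22 (sMPTP CD11b+ striatum), 4 (sMPTP CD11b+ midbrain), 110 (cMPTP CD11b+ striatum), 200 (cMPTP ACSA2+ striatum), 47 (cMPTP CD11b+ midbrain) and 1 (cMPTP ACSA2+ midbrain). With the replicate number as a block, genes numbered 15 (sMPTP ACSA2+ striatum), 21 (sMPTP CD11b+ midbrain), 6 (cMPTP CD11b+ striatum), 105 (cMPTP ACSA2+ striatum) and 2 (cMPTP CD11b+ midbrain). After thinning to equal depth, genes numbered 2 in cMPTP CD11b+ midbrain (reported 0). With DESeq2, genes numbered 3 (sMPTP CD11b+ striatum), 101 (sMPTP CD11b+ midbrain), 11 (sMPTP ACSA2+ midbrain), 27 (cMPTP CD11b+ striatum), 159 (cMPTP ACSA2+ striatum), 102 (cMPTP CD11b+ midbrain) and 24 (cMPTP ACSA2+ midbrain). With the myelin marker level as a covariate, genes numbered 0 in sMPTP ACSA2+ striatum (reported 3081) and 5 in cMPTP CD11b+ midbrain (reported 0). With the microglia marker level as a covariate, genes numbered 3 in sMPTP ACSA2+ striatum (reported 3081). With both regions in 1 fit, genes numbered 2 in cMPTP ACSA2+ striatum (reported 0) and 2 in cMPTP CD11b+ midbrain (reported 0). The reported edgeR count was 0 in each of these comparisons but sMPTP ACSA2+ striatum, where it was 3081.

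Without the low-count filter, genes with a difference numbered 4 in regions sMPTP CD11b+ (reported 0), 7 in regions sMPTP ACSA2+ (reported 0), 66 in regions cMPTP CD11b+ (reported 0), 2 in regions cMPTP ACSA2+ (reported 0), 4 in regimens CD11b+ striatum (reported 0), 38 in regimens ACSA2+ striatum (reported 0) and 31 in regimens CD11b+ midbrain (reported 1). With the replicate number as a block, genes with a difference numbered 2 in regions sMPTP CD11b+ (reported 0), 105 in regimens ACSA2+ striatum (reported 0) and 6 in regimens CD11b+ midbrain (reported 1). With genes in place of transcripts, shared transcripts numbered 1 in sMPTP CD11b+ (reported 2) and 16 in cMPTP CD11b+ (reported 5). With DESeq2, genes with a difference numbered 55 in regions sMPTP CD11b+ (reported 0), 785 in regions sMPTP ACSA2+ (reported 0), 24 in regions cMPTP CD11b+ (reported 0), 61 in regions cMPTP ACSA2+ (reported 0), 3 in regimens CD11b+ striatum (reported 0), 639 in regimens ACSA2+ striatum (reported 0), 77 in regimens CD11b+ midbrain (reported 1) and 37 in regimens ACSA2+ midbrain (reported 0). With DESeq2, shared transcripts numbered 13 in sMPTP CD11b+ (reported 2), 80 in sMPTP ACSA2+ (reported 22), 16 in cMPTP CD11b+ (reported 5) and 26 in cMPTP ACSA2+ (reported 6). With limma-voom, genes with a difference numbered 11 in regimens ACSA2+ striatum (reported 0) and 2 in regimens CD11b+ midbrain (reported 1). At an adjusted p under 0.05, shared transcripts numbered 0 in sMPTP CD11b+ (reported 2), 0 in sMPTP ACSA2+ (reported 22), 0 in cMPTP CD11b+ (reported 5) and 0 in cMPTP ACSA2+ (reported 6). With limma on the scale of sleuth, shared transcripts numbered 4 in sMPTP CD11b+ (reported 2) and 3 in cMPTP CD11b+ (reported 5).

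Without the low-count filter, the adjusted p was 0.14 for MGnD-raised genes of sMPTP CD11b+ striatum, 0.064 for DAM-raised genes of cMPTP CD11b+ striatum, 0.0527 for MGnD-raised genes of cMPTP CD11b+ striatum, 0.00411 for phagocytosis genes of cMPTP ACSA2+ striatum and 0.0264 for A1 genes of cMPTP ACSA2+ striatum. With the replicate number as a block, the adjusted p was 0.733 for DAM-raised genes of sMPTP CD11b+ midbrain, 0.714 for MGnD-raised genes of sMPTP CD11b+ midbrain, 0.0223 for MGnD-lowered genes of sMPTP CD11b+ midbrain, 0.15 for phagocytosis genes of sMPTP CD11b+ midbrain, 5.3e-06 for phagocytosis genes of sMPTP ACSA2+ midbrain, 0.00126 for phagocytosis genes of cMPTP ACSA2+ striatum and 0.0199 for A1 genes of cMPTP ACSA2+ striatum. After thinning to equal depth, the adjusted p was 0.0325 for phagocytosis genes of cMPTP ACSA2+ midbrain. With the myelin marker level as a covariate, the adjusted p was 0.68 for DAM-lowered genes of sMPTP CD11b+ striatum, 0.282 for MGnD-raised genes of sMPTP CD11b+ striatum, 0.115 for phagocytosis genes of sMPTP ACSA2+ striatum, 0.174 for MGnD-raised genes of sMPTP CD11b+ midbrain, 0.00189 for MGnD-lowered genes of sMPTP CD11b+ midbrain, 2.8e-04 for phagocytosis genes of cMPTP ACSA2+ striatum and 8.9e-04 for A1 genes of cMPTP ACSA2+ striatum. With the microglia marker level as a covariate, the adjusted p was 0.57 for phagocytosis genes of sMPTP ACSA2+ striatum, 0.00711 for A1 genes of sMPTP ACSA2+ midbrain and 0.0471 for A1 genes of cMPTP ACSA2+ midbrain. With an estimated correlation, the adjusted p was 0.845 for DAM-lowered genes of sMPTP CD11b+ striatum, 0.845 for MGnD-raised genes of sMPTP CD11b+ striatum, 0.877 for phagocytosis genes of sMPTP ACSA2+ striatum, 0.795 for DAM-raised genes of sMPTP CD11b+ midbrain, 0.795 for MGnD-raised genes of sMPTP CD11b+ midbrain, 0.795 for phagocytosis genes of sMPTP CD11b+ midbrain, 0.579 for DAM-raised genes of cMPTP CD11b+ striatum, 0.656 for MGnD-raised genes of cMPTP CD11b+ striatum and 0.812 for DAM-lowered genes of cMPTP CD11b+ midbrain. With fgsea, the adjusted p was 0.00108 for DAM-raised genes of sMPTP CD11b+ striatum, 1.1e-06 for phagocytosis genes of sMPTP ACSA2+ midbrain, 0.0441 for A1 genes of sMPTP ACSA2+ midbrain, 4.2e-05 for phagocytosis genes of cMPTP ACSA2+ striatum, 0.0245 for A1 genes of cMPTP ACSA2+ striatum, 0.0223 for MGnD-lowered genes of cMPTP CD11b+ midbrain and 0.00209 for phagocytosis genes of cMPTP ACSA2+ midbrain. Without genes of the other fraction, the adjusted p was 0.818 for phagocytosis genes of sMPTP ACSA2+ striatum.

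Over the fits that leave out 1 library each, transcripts numbered 43 to 348 (sMPTP CD11b+ striatum), 1848 to 2988 (sMPTP ACSA2+ striatum), 232 to 340 (sMPTP CD11b+ midbrain), 143 to 602 (sMPTP ACSA2+ midbrain), 96 to 250 (cMPTP CD11b+ striatum), 135 to 599 (cMPTP ACSA2+ striatum), 195 to 474 (cMPTP CD11b+ midbrain) and 93 to 765 (cMPTP ACSA2+ midbrain). Genes numbered 0 to 2 (sMPTP CD11b+ striatum), 1118 to 3985 (sMPTP ACSA2+ striatum), 0 to 1 (sMPTP CD11b+ midbrain), 0 to 0 (sMPTP ACSA2+ midbrain), 0 to 7 (cMPTP CD11b+ striatum), 0 to 36 (cMPTP ACSA2+ striatum), 0 to 14 (cMPTP CD11b+ midbrain) and 0 to 37 (cMPTP ACSA2+ midbrain). Genes with a difference between regions or regimens numbered 0 to 2 (regions sMPTP CD11b+), 0 to 1564 (regions sMPTP ACSA2+), 0 to 31 (regions cMPTP CD11b+), 0 to 4 (regions cMPTP ACSA2+), 0 to 0 (regimens CD11b+ striatum), 0 to 87 (regimens ACSA2+ striatum), 0 to 14 (regimens CD11b+ midbrain) and 0 to 0 (regimens ACSA2+ midbrain).

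The adjusted p of lists over these fits was 0.0732 to 0.969 (DAM-raised, sMPTP CD11b+ striatum), 1.5e-04 to 0.21 (DAM-lowered, sMPTP CD11b+ striatum), 0.0147 to 0.21 (MGnD-raised, sMPTP CD11b+ striatum), 0.0183 to 0.882 (MGnD-lowered, sMPTP CD11b+ striatum), 0.191 to 0.986 (phagocytosis, sMPTP CD11b+ striatum), 0.00457 to 0.0485 (phagocytosis, sMPTP ACSA2+ striatum), 0.205 to 0.633 (A1, sMPTP ACSA2+ striatum), 0.618 to 0.981 (A2, sMPTP ACSA2+ striatum), 1.8e-05 to 0.34 (DAM-raised, sMPTP CD11b+ midbrain), 0.0827 to 0.828 (DAM-lowered, sMPTP CD11b+ midbrain), 2.2e-04 to 0.7 (MGnD-raised, sMPTP CD11b+ midbrain), 3.8e-04 to 0.991 (MGnD-lowered, sMPTP CD11b+ midbrain), 2.7e-04 to 0.0784 (phagocytosis, sMPTP CD11b+ midbrain), 0.00138 to 0.443 (phagocytosis, sMPTP ACSA2+ midbrain), 0.0376 to 0.222 (A1, sMPTP ACSA2+ midbrain), 0.157 to 0.943 (A2, sMPTP ACSA2+ midbrain), 0.00337 to 0.184 (DAM-raised, cMPTP CD11b+ striatum), 0.534 to 0.976 (DAM-lowered, cMPTP CD11b+ striatum), 0.00369 to 0.322 (MGnD-raised, cMPTP CD11b+ striatum), 0.534 to 0.901 (MGnD-lowered, cMPTP CD11b+ striatum), 0.169 to 0.941 (phagocytosis, cMPTP CD11b+ striatum), 5.8e-05 to 0.358 (phagocytosis, cMPTP ACSA2+ striatum), 5.2e-04 to 0.358 (A1, cMPTP ACSA2+ striatum), 0.515 to 0.941 (A2, cMPTP ACSA2+ striatum), 0.324 to 0.936 (DAM-raised, cMPTP CD11b+ midbrain), 9.0e-05 to 0.0327 (DAM-lowered, cMPTP CD11b+ midbrain), 0.0174 to 0.38 (MGnD-raised, cMPTP CD11b+ midbrain), 0.0421 to 0.387 (MGnD-lowered, cMPTP CD11b+ midbrain), 0.674 to 0.975 (phagocytosis, cMPTP CD11b+ midbrain), 1.2e-04 to 0.819 (phagocytosis, cMPTP ACSA2+ midbrain), 0.392 to 0.89 (A1, cMPTP ACSA2+ midbrain) and 0.348 to 0.977 (A2, cMPTP ACSA2+ midbrain).

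List directions reversed, with a call before or after, in 17 tests, with an adjusted p of 0.474 for Astrocyte homeostasis of sMPTP CD11b+ striatum (without control replicate 2), 0.818 for Phagocytosis of sMPTP ACSA2+ striatum (without genes of the other fraction), 0.57 for MGnD down of sMPTP ACSA2+ striatum (microglia marker level as a covariate), 0.696 for Proliferation of sMPTP CD11b+ midbrain (without MPTP replicate 2), 3.1e-06 for DAM down of sMPTP ACSA2+ midbrain (replicate block), 5.3e-06 for Phagocytosis of sMPTP ACSA2+ midbrain (replicate block), 0.249 for Lysosome and cathepsins of sMPTP ACSA2+ midbrain (replicate block), 0.63 for MHC class I of sMPTP ACSA2+ midbrain (replicate block), 0.00665 for DAM down of sMPTP ACSA2+ midbrain (without MPTP replicate 4), 0.00138 for Phagocytosis of sMPTP ACSA2+ midbrain (without MPTP replicate 4), 0.681 for Lysosome and cathepsins of sMPTP ACSA2+ midbrain (without MPTP replicate 4), 0.725 for Neutrophil markers of sMPTP ACSA2+ midbrain (without MPTP replicate 4), 0.527 for Oxidative phosphorylation of cMPTP CD11b+ striatum (without MPTP replicate 2), 0.936 for DAM down of cMPTP ACSA2+ striatum (microglia marker level as a covariate), 0.951 for Anti-inflammatory mediators of cMPTP ACSA2+ striatum (microglia marker level as a covariate), 0.596 for Interferon response of cMPTP ACSA2+ striatum (microglia marker level as a covariate) and 0.955 for Microglia markers of cMPTP ACSA2+ midbrain (myelin marker level as a covariate). Over the fits that leave out 1 library, lists with a reversal had 1.8e-07 to 0.474 (Astrocyte homeostasis, sMPTP CD11b+ striatum), 4.8e-09 to 0.696 (Proliferation, sMPTP CD11b+ midbrain), 2.8e-05 to 0.0924 (DAM down, sMPTP ACSA2+ midbrain), 0.00138 to 0.443 (Phagocytosis, sMPTP ACSA2+ midbrain), 4.6e-04 to 0.681 (Lysosome and cathepsins, sMPTP ACSA2+ midbrain), 3.1e-06 to 0.725 (Neutrophil markers, sMPTP ACSA2+ midbrain) and 5.1e-05 to 0.527 (Oxidative phosphorylation, cMPTP CD11b+ striatum).

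Control and MPTP libraries of 1 number had residual correlations from -0.387 to 0.223, striatum and midbrain from -0.251 to 0.591, and CD11b+ and ACSA2+ from -0.171 to 0.138, so that the numbers were not used as pairs in the reported fits and the replicate block is an alternative. In sMPTP ACSA2+ striatum, sMPTP CD11b+ midbrain and sMPTP ACSA2+ midbrain only 2 numbers occur in both groups. The block there rests on these 2 pairs and gives the unpaired libraries no weight, MPTP replicate 4 among them. Between regions the block joins striatum and midbrain libraries of 1 number. In CD11b+ cells of sMPTP mice it gives MPTP replicates 3 and 4 no weight, as each has a library of a single region. Between regimens it joins different mice that share a number, so it cannot test those differences.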

Differences from the paper's values

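The gaps to the paper's counts were looked at under alternatives set before the data were examined, and the paper's counts were read by eye from a figure.

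For midbrain CD11b+ cells of sMPTP mice the paper's count at p under 0.01 is about 210 in Fig. 1B, read by eye, and the count here is 331. It came within the margin with the replicate number as a block (204), both regions in 1 fit (258), genes in place of transcripts (243), and without control replicate 1 (232), control replicate 3 (308) or MPTP replicate 1 (283), 2 (270) or 4 (296). It did not with DESeq2 (614), RLE factors (331), no low-count filter (663), limma on the scale of sleuth (365), genes of the other fraction left out (337), or without control replicate 2 (340). The counts of the other 7 comparisons lay within 1.5 times the paper's.

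For transcripts shared by both regions the paper gives about 5 in Fig. 1B, read by eye, for CD11b+ cells of sMPTP mice, and 2 were found here. Limma on the scale of sleuth gave 4, within the margin, and DESeq2 (13), genes (1) and an adjusted p under 0.05 (0) did not. For ACSA2+ cells of sMPTP mice the paper gives about 72 in Fig. 1B, read by eye, against 22 here. DESeq2 gave 80, within the margin, and limma on the scale of sleuth (30), genes (15) and an adjusted p (0) did not. For CD11b+ cells of cMPTP mice it gives about 16 in Fig. 1B, read by eye, against 5 here. DESeq2 and genes gave 16 each, within the margin, and limma on the scale of sleuth (3) and an adjusted p (0) did not. For ACSA2+ cells of cMPTP mice it gives about 18 in Fig. 1B, read by eye, against 6 here. DESeq2 gave 26, within the margin, and limma on the scale of sleuth (9), genes (5) and an adjusted p (0) did not.

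The paper names 69 genes, in 71 pairings of a gene with a comparison. Of the 67 pairings tested here, 39 had an unadjusted p under 0.05 and 6 passed over all genes with edgeR, and 36 of the 71 had a transcript at p under 0.01.

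The published signatures were not at hand, so the lists here are not the paper's. The paper's Table 1 has no MGnD induction, while the list of MGnD-raised genes rose in striatal CD11b+ cells of sMPTP (0.0281) and cMPTP mice (0.0255) by the preset test, though not with an estimated correlation (0.845 and 0.656). Its Table 1 has genes lowered in DAM changed in all 4 groups of CD11b+ cells. Here the list fell in striatal cells of sMPTP and midbrain cells of cMPTP mice and had an adjusted p of 0.892 and 0.878 in the other 2. Both falls were lost with an estimated correlation (0.845 and 0.812). The same table has the phagocytic microglia signature raised in CD11b+ cells of sMPTP striatum and both cMPTP regions. The list here holds engulfment genes, which are closer to the phagocytosis set of the same table, raised there in cMPTP striatum alone. It had 0.589 in sMPTP striatum, 0.521 in cMPTP striatum and 0.929 in cMPTP midbrain, and no alternative called it in these. Ribosomal protein genes, which the paper's heatmap of phagocytic genes includes, rose in striatal cells of sMPTP (1.4e-16) and cMPTP mice (6.3e-12), though not with an estimated correlation (0.845 and 0.679). In sMPTP midbrain, where the paper reports none, the phagocytosis list fell (8.1e-04), but not with an estimated correlation (0.795), the replicate block (0.15) or without MPTP replicate 4 (0.0784). The paper reports A1 markers raised in midbrain ACSA2+ cells of sMPTP mice, where the list had 0.0816. It passed with fgsea (0.0441), without control replicate 1 (0.0408) or MPTP replicate 3 (0.0376), and with the microglia covariate chosen after seeing the data (0.00711), over a range of 0.00711 to 0.816.

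Among single genes, the paper states an increase of Dapp1 in midbrain ACSA2+ cells of cMPTP mice, and it had a log2 fold change of -1.09 (adjusted p = 0.708). It also states an increase of Hsp90aa1 signals in midbrain CD11b+ cells of cMPTP mice, where the gene had -0.09 (adjusted p = 0.903). Both statements come from networks of Ingenuity Pathway Analysis, which predict the activity of pathways and upstream regulators. The RNA of the gene itself is another measure, so these values do not contradict them.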

Other observations

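The tests of other splits were set with the comparisons, while their explanation and the list of glucocorticoid targets were written after the genes were seen. The predictions for the other targets were written before their values were seen.

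Genes of oxidative phosphorylation fell in midbrain CD11b+ cells of sMPTP mice (51 of 58 lower, camera adjusted p = 3.7e-11, 0 adjusted over the list alone and 17 unadjusted). Ndufa4, a subunit of the respiratory chain, had a log2 fold change of -1.39 (standard error 0.28). Monocyte, neutrophil and ribosomal protein genes fell in the same libraries, and astrocyte and myelin genes, most abundant in MPTP replicate 4, rose. In midbrain ACSA2+ cells of sMPTP mice genes encoded by the mitochondrial genome rose (13 of 13 higher, 6 adjusted over the list alone, adjusted p = 9.2e-10, median 1.15), with mt-Nd3 at 2.80 (standard error 0.87). The lists had adjusted p = 0.795 and 0.3 with an estimated correlation.

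Vascular genes were lower in midbrain ACSA2+ cells of sMPTP mice. Flt1, a VEGF receptor of endothelium, had -0.62 (standard error 0.27) and Rgs5, a pericyte gene, -0.57 (standard error 0.27). Endothelial genes (15 of 16 lower, 1 adjusted over the list alone, adjusted p = 6.4e-06) and mural genes (15 of 16 lower, 0 adjusted over the list alone and 2 unadjusted, adjusted p = 1.3e-04) fell, both with adjusted p = 0.816 with an estimated correlation. In midbrain ACSA2+ cells of cMPTP mice lysosomal genes fell (31 of 41 lower, 0 adjusted over the list alone and 4 unadjusted, adjusted p = 0.0026, and adjusted p = 0.721 with an estimated correlation), but 0.0973 without control replicate 2. Microglial markers fell in the same libraries.

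Fkbp5 and Sgk1, which glucocorticoids induce, were higher in several comparisons, and a response to glucocorticoids may underlie this. Log2 fold changes of Fkbp5 were 0.45 (sMPTP CD11b+ striatum), 1.33 (sMPTP ACSA2+ striatum), -0.86 (sMPTP CD11b+ midbrain), 1.08 (sMPTP ACSA2+ midbrain), 0.79 (cMPTP CD11b+ striatum), 1.17 (cMPTP ACSA2+ striatum), 0.74 (cMPTP CD11b+ midbrain) and 0.53 (cMPTP ACSA2+ midbrain). The median log2 fold change of the other targets of a list of 15 was 0.11 (sMPTP CD11b+ striatum), 0.16 (sMPTP ACSA2+ striatum), 0.11 (sMPTP CD11b+ midbrain), 0.38 (sMPTP ACSA2+ midbrain), 0.32 (cMPTP CD11b+ striatum), 0.33 (cMPTP ACSA2+ striatum), 0.49 (cMPTP CD11b+ midbrain) and 0.42 (cMPTP ACSA2+ midbrain). By camera the adjusted p was 0.048 (sMPTP CD11b+ striatum), 0.563 (sMPTP ACSA2+ striatum), 0.933 (sMPTP CD11b+ midbrain), 0.0173 (sMPTP ACSA2+ midbrain), 0.00392 (cMPTP CD11b+ striatum), 0.00515 (cMPTP ACSA2+ striatum), 2.4e-04 (cMPTP CD11b+ midbrain) and 6.4e-05 (cMPTP ACSA2+ midbrain), and with an estimated correlation 0.353 (sMPTP CD11b+ striatum), 0.92 (sMPTP ACSA2+ striatum), 0.938 (sMPTP CD11b+ midbrain), 0.474 (sMPTP ACSA2+ midbrain), 0.0873 (cMPTP CD11b+ striatum), 0.0873 (cMPTP ACSA2+ striatum), 0.108 (cMPTP CD11b+ midbrain) and 0.0707 (cMPTP ACSA2+ midbrain), so the response remains a hypothesis in the 6 comparisons where the preset test passed and is undecided in striatal ACSA2+ and midbrain CD11b+ cells of sMPTP mice.

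The 6 libraries of a comparison in groups of 3 allow 10 splits, too few for a share under 0.05. Numbers of called genes, real and highest of the other splits, were 0 and 9 (sMPTP CD11b+ striatum), 3081 and 0 (sMPTP ACSA2+ striatum), 0 and 0 (sMPTP CD11b+ midbrain), 0 and 0 (sMPTP ACSA2+ midbrain), 0 and 5 (cMPTP CD11b+ striatum), 0 and 1 (cMPTP ACSA2+ striatum), 0 and 0 (cMPTP CD11b+ midbrain) and 0 and 228 (cMPTP ACSA2+ midbrain). For transcripts they were 214 and 427 (sMPTP CD11b+ striatum), 2994 and 200 (sMPTP ACSA2+ striatum), 331 and 424 (sMPTP CD11b+ midbrain), 244 and 588 (sMPTP ACSA2+ midbrain), 184 and 246 (cMPTP CD11b+ striatum), 320 and 344 (cMPTP ACSA2+ striatum), 343 and 419 (cMPTP CD11b+ midbrain) and 276 and 897 (cMPTP ACSA2+ midbrain). For lists they were 10 and 24 (sMPTP CD11b+ striatum), 8 and 19 (sMPTP ACSA2+ striatum), 19 and 29 (sMPTP CD11b+ midbrain), 14 and 27 (sMPTP ACSA2+ midbrain), 11 and 11 (cMPTP CD11b+ striatum), 20 and 24 (cMPTP ACSA2+ striatum), 6 and 18 (cMPTP CD11b+ midbrain) and 14 and 23 (cMPTP ACSA2+ midbrain). In that order, 5, 6, 4, 9, 2, 4, 8 and 6 splits, the real one included, called as many lists or more. The number of called lists thus does not set treatment apart from other groupings in any comparison. For transcripts, another split matched or exceeded the real one in every comparison but sMPTP ACSA2+ striatum. In cMPTP midbrain ACSA2+ cells the split that called 228 genes set control replicates 1 and 2 and MPTP replicate 1 against the rest, which points to a structure of the samples other than treatment.

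For differences between regions or regimens, 100 splits were drawn. For Ifitm1 in midbrain CD11b+ cells, 5 of 100 splits gave at least the 1 gene called and the highest other gave 3, so chance is not excluded. The other differences had 0 called genes by edgeR, so that all 100 splits gave as many, and the highest other counts were 200 (regions sMPTP CD11b+), 2400 (regions sMPTP ACSA2+), 30 (regions cMPTP CD11b+), 238 (regions cMPTP ACSA2+), 8 (regimens CD11b+ striatum), 1231 (regimens ACSA2+ striatum) and 8 (regimens ACSA2+ midbrain). A draw can keep or exchange the labels of 1 region or regimen and shuffle the other, so the high counts may come from treatment itself or from another structure of the samples, and no test here separates them.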
